# FXR-regulated COX6A2 triggers mitochondrial apoptosis of pancreatic β-cell in type 2 diabetes

**DOI:** 10.1038/s41419-024-07302-4

**Published:** 2024-12-20

**Authors:** Lianqi Shao, Xiangchen Kong, Simian Lv, Xingsheng Shu, Xiaosong Ma, Xiaojiao Ai, Dan Yan, Ying Ying

**Keywords:** Acetylation, Metabolic disorders, Predictive markers

## Abstract

Pancreatic β-cell apoptosis plays a crucial role in the development of type 2 diabetes. Cytochrome c oxidase subunit 6A2 (COX6A2) and Farnesoid X Receptor (FXR) have been identified in pancreatic β-cells, however, whether they are involved in β-cell apoptosis is unclear. Here, we sought to investigate the role of FXR-regulated COX6A2 in diabetic β-cell apoptosis. We found that COX6A2 expression was increased in islets from diabetic animals, whereas FXR expression was suppressed. Notably, overexpression of COX6A2 facilitated β-cell apoptosis, whereas its deficiency attenuated this process and ameliorates type 2 diabetes, suggesting a pro-apoptotic role of COX6A2 in β-cells. Mechanistically, increased COX6A2 interacted with and enhanced the expression of voltage-dependent anion channel 1 (VDAC1), thereby promoting the mitochondrial translocation of Bax, leading to the release of cytochrome c from the mitochondria to the cytoplasm and ultimately causing β-cell apoptosis. Moreover, FXR negatively regulated COX6A2 expression through the inhibition of histone acetyltransferase p300 occupancy, diminishing histone H3 acetylation at lysine 27 on the *Cox6a2* promoter. Furthermore, the deficiency of FXR intensified β-cell apoptosis under diabetic situations. Thus, it is probable that in diabetogenic environments, reduced FXR expression contributes to enhanced COX6A2 expression, culminating in β-cell apoptosis. These findings emphasize the essential involvement of the FXR/p300 pathway-controlled COX6A2 in β-cell apoptosis, revealing a previously undiscovered mechanism underlying diabetic β-cell apoptosis.

## Introduction

Type 2 diabetes mellitus (T2DM) is a metabolic disorder characterized by hyperglycemia, resulting from the combined effects of genes and environment. The underlying pathogenesis is primarily due to insulin resistance and dysfunction in the pancreatic islet β-cells, which are the predominant cell type in the islets and have the sole capacity to produce insulin [1, 2]. Previous studies have shown that diabetic patients exhibit reduced β-cell mass and increased rate of β-cell apoptosis, while the rate of cell proliferation appears to be unaffected [3], suggesting that the decrease in β-cell mass in diabetic patients is largely owing to accelerated rates of β-cell death. However, the mechanisms underlying β-cell apoptosis have not been fully uncovered. Unraveling these mechanisms holds great potential importance for the foundational and translational studies pertaining to T2DM.

Farnesoid X Receptor (FXR/Nr1h4), one of the bile acid receptors, is a transcription factor that can be activated or inhibited by a coactivator or corepressor complex, respectively [4–6]. FXR controls the expression of specific genes, a process via binding to FXR response elements (FXRE) on the promoter of the target gene and then recruiting a histone-modifying enzyme, which causes a change in the histone modification at the promoter region, thereby regulating the transcriptional expression of the target gene [7, 8]. FXR has been reported to be widely involved in the entire metabolic process of bile acid synthesis, transport, and reabsorption, as well as regulating blood glucose levels in the body through a variety of direct and indirect ways [9–12]. We have recently highlighted the significant role of FXR in T2DM, where the reduced expression of FXR results in impaired insulin secretion, while the activation of FXR leads to the enhancement of insulin secretion and incretin effect after Roux-en-Y gastric bypass (RYGB) surgery by regulating the expression of TRPA1 or GLP-1R [13, 14]. However, the effect of FXR on β-cell apoptosis remains unclear, although some studies have shown that FXR can inhibit hepatocyte apoptosis [4].

COX6A (Cytochrome c oxidase subunit IV A), one of the 13 subunits of cytochrome c oxidase (also known as mitochondrial respiratory chain complex IV), plays an important role in complex IV expression and enzyme activity [15, 16]. COX6A consists of two subtypes in mammals, COX6A1 (liver-type) and COX6A2 (heart-type), and the latter is expressed in islet β-cell [17–19]. It has been reported that COX6A2 deficient in mice protects against high-fat-diet-induced insulin resistance and obesity [20]. However, whether COX6A2 is involved in the apoptosis of islet β-cell in T2DM remains unknown.

In this study, we show that COX6A2 expression is increased in islets from diabetic animals. Increased COX6A2 promotes β-cell apoptosis by modulating voltage- dependent anion channel 1 (VDAC1)/Bax-mediated release of cytochrome c from mitochondria. Additionally, COX6A2 expression is negatively regulated by FXR through the epigenetic mechanism. Our results reveal that diabetogenic situations likely reduce FXR expression, thereby enhancing COX6A2 expression, which subsequently exaggerates β-cell apoptosis and exacerbates T2DM.

## Results

### COX6A2 enhances the apoptosis of β-cells in diabetes

To determine whether COX6A2 is involved in β-cell apoptosis in diabetes, we investigated the protein expression of COX6A2 in islets in diabetic situations. This revealed that COX6A2 protein expression was increased by 3 folds (*p* < 0.05) in islets from GK rats, db/db mice, and high-fat-diet (HFD)-induced diabetic mice compared to the Wistar rats, C57 mice, and normal diet mice, respectively (Fig. 1A–C). A similar observation was also found in INS-1 832/13 cells treated with 0.4 mM PA for 48 h (Supplementary Fig. S1), which produces a model of high-fat-diet (Palmitic acid)- induced lipotoxicity in vitro, confirming the elevated COX6A2 expression in diabetic β-cells. Then COX6A2 overexpression (Supplementary Fig. S2A) and *Cox6a2* knockdown INS-1 832/13 cells (Supplementary Fig. S2B) were employed to identify whether COX6A2 regulates the apoptosis of β-cells. Ectopic expression of COX6A2 triggered increase in cleaved-caspase3 expression (*p* < 0.01) and apoptotic cell numbers (*p* < 0.01) (Fig. 1D, E), while knockdown of *Cox6a2* led to a significant reduction in cleaved-caspase3 (*p* < 0.01) and apoptotic cell numbers (*p* < 0.05) upon lipotoxicity stress, as compared to the scramble control (Fig. 1F, G).

**Fig. 1:**
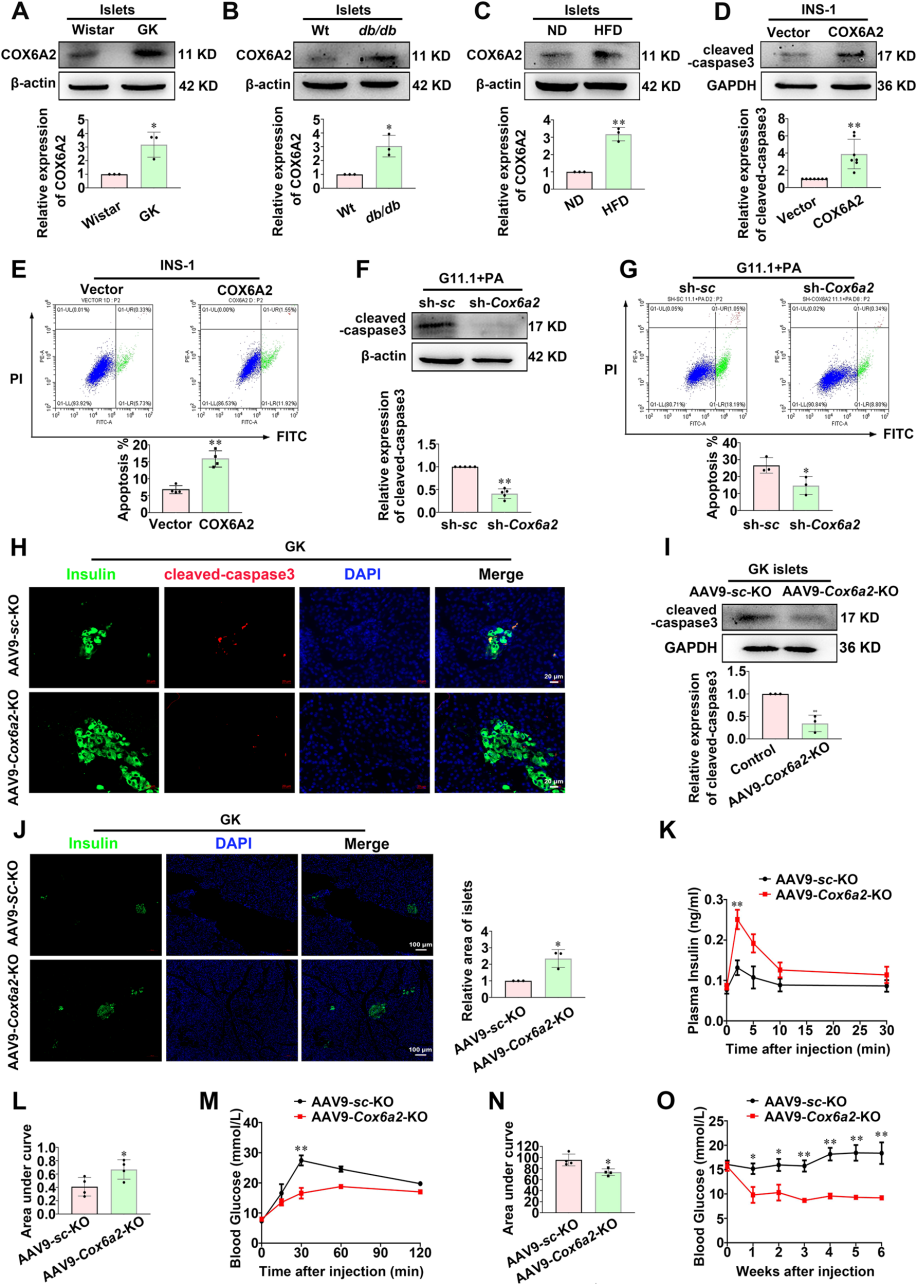
COX6A2 enhances the apoptosis of β-cells in diabetes. **A**–**C** COX6A2 protein was determined (**A**) in islets isolated from Wistar and GK rats, (**B**) in islets isolated from wild-type and db/db mice, and (**C**) in islets isolated from high-fat-diet-induced and normal diet mice, respectively. Bars represent means ± SEM, *n* = 3. *p < 0.05, **p < 0.01 (t-test). **D** Cleaved-caspase3 protein was examined in vector and COX6A2 overexpression INS-1 832/13 cells. Bars represent means ± SEM, *n* = 7. **p < 0.01 (t-test). **E** A flow cytometer was used to determine the apoptosis in vector and COX6A2 overexpression INS-1 832/13 cells. *n* = 4. **p < 0.01 (t-test). **F** Cleaved-caspase3 protein was examined in scramble control and sh-*Cox6a2* INS-1 832/13 cells by treatment with 0.4 mM PA for 48 h. Bars represent means ± SEM, *n* = 5. **p < 0.01 (t-test). **G** A flow cytometer was used to determine the apoptosis in scramble control and sh-*Cox6a2* INS-1 832/13 cells by treatment with 0.4 mM PA for 48 h. *n* = 3. *p < 0.05 (t-test). **H** Representative immunostaining images for cleaved-caspase3 (red), Insulin (green), DAPI (blue), and merge of the three in islets from GK-AAV9-vector and GK-AAV9-*Cox6a2*-KO rats; *n* = 3. Bars represent 20 μm. **I** Cleaved-caspase3 protein was examined in islets from GK-AAV9-vector and GK-AAV9-*Cox6a2*-KO rats. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **J** Representative immunostaining images for Insulin (green), DAPI (blue), and merge of the two in islets from GK-AAV9-vector and GK-AAV9-*Cox6a2*-KO rats. Bars represent means ± SEM, *n* = 3, Bars represent 100 μm. *p < 0.05 (t-test). **K** Plasma insulin level at 0, 2, 5, 10 and 30 min in GK-AAV9-vector and GK-AAV9-*Cox6a2*-KO rats after intraperitoneal administration of 2 g/kg glucose. Data represent means ± SEM, *n* = 4. **p < 0.01 (t-test). **L** The area under the curves (AUV) was calculated for plasma insulin. Bars represent means ± SEM, *n* = 4. *p < 0.05 (t-test). **M** The glucose level at 0, 15, 30, 60, and 120 min in GK-AAV9-vector and GK-AAV9-*Cox6a2*-KO rats after intraperitoneal administration of 2 g/kg glucose. Data represent means ± SEM, *n* = 4. **p < 0.01 (t-test). **N** The area under the curves (AUV) was calculated for (**M**). Bars represent means ± SEM, *n* = 4. *p < 0.05 (t-test). **O** Glucose level of GK-AAV9-vector and GK-AAV9-*Cox6a2*-KO rats after virus injection. Data represent means ± SEM, *n* = 4. *p < 0.05, **p < 0.01 (t-test).

To further investigate the role of COX6A2 in diabetic β-cell apoptosis in vivo, the AAV9-*Cox6a2*-KO (adeno-associated virus) viral vectors were injected into the pancreas of GK rats via the common bile duct to achieve tissue-specific knockdown of the *Cox6a2* gene. A scrambled shRNA (U6-spgRNA: GCACCCAGTCCGCCCTGAGCAAA) was applied as a control. The administration of AAV9-*Cox6a2*-KO led to a significant decrease in islet COX6A2 protein expression (Supplementary Fig. S2C). This was paralleled with considerably decreased expression of cleaved-caspase3 protein (*p* < 0.01) in the islets from GK rats injected with AAV9-*Cox6a2*-KO, compared to those injected with scramble control (Fig. 1H, I). Concomitantly, the insulin-positive cell area was increased (*p* < 0.05) in AAV9-*Cox6a2*-KO group (Fig. 1J). Therefore, the GK rats administrated with AAV9- *Cox6a2*-KO exhibited enhanced plasma insulin levels (Fig. 1K, L), improved glucose tolerance (Fig. 1M, N). Accordingly, the GK rats administrated with AAV9-*Cox6a2*-KO showed significantly lower blood glucose levels than those with control AAV vectors at 6 weeks post-injection (Fig. 1O). These results suggest that COX6A2 enhances the apoptosis of β-cells in T2DM. There is a limitation in this study that we didn’t measure the RNA level of *Cox6a2* in the islets from GK rats injected with AAV9-*Cox6a2*-KO, compared to those injected with scramble control in order to have enough islets for the COX6A2 protein detection. An all-round assessment of the knockdown’s comprehensiveness will surely improve this study.

To corroborate the aforementioned findings, we further generated wild-type (*Cox6a2*^+/+^) and *Cox6a2* knockout (*Cox6a2*^−/−^) mice (Supplementary Fig. S2D) and examined the expression of islet cleaved-caspase3 and insulin-positive cell area in *Cox6a2*^+/+^ and *Cox6a2*^−/−^ mice fed with HFD for 28 days. As shown in Fig. 2A, B, a notable decrease in cleaved-caspase3 protein was observed in the islets from *Cox6a2*^−/−^ mice under HFD (*p* < 0.01). Thus, the insulin-positive cell area was enlarged (*p* < 0.05) in *Cox6a2*^−/−^-HFD group mice (Fig. 2C). Consequently, the *Cox6a2*^−/−^-HFD mice exhibited enhanced plasma insulin levels (Fig. 2D, E), which was parallelled by improved glycemic controls (Fig. 2F, G). Therefore, the *Cox6a2*^−/−^-HFD group mice maintained a lower blood glucose level of ~7 mmol/L (*p* < 0.01), compared to the *Cox6a2*^+/+^-HFD mice over 28 days after HFD feeding (Fig. 2H). These results thus suggest that knockout of *Cox6a2* reduces HFD-induced β-cell apoptosis and ameliorates HFD-induced diabetes associated symptoms.

**Fig. 2:**
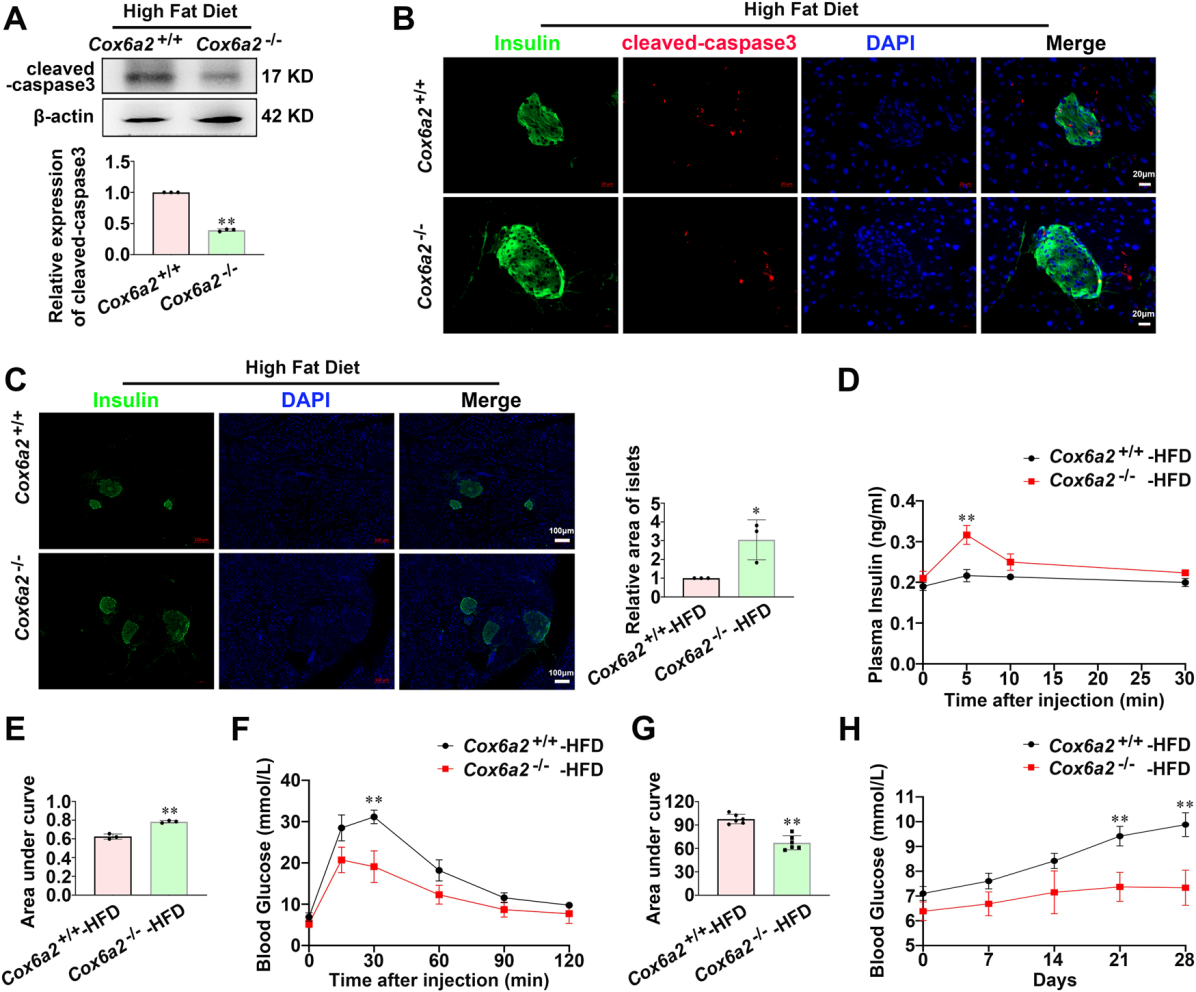
Knockout of *Cox6a2* reduces β-cells apoptosis and improves diabetes symptoms. **A** Cleaved-caspase3 protein was examined in islets from *Cox6a2*^+/+^ and *Cox6a2*^−/−^mice fed with HFD. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **B** Representative immunostaining images for cleaved-caspase3 (red), Insulin (green), DAPI (blue), and merge of the three in islets from *Cox6a2*^+/+^ and *Cox6a2*^−/−^ mice fed with HFD; *n* = 3. Bars represent 20 μm. **C** Representative immunostaining images for Insulin (green), DAPI (blue), and merge of the two in islets from *Cox6a2*^+/+^ and *Cox6a2*^−/−^ mice fed with HFD. Bars represent means ± SEM, *n* = 3, Bars represent 100 μm. *p < 0.05 (t-test). **D** Plasma insulin level at 0, 5, 10, and 30 min in *Cox6a2*^+/+^ and *Cox6a2*^−/−^ mice fed with HFD after intraperitoneal injection of 2 g/kg glucose. Data are means ± SEM, *n* = 3. **p < 0.01 (t-test). **E** The area under the curves (AUC) was calculated for plasma insulin. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **F** The glucose level at 0, 15, 30, 60, 90, and 120 min in *Cox6a2*^+/+^ and *Cox6a2*^−/−^ mice fed with HFD after intraperitoneal injection of 2 g/kg glucose. Data represent means ± SEM, *n* = 6. **p < 0.01 (t-test). **G** The area under the curves (AUC) was calculated for (**F**). Bars represent means ± SEM, *n* = 6. **p < 0.01 (t-test). **H** The glucose level of *Cox6a2*^+/+^ and *Cox6a2*^−/−^ mice fed with HFD. Data represent means ± SEM, *n* = 6. **p < 0.01 (t-test).

### COX6A2 triggers mitochondria-dependent apoptosis of β-cells via regulation of VDAC1

We explored the cellular mechanism by which COX6A2 promotes β-cell apoptosis. Given that COX6A2 is a subunit of mitochondrial complex IV, we hypothesized that COX6A2 might induce β-cell apoptosis via a mitochondria-dependent pathway. Consequently, we analyzed mitochondrial-related indicators linked to apoptosis. As shown in Fig. 3A, B, COX6A2 overexpression cells exhibited a decreased mitochondrial transmembrane potential (ΔΨm) (*p* < 0.05) and facilitated the release of cytochrome c from the mitochondria to the cytoplasm compared to vector cells. We also examined the apoptosis regulatory genes Bcl-2 and Bax. The Bax protein level significantly increased (*p* < 0.01) in COX6A2 overexpression cells but decreased markedly (*p* < 0.05) in *Cox6a2* knockdown cells under lipotoxicity challenge (Fig. 3C, D). Consistent with the in vitro findings, Bax was significantly decreased in the islets from GK rats injected with AAV9-*Cox6a2*-KO virus and in those from *Cox6a2*^−/−^-HFD mice compared to the respective controls (Fig. 3E, F). We further investigated the subcellular distribution of Bax and found that the Bax protein level is lower in cytoplasm extracts but higher in mitochondrial extracts in COX6A2 overexpression cells compared to vector cells (Fig. 3G). The immunostaining assay also indicated stronger colocalization signals of Bax and mitochondria in COX6A2 overexpression cells than in vector cells (Fig. 3H). These data suggest that COX6A2 not only promotes increased protein levels of Bax but also facilitates its mitochondrial translocation. Interestingly, there was no significant difference in the expression of Bcl-2 (Fig. 3C, D).

**Fig. 3:**
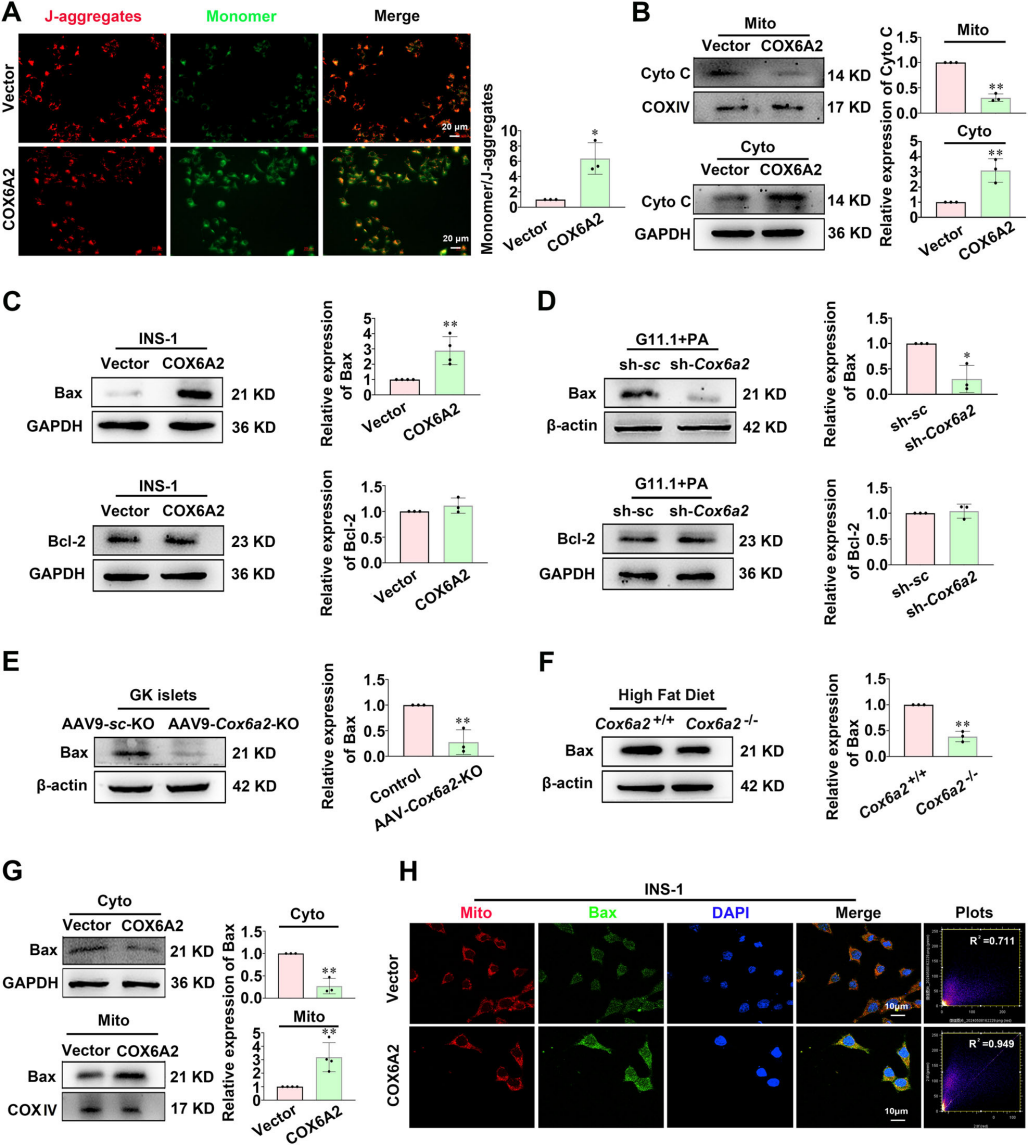
COX6A2 promotes the mitochondrial translocation of Bax and the release of cytochrome c from mitochondria in β-cells. **A** Mitochondrial membrane potential was determined in vector and COX6A2 overexpression INS-1 832/13 cells by JC-1. Bars represent means ± SEM, *n* = 3, Bars represent 20 μm. *p < 0.05 (t-test). **B** The distribution of cytochrome c in mitochondria and cytoplasm was determined in vector and COX6A2 overexpression INS-1 832/13 cells. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **C**, **D** Bax and Bcl-2 protein expression was examined in vector and COX6A2 overexpression INS-1 832/13 cells (**C**), or scramble control and sh-*Cox6a2* INS-1 832/13 cells treated with 0.4 mM PA for 48 h (**D**). *n* = 4 (vector and COX6A2). **p < 0.01 (t-test), *n* = 3 (scramble control and sh-*Cox6a2*). *p < 0.05 (t-test). **E**, **F** The protein expression of Bax was determined in islets from GK-AAV9-vector and GK-AAV9-*Cox6a2*-KO rats (**E**), and islets from *Cox6a2*^+/+^ and *Cox6a2*^−/−^ mice fed with HFD (**F**). *n* = 3. **p < 0.01 (t-test). **G** The distribution of Bax in cytoplasm and mitochondria was determined in vector and COX6A2 overexpression INS-1 832/13 cells. Bars represent means ± SEM, *n* = 3 (cytoplasmic protein), *n* = 4 (mitochondrial protein). **p < 0.01 (t-test). **H** Representative immunostaining images for mitochondria (red), Bax (green), and DAPI (blue) in vector and COX6A2 overexpression INS-1 832/13 cells; *n* = 3, Bars represent 10 μm.

To investigate the specific mechanism by which COX6A2 facilitates the mitochondrial translocation of Bax, we employed mass spectrometry to identify proteins interacting with COX6A2 following the pull-down of all binding proteins. Among the identified partners, we noted VDAC1, a mitochondrial protein crucial for apoptosis driven by the mitochondria [21, 22] (Fig. 4A). Co-immunoprecipitation (Co-IP) experiments corroborated that COX6A2 associates with VDAC1 (Fig. 4B, Supplementary Fig. S9). Additionally, the interaction between VDAC1 and Bax is further strengthened by the overexpression of COX6A2 (Fig. 4C). Furthermore, examination of VDAC1 expression revealed that overexpression of COX6A2 in INS-1 832/13 cells resulted in a significant elevation in both VDAC1 protein (*p* < 0.01) and mRNA (*p* < 0.01) levels (Fig. 4D; Supplementary Fig. S3). Conversely, VDAC1 protein levels significantly decreased (*p* < 0.01) in *Cox6a2* knockdown cells under lipotoxic conditions (Fig. 4D). Collectively, these findings suggest that COX6A2 overexpression enhances the interaction between VDAC1 and Bax, thereby increasing the mitochondrial translocation of Bax. Interestingly, COX6A2 overexpression cells treated with 200 μM DIDS (an inhibitor of VDAC1) for 2 h induced an increase in cytoplasmic Bax and a concurrent decrease in mitochondrial Bax (Fig. 4E). To investigate the role of VDAC1 in COX6A2-increased β-cell apoptosis, the expression of cleaved-caspase3 was determined in COX6A2 overexpression cells that were either transfected with VDAC1 siRNA or treated with DIDS. As shown in Fig. 4F and Supplementary Fig. S4, the expression of cleaved-caspase3 was substantially reduced (*p* < 0.05) in COX6A2 overexpression cells after transfection with si-VDAC1 or treatment with DIDS. To confirm the role of Bax in COX6A2-induced β-cell apoptosis, we knocked down Bax in both vector and COX6A2 overexpression INS-1 832/13 cells. As shown in Fig. 4G, Bax knockdown markedly attenuated the elevated levels of cleaved-caspase3 induced by COX6A2 overexpression. These findings indicate that COX6A2 facilitates the translocation of Bax from the cytoplasm to the mitochondria by interacting with VDAC1, ultimately leading to β-cell apoptosis.

**Fig. 4:**
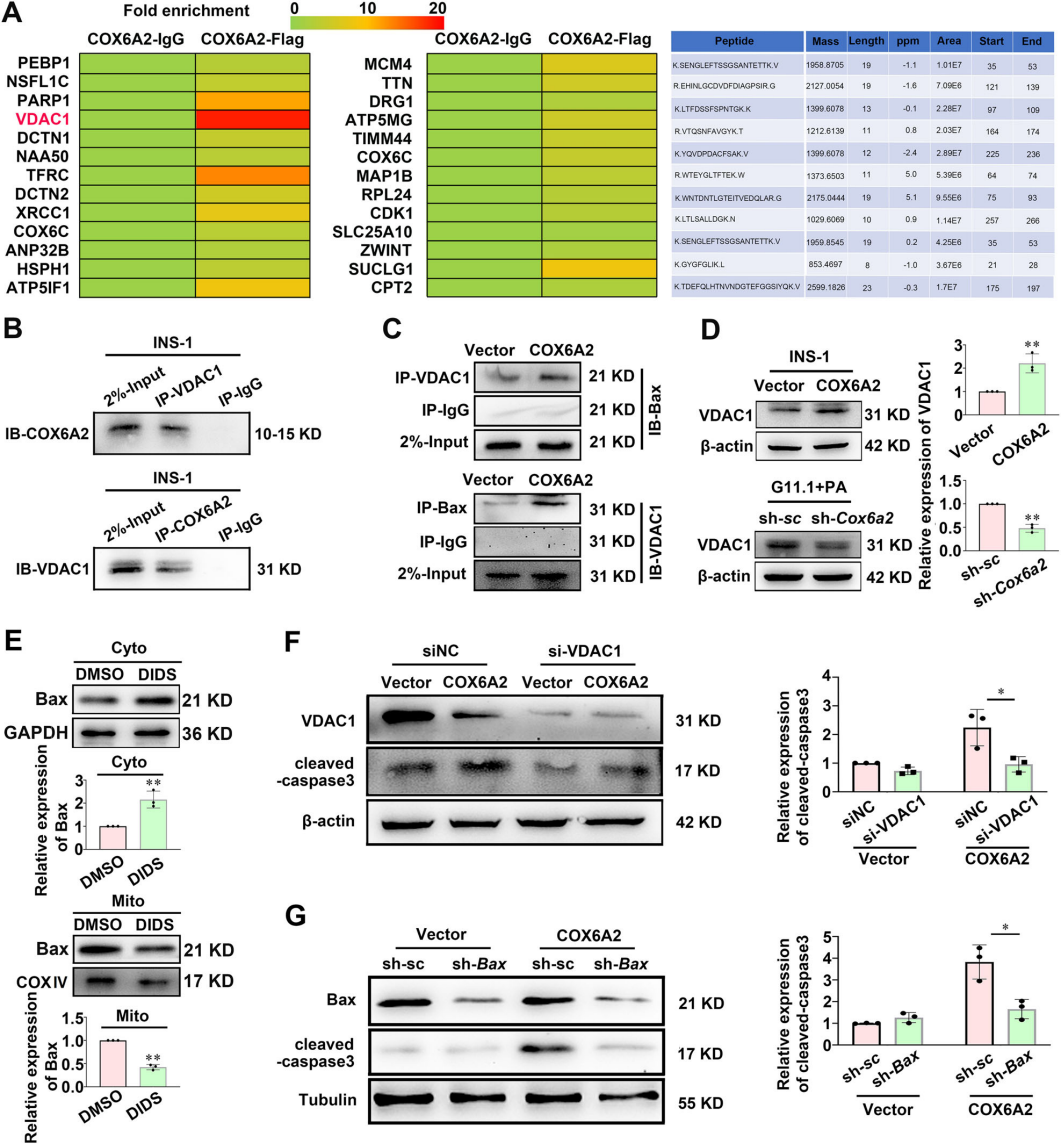
Increased COX6A2 induces β-cell apoptosis via regulation of VDAC1. **A** The outcome of mass spectrometry analysis regarding proteins that interacted with COX6A2. **B** Anti-COX6A2 and anti-VDAC1 antibodies were used to carry out a protein pull-down assay of VDAC1 and COX6A2 in INS-1 832/13 cells. **C** Anti-Bax and anti-VDAC1 antibodies were used for VDAC1 and Bax protein pull-down in vector and COX6A2 overexpression INS-1 832/13 cells. **D** VDAC1 protein was determined in vector and COX6A2 overexpression INS-1 832/13 cells (upper panel), or scramble control and sh-*Cox6a2* INS-1 832/13 cells treated with 0.4 mM PA for 48 h (lower panel), Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **E** The distribution of Bax in the cytoplasm and mitochondria was determined in INS-1 832/13 cells treated with DMSO or 200 μM DIDS for 2 h. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **F** The vector and COX6A2 overexpression INS-1 832/13 cells were transfected with either control siRNA (siNC) or siRNA target against *Vdac1* mRNA (si-VDAC) for 48 h, followed by the examination of protein levels of VDAC1 and cleaved-caspase3. Bars represent means ± SEM, *n* = 3. *p < 0.05 (t-test). **G** The level of cleaved-caspase3 in vector and COX6A2 overexpression INS-1 832/13 cells simultaneously transduced with scramble or shRNA targeted against Bax mRNA. Data are means ± SEM, *n* = 3. *p < 0.05 (t-test).

### FXR inhibits the *Cox6a2* expression in β-cells

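The mouse *Cox6a2* gene (NCBI gene 12862, ENSMUSG00000030785) encodes a subunit of cytochrome c oxidase, the complex IV of the respiratory chain. In the GENCODE vM21 annotation of the GRCm38 assembly it lies on the minus strand of chromosome 7, from 128205435 to 128206387, and is 953 bases long. Its promoter therefore lies at positions above 128206387. The gene has 1 annotated transcript with 3 exons. Exon 1 runs from 128206223 to 128206387, with the 5′ UTR above 128206295 and the start of the coding sequence below it. Exon 2, from 128205900 to 128206036, is coding throughout. Exon 3, from 128205435 to 128205812, holds the end of the coding sequence and the 3′ UTR, which begins at 128205731 and runs down to 128205435. *Cox6a2* and the region upstream of it lie within another gene, *Itgad*, which is annotated on the plus strand from 128154376 to 128223816 and of which an exon overlaps 1 of the 3 exons of *Cox6a2*. In the RefSeq annotation of the same assembly *Itgad* ends at 128205504 and shares 70 bases with *Cox6a2*, all in exon 3. The next gene upstream on the minus strand is *Gm44850*, 9228 bases away. JASPAR is a database of the DNA motifs that transcription factors bind. The genome sequence was not used here, so positions of motifs for FXR were not computed.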

An analysis of the JASPAR bioinformatics database identified potential FXR binding sites in the promoter region of the *Cox6a2* gene (Fig. 5A). Additionally, RNA sequencing (RNA-seq) was used to investigate differentially expressed genes in the islets from FXR^+/+^ and FXR^−/−^ mice. 

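Islets were sequenced as 3 libraries from FXR+/+ mice and 3 libraries from FXR-/- mice, in which *Nr1h4*, the gene that encodes FXR, was targeted. Each genotype had 1 library from female and 2 libraries from male mice, all labelled as 3 months of age. The paper's text does not say whether a library came from 1 mouse or from several. The authors deposited the number of reads counted on each of 19342 genes, without normalization, a further table of counts on 139263 exons, and a table of their own comparison of the genotypes. The aligner, the counting rule and the use of strand are not named in the paper's text, so genes that overlap another gene or have near-identical copies are uncertain. The FXR+/+ libraries held 21901610 (female 1), 20629306 (male 1) and 30139235 (male 2) counts on genes, and the FXR-/- libraries held 22952098, 21322157 and 25190626 counts in the same order. The exon table held between 32.3% and 36.6% of these counts. *Ins1* and *Ins2* together took between 17.5% and 23.9% of the counts of a library, and 22 acinar genes took between 5.26% and 15.2%, so the libraries also differed in their content of exocrine RNA. Counts were normalized by edgeR's TMM method and tested by edgeR's quasi-likelihood test with a term for sex and Benjamini-Hochberg adjustment, over the 14619 genes that passed edgeR's filter on low counts.
*Nr1h4* (NCBI gene 20186) was examined first, since it checks the labels of the libraries. It lies on the minus strand of chromosome 10 from 89454234 to 89533645 in the RefSeq annotation of GRCm38. It was counted 333, 274 and 386 times in the FXR+/+ libraries and 140, 145 and 138 times in the FXR-/- libraries. This was 13.3 ± 1.03 CPM (SD, n = 3) in FXR+/+ and 6.37 ± 1.09 CPM (SD, n = 3) in FXR-/- islets. The log2 fold change was −1.07 (standard error 0.160, adjusted p = 0.215 from edgeR's quasi-likelihood test). Each FXR-/- library was below each FXR+/+ library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With the replicate number as a block in place of sex, the log2 fold change was −1.08 (edgeR adjusted p = 0.0437). Over all alternatives the adjusted p ran from 1.15e-05 to 0.650, and the highest came from a fit in which no gene had a lower one. The log2 fold change moved most, to −1.78 (edgeR adjusted p = 0.0966), when the exon counts were summed per gene.
The loss was not even along the gene. The last exon, from 89454234 to 89454948, which holds the end of the coding sequence and the 3′ UTR, had 73, 56 and 81 counts in the FXR+/+ libraries and 0 in each FXR-/- library, which is at least 17.6-fold lower when 3 counts are taken as the limit that a count of 0 allows. The exon before it had 1, 2 and 0 counts in FXR+/+ and 11, 13 and 8 counts in FXR-/- islets. The other 8 exons in the table together had 88 counts in FXR+/+ and 45 counts in FXR-/- islets. These limits cover counting error only.

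**Figure D1:**
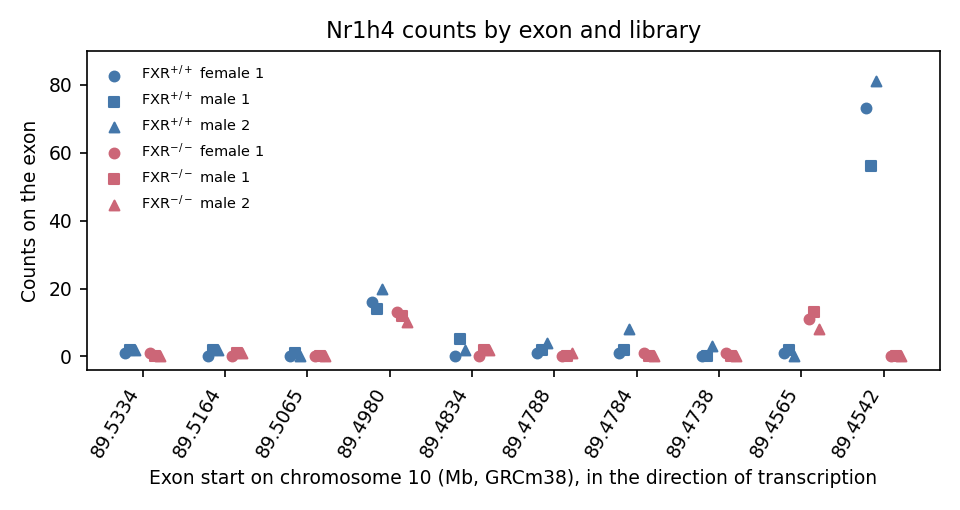
Counts on each exon of *Nr1h4* in the deposited exon table (vertical axis) against the start of the exon on chromosome 10 in the direction of transcription, one symbol per library. In the last exon the FXR+/+ libraries lie between 56 and 81 counts and the FXR-/- libraries at 0, while in the exon before it the FXR-/- libraries are higher.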

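*Cox6a2* was counted 724 (female 1), 665 (male 1) and 1277 (male 2) times in the FXR+/+ libraries and 1449, 1328 and 2374 times in the FXR-/- libraries. Normalized for library size, this was 34.7 ± 4.96 CPM (SD, n = 3) in FXR+/+ and 76.1 ± 21.3 CPM (SD, n = 3) in FXR-/- islets. The log2 fold change was 1.12 (standard error 0.154, adjusted p = 0.197 from edgeR's quasi-likelihood test over all genes tested). By its unadjusted p *Cox6a2* ranked 6 among these genes. The lowest FXR-/- library, with 58.7 CPM, was above the highest FXR+/+ library, with 40.3 CPM (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Between libraries with the same replicate number *Cox6a2* was 1.90 (female 1), 2.12 (male 1) and 2.48 (male 2) times as high in FXR-/- as in FXR+/+ islets. With the replicate number as a block the log2 fold change was 1.11 (edgeR adjusted p = 0.0128). DESeq2 gave 1.11 (adjusted p = 5.26e-08), and a fit with a term for acinar RNA gave 1.29 (edgeR adjusted p = 0.0330). The adjusted p over all alternatives ran from 5.26e-08 to 0.650, the highest without male 2 of the FXR-/- islets. The fit without that library gave no gene a lower adjusted p, so 0.650 is not particular to *Cox6a2*. In that fit the log2 fold change was 0.93, and it stayed between 0.93 and 1.22 across the 6 fits that each left out 1 library.
The 3 exons of *Cox6a2* rose alike in the exon table, by log2 fold changes of 1.00 in exon 1, 0.96 in exon 2 and 1.01 in exon 3 (standard errors 0.204, 0.193 and 0.216). *Itgad*, which overlaps exon 3, reached at most 4.42 CPM in any library. *Cox6a1*, which encodes the other isoform of the subunit, had a log2 fold change of 0.25 (standard error 0.0995, edgeR adjusted p = 0.474). The 14 other genes that the paper names and that were counted, among them *Vdac1*, *Bax*, *Cycs*, *Bcl2* and *Ep300*, had log2 fold changes between −0.14 and 0.27. Adjusted over the list alone, 0 of the 14 were under 0.05 in edgeR's test, and 1 of the 14, *Cox6a1*, had an unadjusted p under 0.05. From the rise in these islets, taken with mRNA and protein levels in islets, FXR knockdown or inhibition in a β-cell line and treatment with FXR agonists, which were not analysed here, the paper proposes that FXR negatively regulates *Cox6a2* expression.

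**Figure D2:**
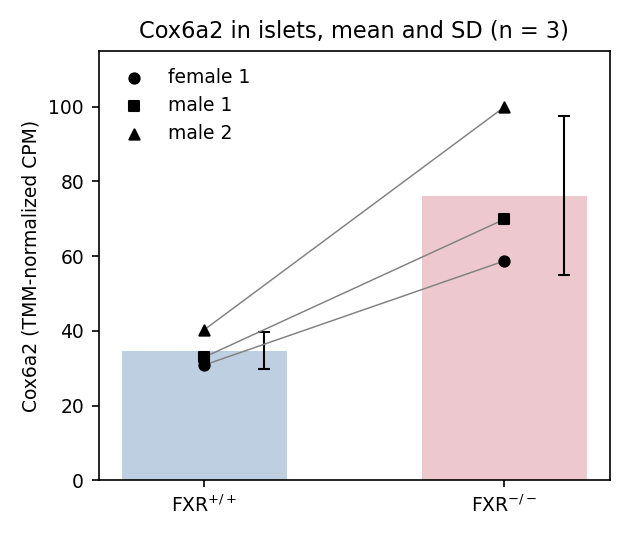
*Cox6a2* in TMM-normalized CPM (vertical axis) in FXR+/+ and FXR-/- islets, with bars at the mean, error bars of 1 SD (n = 3) and a symbol for each library. Grey lines join libraries with the same replicate number, and each line rises from FXR+/+ to FXR-/-.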

Intriguingly, RNA-seq revealed an increased transcription of *Cox6a2* in FXR^−/−^ mice (Fig. 5B). This upregulation was confirmed through elevated mRNA and protein levels in islets from FXR^−/−^ mice (Fig. 5C, D). Similar findings were observed in INS-1 832/13 cells upon FXR knockdown or inhibition (Fig. 5E–G). Conversely, intraperitoneal injection of SD rats with the endogenous FXR agonist CDCA for 14 days resulted in significant reductions in *Cox6a2* mRNA and protein levels (Fig. 5H, I). Likewise, INS-1 832/13 cells treated with the FXR agonist GW4064 showed a notable decrease in *Cox6a2* expression (Supplementary Fig. S5A, B). These findings suggest that FXR negatively regulates *Cox6a2* expression in β-cells. Since FXR regulates gene expression through histone modification, we investigated the epigenetic mechanisms by which FXR controls *Cox6a2* expression. Remarkably, we observed that FXR knockdown in INS-1 832/13 cells significantly increased the acetylation of histone H3 at lysine 27 (ACH3K27), a modification associated with enhanced gene transcription, at the *Cox6a2* promoter (Fig. 5J). Further, FXR knockdown heightened the recruitment of p300, a histone acetyltransferase responsible for H3K27 acetylation [23, 24], to the *Cox6a2* promoter (Fig. 5K). Crucially, administering the specific p300 inhibitor, C646, reversed the FXR knockdown-induced rise in *Cox6a2* mRNA levels (Fig. 5L). These findings suggest that FXR suppresses *Cox6a2* transcription in β-cells by limiting p300 recruitment and subsequently decreasing H3K27 acetylation at the *Cox6a2* promoter.

**Fig. 5:**
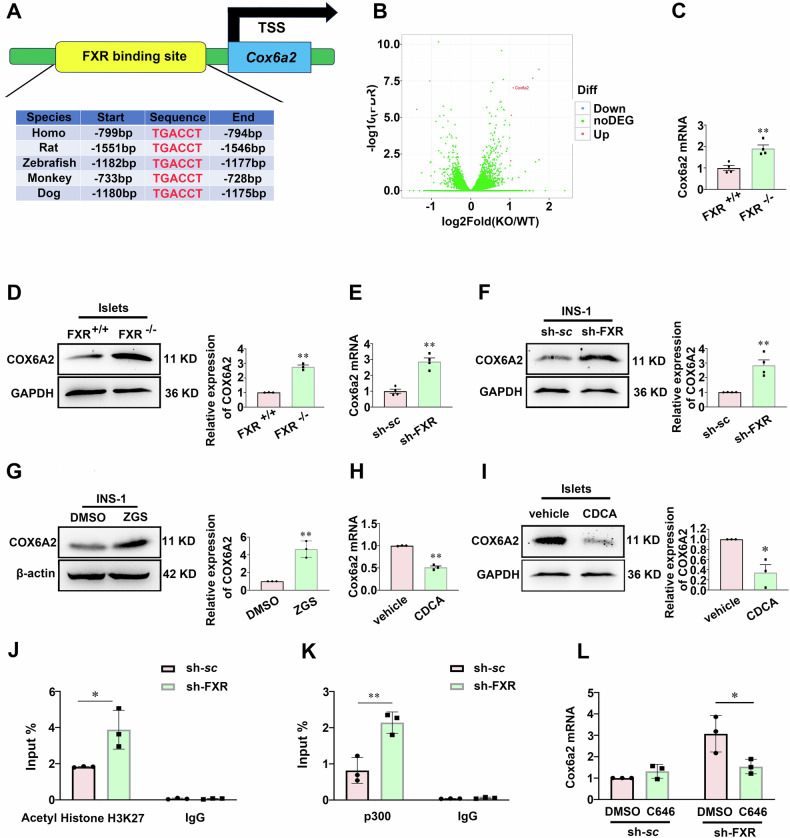
FXR regulates COX6A2 expression in β-cells. **A** The potential binding site of FXR in the promoter region of *Cox6a2* gene was analyzed with the bioinformatics database JASPAR. **B** The result of RNA-seq in islets from FXR^+/+^ and FXR^−/−^ mice. **C**, **D** The expression of COX6A2 mRNA (**C**) and protein (**D**) were determined in islets from FXR^+/+^ and FXR^−/−^ mice. Bars represent means ± SEM, *n* = 4 (**C**) or 3 (**D**). **p < 0.01 (t-test). **E**, **F** qPCR (**E**) and Western blotting (**F**) analysis of COX6A2 mRNA (**E**) and protein (**F**) expression in scramble control and sh-FXR INS-1 832/13 cells. Bars represent means ± SEM, *n* = 4. **p < 0.01 (t-test). **G** COX6A2 protein expression was determined in INS-1 832/13 cells treated with DMSO or 20 μM Z-guggulsterone (ZGS) for 48 h. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **H**, **I** COX6A2 mRNA (**H**) and protein (**I**) were examined in islets isolated from SD rats. The rats were subjected to intraperitoneal injection of CDCA at a dose of 20 mg/kg for 2 weeks. Bars represent means ± SEM, *n* = 3 rats per group. *, *p* < 0.05; **p < 0.01 (t-test). **J**, **K** ChIP assays were performed to determine the acetylation of histone H3 at lysine 27 (**J**), and the occupancy of p300 (**K**), at the *Cox6a2* promoter in the scramble and sh-FXR INS-1 832/13 cells. Bars represent means ± SEM, *n* = 3. *p < 0.05, **p < 0.01 (t-test). **L** The level of *Cox6a2* mRNA was examined in the scramble and sh-FXR INS-1 832/13 cells treated with DMSO or 10 μM C646 for 48 h. Data are means ± SEM, *n* = 3. *p < 0.05 (t-test).

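In the RNA-seq of panel B, 0 of the 14619 genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test, in which the lowest adjusted p was 0.129. At an unadjusted p under 0.05 there were 1513 genes, of which 905 were higher and 608 lower in FXR-/- islets, against 731 that chance gives on average. Of these, 59.8% were higher, but with scaling by library size alone 29.0% were higher, a scaling that shifted the median log2 fold change of all genes to −0.087 from 0.0084. The libraries of the genotypes did not overlap for 2250 genes, or 15.4%, where chance gives 10% on average. Genes do not vary independently, so counts by chance spread widely around such averages. Other splits of the libraries into 3 and 3 gave from 88 to 2512 genes at an unadjusted p under 0.05. The excess alone therefore does not show an effect of the genotype. The replicate block gave 24 genes with an adjusted p under 0.05 (20 higher, 4 lower), of which 11 had an absolute log2 fold change of at least 1. DESeq2 gave 177 genes (122 higher, 55 lower), of which 26 had an absolute log2 fold change of at least 1. On simulated counts with 200 of 14505 genes changed, edgeR's test found 148 of them with 17 false calls and DESeq2 found 159 with 27 false calls. With no gene changed they made 0 and 26 calls. Each simulated gene was drawn independently, without the variation that genes share in real libraries, so these numbers do not calibrate the calls on the islets.
The authors' deposited table lists 274 genes with a q-value under 0.05, of which 13 had an absolute log2 fold change of at least 1. In the authors' deposited table 6 genes are marked as up and 2 as down, which are the 8 genes with a q-value under 0.01 and an absolute log2 fold change of at least 1. For *Cox6a2* the authors' deposited table gives a log2 fold change of 1.08 with a q-value of 9.48e-08. All 274 genes of the authors' deposited table with a q-value under 0.05 had an unadjusted p under 0.05 and the same direction in edgeR's test, and 144 of them were among the 177 genes of DESeq2. The 8 marked genes in the authors' deposited table were *Npas2*, *Oas2*, *Slc41a3*, *Relt*, *Cox6a2*, *Spp1*, *Nr1h4* and *Nebl*. Their edgeR adjusted p ran from 0.129 to 0.287, and for each of the 8 the libraries of the genotypes did not overlap. *Npas2* rose from 0.726 ± 0.681 to 6.53 ± 1.63 CPM (SD, n = 3), a log2 fold change of 3.31 (standard error 0.566, edgeR adjusted p = 0.225). *Nebl* had the largest decrease of the 8, from 7.83 ± 1.86 to 2.81 ± 0.727 CPM (SD, n = 3), a log2 fold change of −1.50 (standard error 0.240, edgeR adjusted p = 0.215). With the replicate block *Nebl* had an edgeR adjusted p of 0.0475 and *Oas2* one of 0.0173. Over all alternatives these reached 0.650 for both genes, which was the lowest adjusted p of any gene in the fit that gave it. The remaining 4, *Oas2*, *Slc41a3*, *Relt* and *Spp1*, rose by log2 fold changes of 1.85, 1.77, 1.19 and 1.08.

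**Figure D3:**
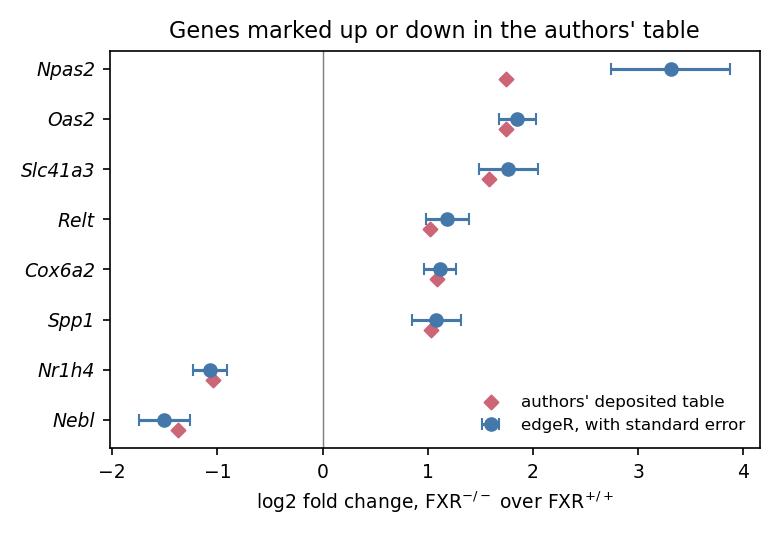
Log2 fold change of FXR-/- over FXR+/+ islets (horizontal axis) for the 8 genes marked up or down in the authors' deposited table, with circles and standard errors from edgeR's test and diamonds from the authors' deposited table. The direction is the same for each gene, and the values lie farthest apart for *Npas2*, at 3.31 and 1.74.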

### FXR inhibits the apoptosis of β-cells in diabetes

To explore the impact of FXR on β-cells apoptosis in T2DM, we initially assessed its expression levels and found a significant reduction: ~70% (*p* < 0.01), ~80% (*p* < 0.01) and ~70% (*p* < 0.01) in islets from GK rats, db/db mice and high-fat-diet-induced diabetic mice, respectively, compared to the Wistar rats, C57 mice and normal diet mice (Fig. 6A–C; Supplementary Fig. S6A). Similarly, the expression of FXR was reduced by ~70% (*p* < 0.01) in INS-1 832/13 cells upon lipotoxicity challenge, as compared to the control group (Supplementary Fig. S6B). We then employed FXR knockdown (Supplementary Fig. S7A), inhibition, and overexpression in INS-1 832/13 cells (Supplementary Fig. S7B) to determine whether FXR regulates β-cell apoptosis. Knockdown or inhibition of FXR triggered an increase in cleaved-caspase3 expression (*p* < 0.05) and apoptotic cell numbers (*p* < 0.01) (Supplementary Fig. S8A–C), while overexpression of FXR significantly reduced cleaved-caspase3 expression (*p* < 0.01) and apoptotic cell numbers (*p* < 0.01) under lipotoxic stress conditions compared to the vector control (Supplementary Fig. S8D, E). Notably, islets from FXR^−/−^ mice (Fig. 6D) fed with HFD exhibited a similar increase in cleaved-caspase3 protein levels (*p* < 0.01), concomitant with decreased insulin-positive cell area (*p* < 0.01), as compared with those from FXR^+/+^ group fed the same diet (Fig. 6E–G). Therefore, FXR^−/−^ mice fed with HFD displayed reduced plasma insulin levels and impaired glucose tolerance compared with the control FXR^+/+^ HFD group (Fig. 6H–K). Accordingly, blood glucose levels in FXR^−/−^ mice with HFD were significantly higher after 19 weeks of feeding, reaching approximately 12.5 mmol/L at 22 weeks, while the blood glucose level in FXR^+/+^ mice on the same diet consistently stayed below ~10 mmol/L (Fig. 6L). To determine whether FXR protects the β-cells from apoptosis by repressing *Cox6a2* expression, the expression of cleaved-caspase3 was evaluated in both scramble and *Cox6a2* knockdown cells treated with the FXR inhibitor ZGS for 48 h. As shown in Fig. 6M, treatment with ZGS substantially increased the expression of cleaved-caspase3 (*p* < 0.01) in scramble INS-1 832/13 cells. However, *Cox6a2* knockdown abolished the ZGS-enhanced cleaved-caspase3 level compared to the scramble group. These results indicate that FXR protects β-cell from apoptosis by repressing *Cox6a2* expression under diabetic conditions.

**Fig. 6:**
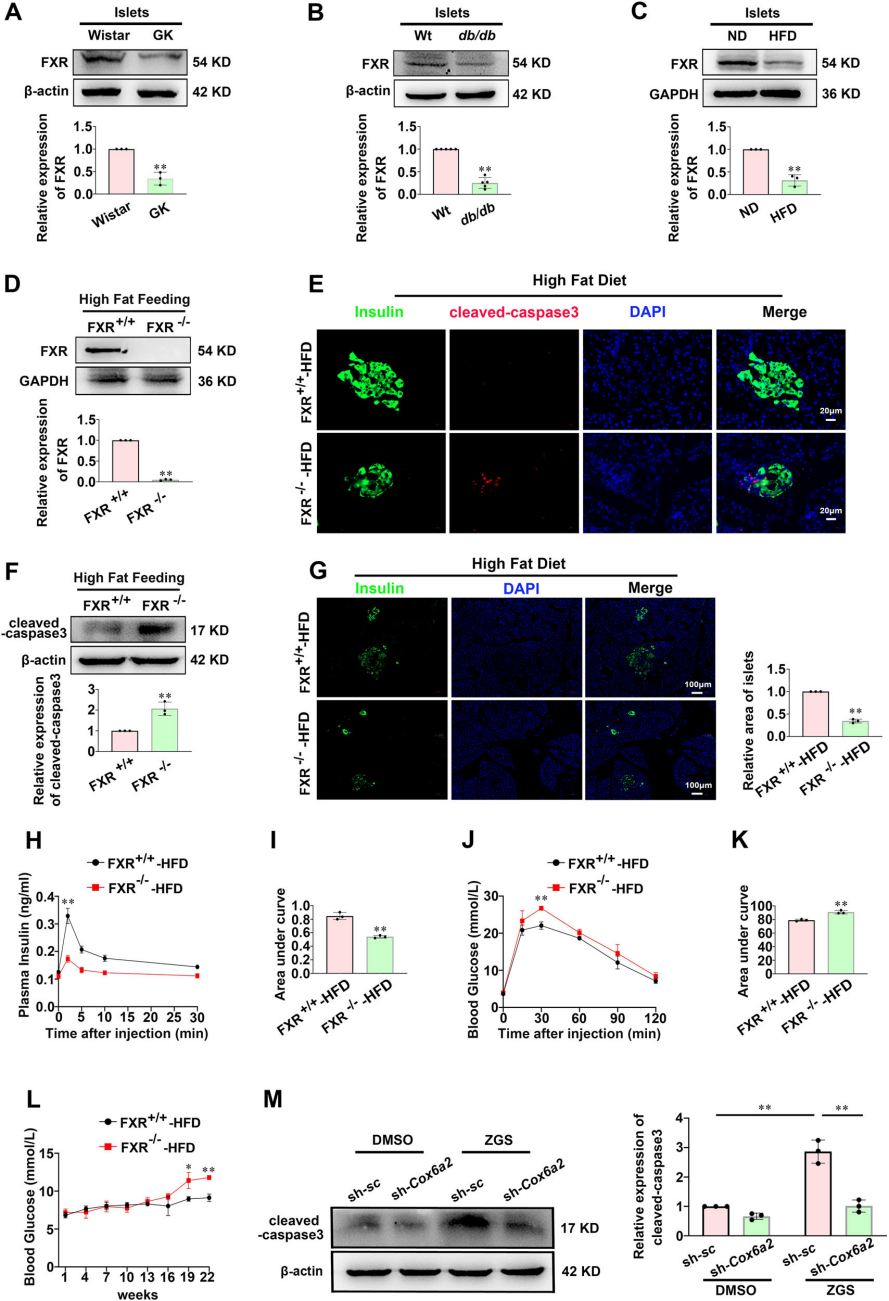
FXR inhibits the apoptosis of β-cells in diabetes. **A**–**C** The protein expression of FXR was determined in islets isolated from Wistar and GK rats (**A**), in islets isolated from wild-type and db/db mice (**B**), and in islets isolated from high-fat-diet-induced and normal diet mice (**C**), respectively. Bars represent means ± SEM, *n* = 3–5. **p < 0.01 (t-test). **D** FXR protein expression was examined in islets from FXR^+/+^ and FXR^−/−^ mice fed with HFD. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **E** Representative immunostaining images for cleaved-caspase3 (red), Insulin (green), DAPI (blue), and merge of the three in islets from FXR^+/+^ and FXR^−/−^ mice fed with HFD; *n* = 4. Bars represent 20 μm. **F** The protein level of cleaved-caspase3 was examined in islets from FXR^+/+^ and FXR^−/−^ mice fed with HFD. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **G** Representative immunostaining images for Insulin (green), DAPI (blue), and merge of the two in islets from FXR^+/+^ and FXR^−/−^ mice fed with HFD. Bars represent means ± SEM, *n* = 3, Bars represent 100 μm. **p < 0.01 (t-test). **H** Plasma insulin level at 0, 2, 5, 10, and 30 min in FXR^+/+^ and FXR^−/−^ mice fed with HFD after intraperitoneal injection of 2 g/kg glucose. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **I** The area under the curves (AUC) was calculated for plasma insulin. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **J** The glucose level at 0, 15, 30, 60, 90, and 120 min in FXR^+/+^ and FXR^−/−^ mice fed with HFD after intraperitoneal administration of 2 g/kg glucose. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **K** The area under the curves (AUC) was calculated for IPGTT. Bars represent means ± SEM, *n* = 3. **p < 0.01 (t-test). **L** The glucose level of FXR^+/+^ and FXR^−/−^ mice after fed with HFD. Bars represent means ± SEM, *n* = 3. *p < 0.05, **p < 0.01 (t-test). **M** The level of cleaved-caspase3 protein was examined in the scramble and sh-*Cox6a2* INS-1 832/13 cells treated with DMSO or 20 μM ZGS for 48 h, respectively. Bars represent means ± SEM, n = 3. **p < 0.01 (t-test).

## Discussion

In this study, we found that FXR negatively regulates β-cell apoptosis by repressing *Cox6a2* transcription. Specifically, FXR achieves this by diminishing p300-mediated acetylation of H3K27 at the *Cox6a2* promoter. Importantly, we further revealed that COX6A2 facilitates the mitochondrial translocation of Bax by interacting with VDAC1, which in turn leads to islet β-cell apoptosis. These findings suggest that the diabetogenic situations-reduced FXR leads to the increase of COX6A2, thereby inducing β-cell apoptosis through a mitochondria-dependent pathway, ultimately contributing to the exacerbation of type 2 diabetes (Fig. 7).

**Fig. 7:**
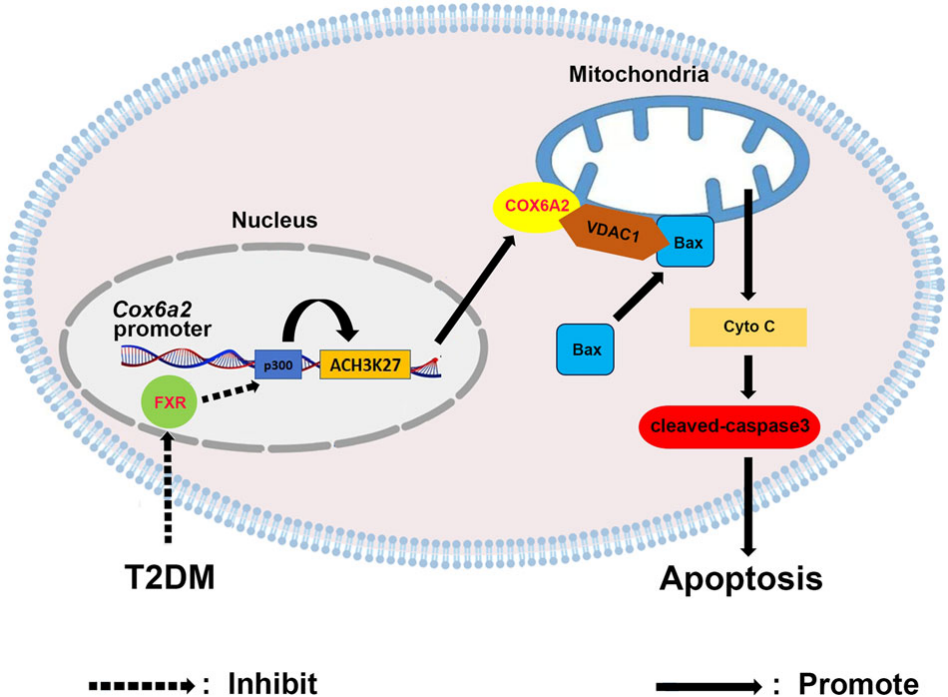
The schematic representation of the molecular mechanism. Schematic representation of the molecular mechanism of FXR/COX6A2-mediated β-cell apoptosis in diabetes. See text for details.

COX6A2 is one of the 13 subunits of cytochrome c oxidase. Deficiency of *Cox6a2* in mice has shown protection against insulin resistance and obesity induced by high-fat diets [20]. COX-2, another subunit of cytochrome c oxidase, has been implicated in the apoptosis of human colon cancer, non-small-cell lung cancer cells, and endothelial cells [25–27]. However, there is no existing evidence that COX6A2 plays a role in regulating β-cell apoptosis. Based on our findings, we present the first evidence that COX6A2 promotes β-cell apoptosis in diabetes. This claim is supported by three key pieces of evidence. First, elevated expression of COX6A2 was observed in islets from diabetic animals (Fig. 1A–C). Second, overexpression of COX6A2 led to increased expression of cleaved-caspase3 in INS-1 832/13 cells, which was reduced in sh-*Cox6a2* INS-1 832/13 cells under lipotoxic stress, as well as in islets from GK rats injected with AAV9- *Cox6a2*-KO virus, and in islets from *Cox6a2*^−/−^ mice fed with high-fat diet when compared to their respective controls (Fig. 1D, F, H, I; Fig. 2A, B). Third, COX6A2 overexpressing INS-1 832/13 cells exhibited a higher number of apoptotic cells, whereas *Cox6a2* knockdown cells displayed a reduced number of apoptotic cells under lipotoxic stress (Fig. 1E, G) compared to their controls.

To investigate how COX6A2 triggers β-cell apoptosis, we utilized mass spectrometry to identify proteins interacting with COX6A2 in COX6A2 overexpressing INS-1 832/13 cells. Among the proteins, VDAC1 exhibited the highest fold enrichment (Fig. 4A). VDAC1 plays a critical role in regulating mitochondrial function and can induce apoptosis by facilitating the release of cytochrome c through its oligomerization and formation of a channel within the VDAC1 homo-oligomer [28]. Our findings reveal that COX6A2 promotes β-cell apoptosis via modulation of VDAC1, supported by several key observations. First, the Co-IP assay confirmed the interaction between COX6A2 and VDAC1 (Fig. 4B, Supplementary Fig. S9). Second, the protein level of VDAC1 was notably elevated in COX6A2 overexpressing INS-1 832/13 cells but decreased in COX6A2 knockdown cells under lipotoxic stress (Fig. 4D). Third, either silence or inhibition of VDAC1 diminished the elevated level of cleaved-caspase3 protein induced by COX6A2 overexpression (Fig. 4F; Supplementary Fig. S4).

It is well established that VDAC1 can interact with Bax, which forms oligomers in the mitochondrial outer membrane in response to apoptotic signals. This interaction facilitates the release of cytochrome c into the cytoplasm, thereby promoting apoptosis. VDAC1 works synergistically with Bax to increase the permeability of the mitochondrial outer membrane, jointly fostering the apoptotic process. Reduction of VDAC1 expression via RNA interference significantly diminishes Bax activation, and inhibits mitochondrial outer membrane permeability, thereby precluding cytochrome c release and caspase 3 activation [29–31]. This ultimately leads to suppressed cell apoptosis. Notably, our data reveal that overexpression of COX6A2 increases the interaction between VDAC1 and Bax (Fig. 4C), enhancing mitochondrial translocation of Bax, an effect reduced by VDAC1 inhibition (Fig. 4E). Furthermore, the knockdown of Bax counteracted the elevated levels of cleaved-caspase3 induced by COX6A2 overexpression (Fig. 4G). This underscores the critical role of Bax in COX6A2- mediated β-cell apoptosis. Nonetheless, the precise mechanisms by which COX6A2 affects VDAC1 and Bax expression require further investigation.

A study [17] has reported a decrease in the mRNA levels of *Cox6a2* in islets from db/db mice. Contrarily, our findings show an increase in the COX6A2 protein levels in islets from db/db mice compared to the control group (Fig. 6B). The discrepancy may stem from differences in experimental conditions and the levels at which the *Cox6a2* gene was assessed.

FXR is a transcription factor that regulates the transcriptional expression of target genes through epigenetic mechanisms [32]. We demonstrate that *Cox6a2* is a target gene negatively regulated by FXR in β-cells. The following evidence supports this concept: First, FXR binding sites (FXRE) are present at the *Cox6a2* promoter (Fig. 5A). Second, activation of FXR by CDCA or GW4064 reduces the expression of *Cox6a2* mRNA and protein (Fig. 5H, I; Supplementary Fig. S5A, B). Third, a deficiency in FXR leads to increased *Cox6a2* expression (Fig. 5C–F). A key finding of this study is that FXR knockdown promotes the recruitment of p300 to the *Cox6a2* promoter (Fig. 5K), which results in increased ACH3K27 at the promoter (Fig. 5J). This acetylation is associated with enhanced transcription of the *Cox6a2* gene, as ACH3K27 is known to be a marker of gene activation [24, 33]. Furthermore, the inability of FXR knockdown to increase *Cox6a2* expression in the presence of p300 inhibitor (Fig. 5L) further underscores the critical role of p300 in mediating FXR-dependent regulation of *Cox6a2* expression. Previous studies have indicated that FXR can suppress hepatocyte apoptosis [4]. In this research, we expand on these findings by demonstrating that FXR inhibits the apoptosis of β-cells by repressing the transcription of *Cox6a2* in diabetic situations. This hypothesis is supported by several lines of evidence. First, FXR expression was found to be decreased in islets from diabetic animals (Fig. 6A–C). Correspondingly, FXR deficiency resulted in increased β-cell apoptosis both in vivo and in vitro (Fig. 6E, F; Supplementary Fig. S8A, B). Conversely, the overexpression of FXR led to reduced β- cell apoptosis under lipotoxic conditions (Supplementary Fig. S8D, E). Additionally, while the inhibition of FXR induced apoptosis in scramble INS-1 832/13 cells, it did not have the same effect in *Cox6a2* knockdown cells (Fig. 6M). This suggests that COX6A2 may mediate FXR-regulated β-cell apoptosis.

Collectively, our findings indicate that increased COX6A2 levels may enhance β-cell apoptosis through the modulation of VDAC1-mediated cytochrome c release from the mitochondria. This rise in COX6A2 expression might result from the reduced expression of FXR in diabetes. Diabetic conditions likely drive β-cell apoptosis by modulating the FXR/p300/COX6A2 pathway. These insights reveal a novel regulatory mechanism for β-cell apoptosis and highlight COX6A2 as a possible therapeutic target for type 2 diabetes. Unfortunately, there is no human study confirming the changes observed in COX6A2 expression in islets from diabetic animals now. And we can not obtain any human diabetic or normal pancreatic tissue currently. It can be a limitation to our study. Therefore, further research in human will certainly improve our study greatly.

## Materials and methods

### Experimental animals and isolation of islets

Male Wistar and Goto-Kakizaki (GK) rats (Blood glucose is more than 15 mmol/L) aged 8 weeks were purchased from SLRC (Shanghai, China). Male Sprague Dawley (SD) rats (aged 6 weeks) were purchased from Guangdong Medical Laboratory Animal Center (Guangzhou, China). The SD rats were intraperitoneally injected with either CDCA (20 mg/kg/day) or vehicle respectively for 2 weeks. Male C57BLKS/JGpt (BKS) mice and BKS-Leprem2Cd479/Gpt (db/db) mice (Blood glucose is more than 20 mmol/L) aged 5 weeks were purchased from GemPharmatech Co., Ltd. (Nanjing, China). FXR knockout mice (C57Bl/6) were kindly provided by Prof. Youfei Guan at Dalian University, China [34]. All the animal procedures were performed according to the principles of laboratory animal care and approved by the Shenzhen University Animal Care Committee. All rat or mouse pancreata were excised for immunostaining or were digested by collagenase P to collect islets. The samples in each group should be random allocated and the number should be greater than or eaqual to 3. No treatment other than necessary intervention is given.

### Cell lines

RPMI 1640 medium was used to culture INS-1 832/13 cells [35]. FXR knockdown or overexpressing INS-1-1 832/13 cells were generated as reported [36]. To overexpress COX6A2, INS-1 832/13 cells were transduced with pCDH-CMV-MCS-EF1-Puro-3xFlag (vector) and pCDH-CMV-MCS-EF1-Puro-3xFlag-COX6A2 (COX6A2) and then selected with puromycin (3 μg/ml) for 1 week. For knockdown of *Cox6a2* or Bax, INS-1 832/13 cells were transduced with either scramble or shCOX6A2 (RMM3981-201787879) or shBax (TRCN0000273037) plasmid and then selected with puromycin (3 μg/ml) for 1 week.

### In vivo delivery of *Cox6a2* knockout adeno-associated virus

The AAV9-*Cox6a2*-KO (adeno-associated virus) plasmid was generated by inserting a sgRNA (5’-TAAGGTCCTCAGTCGGAGCA-3’) that targets against *Cox6a2* gene (Rat) into pX601-AAV-CMV-SaCas9-3xHA-U6-sgRNA vector. The AAV9 was packaged and purchased from Vigene Biosciences Inc (China). To decrease the expression of COX6A2 in islets in vivo, GK rats were anesthetized with continuous isoflurane and then 50 μL of AAV9-*Cox6a2*-KO (2×10 12 virus particles) was injected through the common bile duct. The rats injected with 50 μL of scramble control AAV viral vectors were used as the control group.

### Intraperitoneal Glucose Tolerance Test (IPGTT) and Intraperitoneal Insulin Tolerance Test (IPITT)

Rats or mice were fasted overnight before the IPGTT, after which they were given intraperitoneal injections of glucose at a dosage of 2 g/kg body weight. The rats or mice were fasted 6 h before undergoing the IPITT and were then administered human insulin at a dosage of 0.75 U/kg body weight through intraperitoneal injection. Blood glucose levels were determined at 15, 30, 60, 90, and 120 min after glucose or human insulin injection. The blood glucose level was determined with a glucometer.

### Plasma insulin level detection

Blood samples were collected from rats or mice via jugular vein or supraorbital sinus, followed by centrifugation at 2000 g, 4 °C for 10 min. The supernatant was collected as plasma. The plasma insulin levels were determined using the ultrasensitive insulin Elisa kit (ALPCO).

### Western blotting analysis

The experiment method was performed as described [37]. The following antibodies were used: FXR (Biorbyt, orb156973), COX6A2 (Proteintech, 11421-1-AP), Cytochrome C (Cell signaling, #11940), Insulin (Cell signaling, #8138S), COX IV (Cell signaling, #4850), cleaved-caspase3 (Cell Signaling, #9661), Bax (Proteintech, 60267-1-Ig), VDAC1 (Proteintech, 55259-1-AP), Flag (Proteintech, 80010-1-RR), GAPDH (Cell Signaling, #5174), Tubulin (Santa Cruz, sc-8035), Bcl-2 (Santa Cruz, sc- 7382), and anti-β-actin (Sigma, A5441). The densities of the immunoblot bands were determined by Gel-Pro Analyzer 4.0 software.

### RNA extraction and Real-time PCR

Total RNA was extracted from INS-1 832/13 cells or rat/mouse islets using Trizol reagent (Invitrogen). Real-time PCR was performed with SYBR Green master mix (Promega) on the ABI QuantStudio 5 real-time PCR System. The primer sequences are listed in Supplementary Table 1. The relative expression level of the target gene mRNA was normalized to β-actin or GAPDH.

### Chromatin Immunoprecipitation (ChIP) assay

ChIP assays were carried out with a ChIP assay kit (Millipore) according to the manufacturer’s instructions. Soluble chromatin was extracted from INS-1 832/13 cells transduced with sh-FXR, and then immunoprecipitated with antibodies (2 μg) against p300 (Santa Cruz, sc-48343) or acetylated H3K27 (Abcam, ab4729) respectively. Thereafter, qPCR was used to purify and quantify the DNA fragments using the primers listed in Supplementary Table 2.

### Co-immunoprecipitation (Co-IP)

IP lysis buffer (50 mM Tris-Cl, 1% NP 40, 300 mM NaCl, 1 mM DTT, 2.5% Glycerol, pH 7.6) supplemented with 1 mM PI (protease inhibitor) and PMSF was used to lyse the INS-1 832/13 cells. 1 mg cell lysate buffer was incubated with 3 μg of VDAC1 (Santa Cruz, sc-390996), COX6A2 (Proteintech, 11421-1-AP), Flag (Proteintech, 80010-1-RR), Bax (Santa Cruz, sc-20067) or IgG (Abcam, ab27478) antibody at 4 °C overnight, followed by immunoprecipitation with 60 μl protein A agarose beads (Millipore, #16-157) for at least 3 h at 4 °C the second day. The complexes were then washed with low salt wash buffer (Millipore, #20-154), high salt wash buffer (Millipore, #20-155), LiCl wash buffer (Millipore, #20-156), and TE buffer (Millipore, #20-157), sequentially. Immunoprecipitated supernatants were separated using SDS-PAGE, followed by immunoblotting with VDAC1/Flag/Bax antibody and analysis using the Tanon5200 image system.

### Immunofluorescence

For the detection of co-localization of Insulin and cleaved-caspase3/mitochondria and Bax, the pancreatic sections of rats or mice were prepared and INS-1 832/13 cells were plated on Poly-L-lysine-coated coverslips. The sections and cells were fixed with 4% paraformaldehyde and permeabilized with 0.3% Triton X-100. After washing with PBS, the sections and cells were incubated with rabbit anti-cleaved-caspase3 (Cell Signaling, 1:100) and mouse anti-Insulin (Abcam, 1:100) primary antibodies overnight at 4 °C followed by incubation with Alexa-Fluor546-labeled goat anti-rabbit (Invitrogen, 1:1000) and Alexa-Fluor488-labeled goat anti-mouse (Invitrogen, 1:1000) secondary antibodies for one hour. The sections and cells were then incubated with DAPI dye for 10 min at room temperature. Finally, the ZEISS 510 LSM confocal laser-scanning microscope was used to observe the images.

### Mitochondrial transmembrane potential (ΔΨm) measurement

The JC-1 Mitochondrial Membrane Potential Assay Kit (Beyotime Biotechnology, China) was used to analyze the ΔΨm of INS-1 832/13 cells. The cells were placed in 6-well plates and then incubated with JC-1 dye (1:200) for 20 min at 37 °C. The cell-associated fluorescence was determined by Axio Observer 3 (ZEISS, Germany) fluorescent microscope.

### Flow cytometry

Cell apoptosis was quantified by Annexin V-FITC/PI (BD Biosciences). After washing with PBS twice, the cells were stained with Annexin V-FITC/PI according to the manufacturer’s instructions. Subsequently, the cells were analyzed via flow cytometry (FACScan, BD Biosciences) and apoptotic fractions were obtained.

### Statistical analyses

Statistical analysis was performed by SPSS20.0 software. An independent t-test (for two groups) was used to measure the statistical differences. *P* < 0.05 was considered statistically significant.

## Supplementary information

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

Supplementary Figure S6

Supplementary Figure S7

Supplementary Figure S8

Supplementary Figure S9

Supplemental Material 1

Supplemental Material 2

Supplemental Material 3

Supplementary Table 1

Supplementary Table 2

## Data Availability

The raw and processed RNA-seq data of FXR knockout mice have been uploaded to GEO database under accession number GSE279682. And all the datasets generated and/or analyzed during the current study are available from the corresponding author upon reasonable request.

# Supplementary material for: FXR-regulated COX6A2 triggers mitochondrial apoptosis of pancreatic β-cell in type 2 diabetes
**Source:** Cell Death Dis. 2024 Dec 20;15(12):920. doi: 10.1038/s41419-024-07302-4
**Supplement:** Supplementary file 10 — Supplemental Material 1

**Supplementary materials**

**Supplementary Figure legends**

**Supplementary Figure S1.** Palmitic acid induces COX6A2 protein expression in INS-1 832/13 cells

COX6A2 protein was determined in INS-1 832/13 cells by treatment with 10% BSA or

0.4 mM palmitic acid (PA) for 48 h, respectively. Bars represent means ±SEM, n=5. **, p<0.01 (t-test).

**Supplementary Figure S2.** The protein expression of COX6A2 in β-cells under different conditions

(**A**) COX6A2 protein was examined in vector and COX6A2 overexpression INS-1 832/13 cells. Bars represent means ±SEM, n=3. **, p<0.01 (t-test). (**B**) COX6A2 protein was determined in the scramble and sh-*Cox6a2* INS-1 832/13 cells. Bars represent means±SEM, n=3. **, p<0.01 (t-test). (**C**) The protein level of COX6A2 was examined in islets from GK-AAV9-vector and GK-AAV9-*Cox6a2*-KO rats. Bars represent means ±SEM, n=3. **, p<0.01 (t-test). (**D**) COX6A2 protein expression was examined in islets from *Cox6a2*^+/+^ and *Cox6a2*^-/-^ mice fed with HFD. Bars represent means ±SEM, n=3. **, p<0.01 (t-test).

**Supplementary Figure S3.** *Vdac1* mRNA is increased in COX6A2 overexpression INS-1 832/13 cells

*Vdac1* mRNA was determined in vector and COX6A2 overexpression INS-1 832/13 cells, Bars represent means ±SEM, n=3. **, p<0.01 (t-test).

**Supplementary Figure S4.** Inhibition of VDAC1 attenuates the increase of cleaved-caspase3 level induced by COX6A2 overexpression

The protein level of cleaved-caspase3 was examined in vector and COX6A2 overexpression INS-1 832/13 cells treated with DMSO or 200 μM DIDS for 2 h respectively. Bars represent means ±SEM, n=3. *, p<0.05 (t-test).

**Supplementary Figure S5.** Activation of FXR inhibits COX6A2 expression in INS-1

832/13 cells

(**A, B**) COX6A2 mRNA (**A**) and protein (**B**) were determined in INS-1 832/13 cells by

treatment with DMSO or 5 μM GW4064 for 24 h, respectively. Bars represent means ±SEM, n=6 (**A**) or 3 (**B**). *, p<0.05; **, p<0.01 (t-test).

**Supplementary Figure S6.** FXR expression is decreased in β-cells under diabetic conditions

(**A**) Representative immunostaining images for FXR (red), Insulin (green), DAPI (blue), and merge of the three in islets from Wistar and GK Rat; Bars represent 10 μm. (**B**) FXR protein expression was determined in INS-1 832/13 cells by treatment with 10% BSA or 0.4 mM PA for 48 h, respectively. Bars represent means ±SEM, n=5. **, p<0.01 (t-test).

**Supplementary Figure S7.** FXR protein levels were determined in FXR knockdown or overexpression INS-1 832/13 cells

(**A**) FXR protein levels were determined in scramble control and sh-FXR INS-1 832/13

cells. Bars represent means ±SEM, n=3. **, p<0.01 (t-test). (**B**) The protein level of FXR was determined in vector and FXR overexpression INS-1 832/13 cells. Bars represent means ±SEM, n=3. *, p<0.05 (t-test).

**Supplementary Figure S8.** FXR inhibits cell apoptosis in INS-1 832/13 cells

(**A**) The protein level of cleaved-caspase3 was examined in scramble control and sh- FXR INS-1 832/13 cells. Bars represent means ±SEM, n=3. *, p<0.05 (t-test). (**B**) A flow cytometer was used to determine the apoptosis in scramble control and sh-FXR INS-1 832/13 cells. n=6. **, p<0.01 (t-test). (**C**) The level of cleaved-caspase3 was examined in INS-1 832/13 cells treated with DMSO or 20 μM ZGS for 48 h, respectively. Bars represent means ±SEM, n=4. **, p<0.01 (t-test). (**D**)The cleaved-caspase3 protein was determined in vector and FXR overexpression INS-1 832/13 cells by treatment with 0.4 mM PA for 48 h. Bars represent means ±SEM, n=5. **, p<0.01 (t-test). (**E**) A flow cytometer was used to determine the apoptosis in vector and FXR overexpression INS-1 832/13 cells exposure to 0.4 mM PA for 48 h. n=4. **, p<0.01 (t-test).

**Supplementary Figure S9.** COX6A2 interacted with VDAC1

Anti-flag and anti-VDAC1 antibodies were used to carry out a protein pull-down assay of VDAC1 and COX6A2 in COX6A2 overexpressing INS-1 832/13 cells which were tagged with Flag.

# Supplementary material for: FXR-regulated COX6A2 triggers mitochondrial apoptosis of pancreatic β-cell in type 2 diabetes
**Source:** Cell Death Dis. 2024 Dec 20;15(12):920. doi: 10.1038/s41419-024-07302-4

Fig. 1A

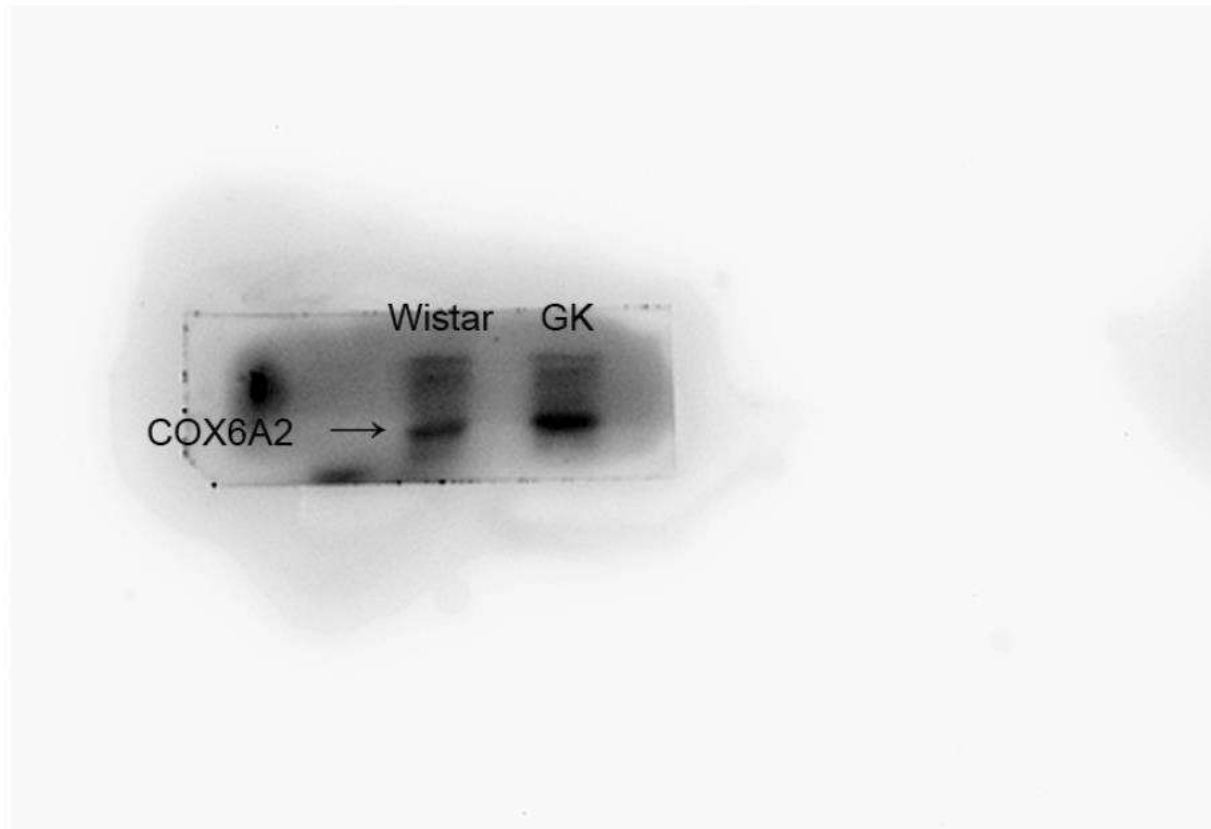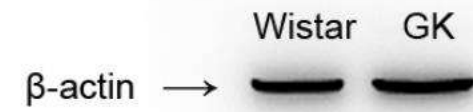

Fig. 1B

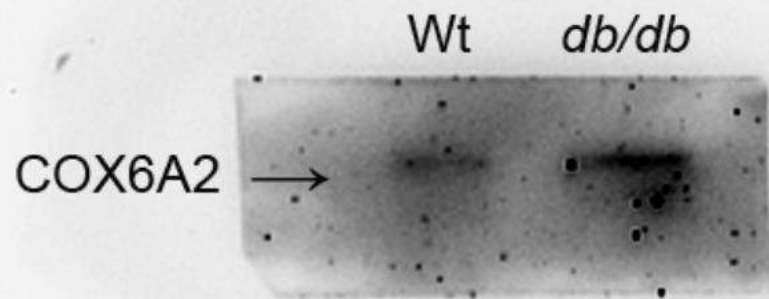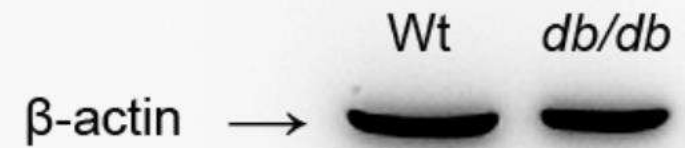

Fig. 1C

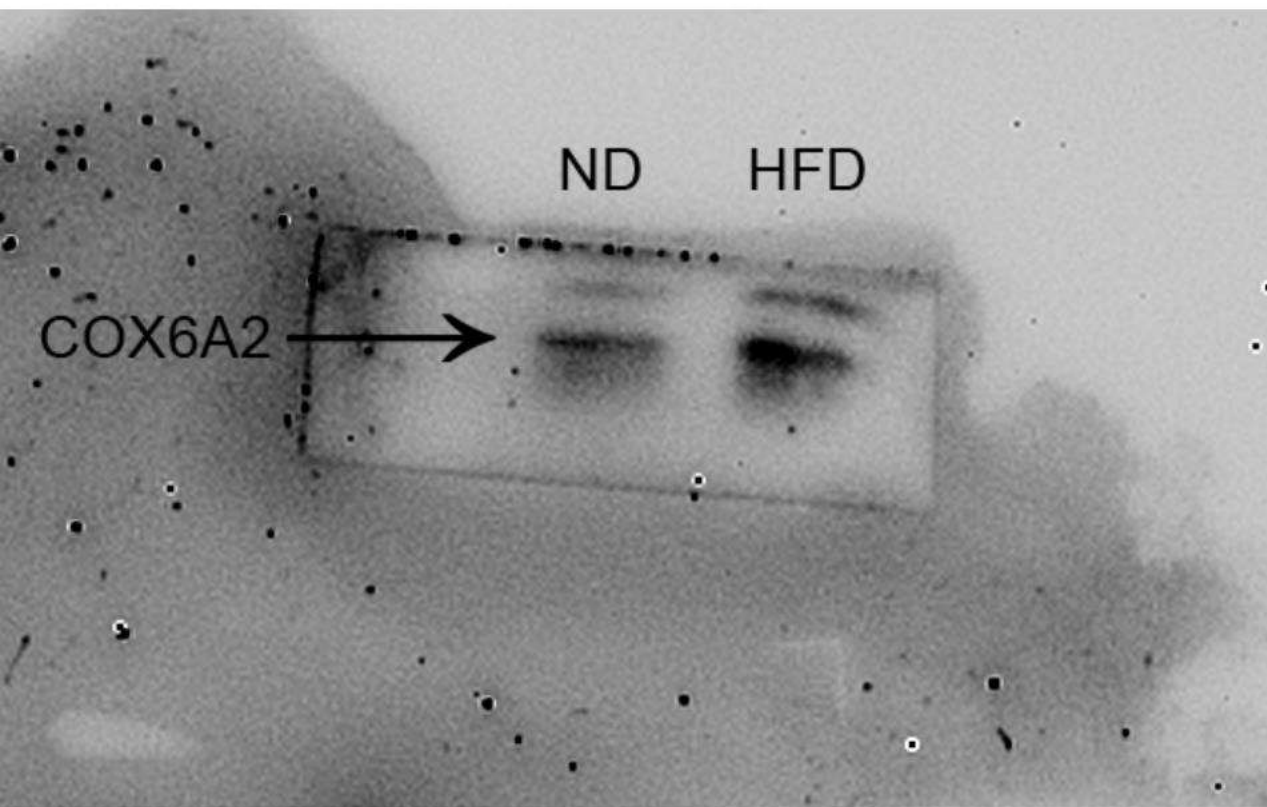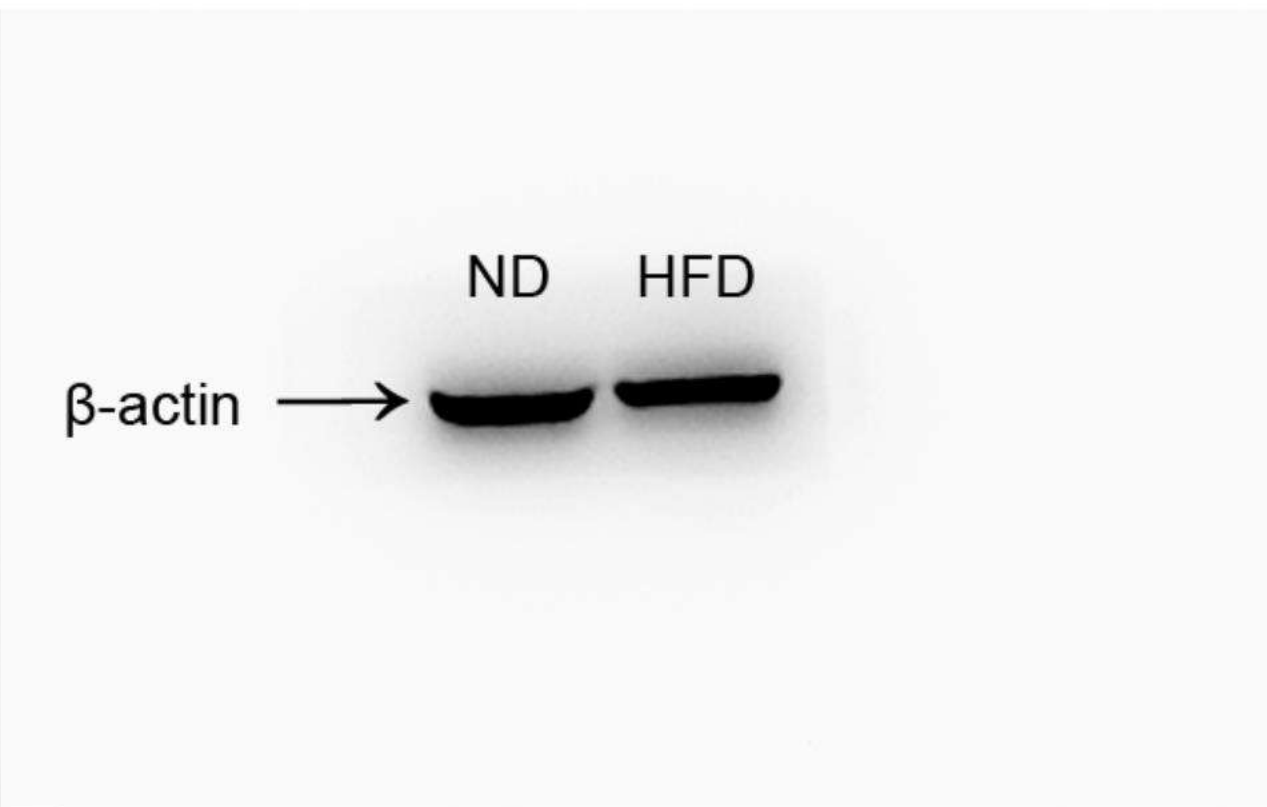

Fig. 1D

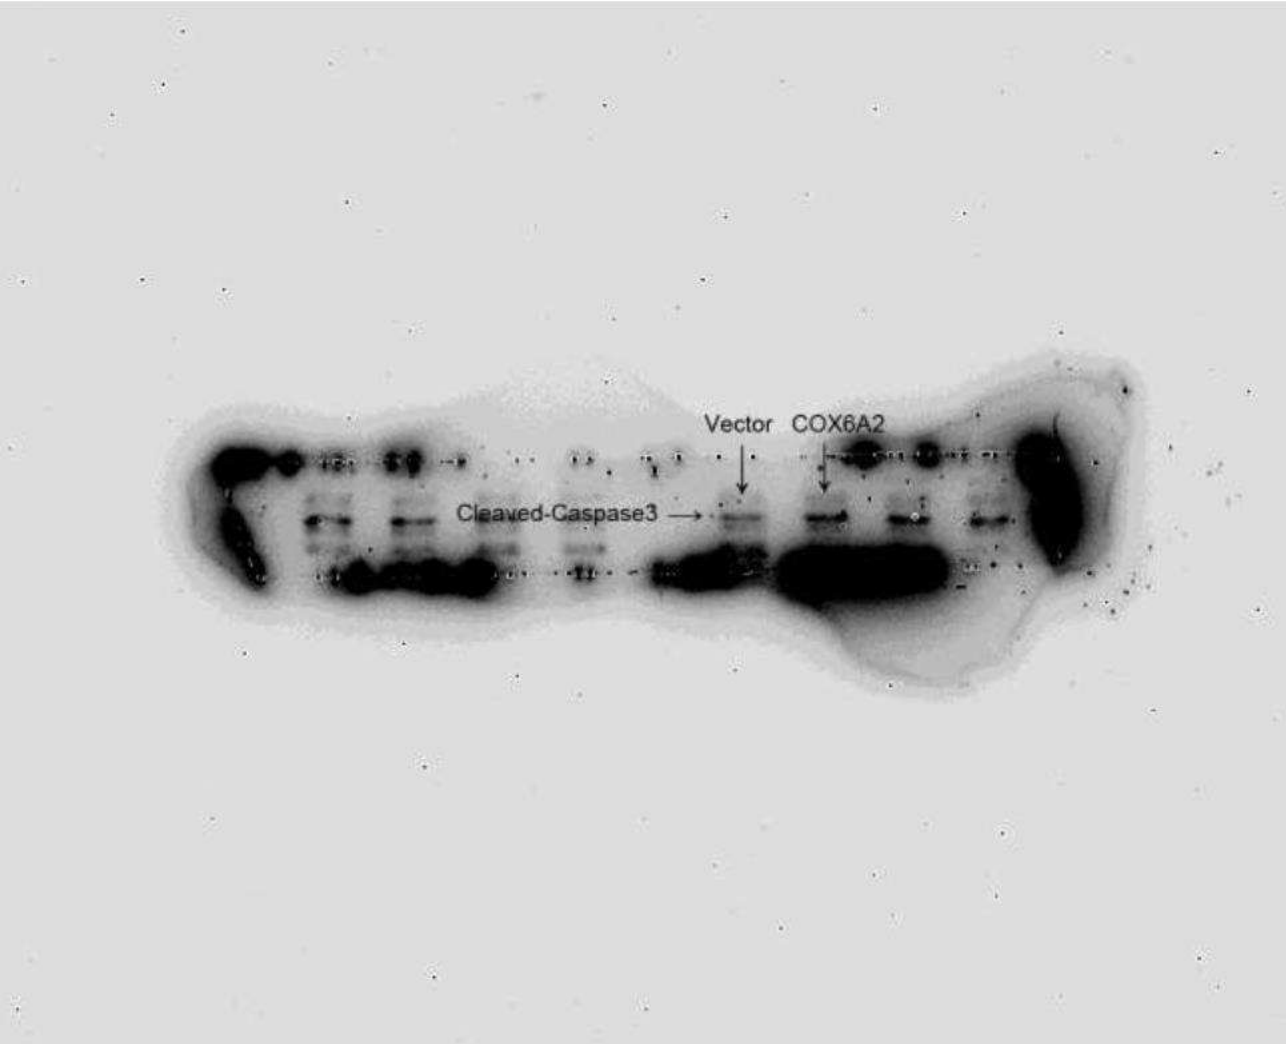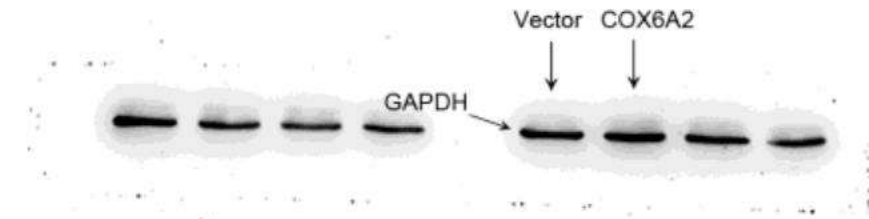

Fig. 1F

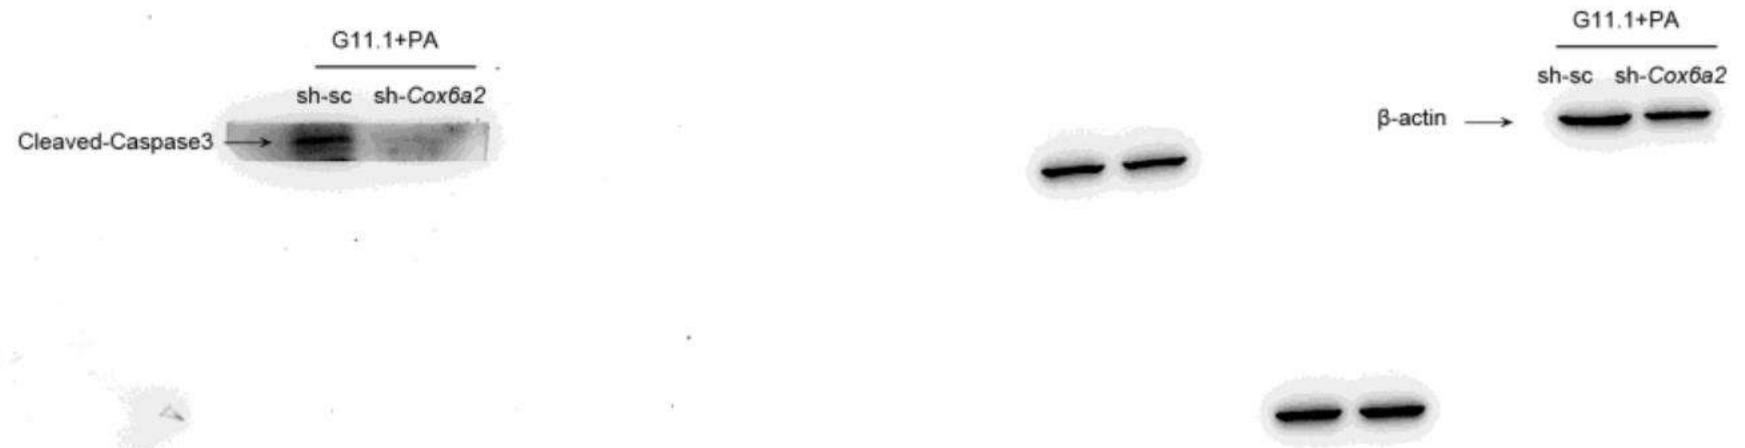

Fig. 1I

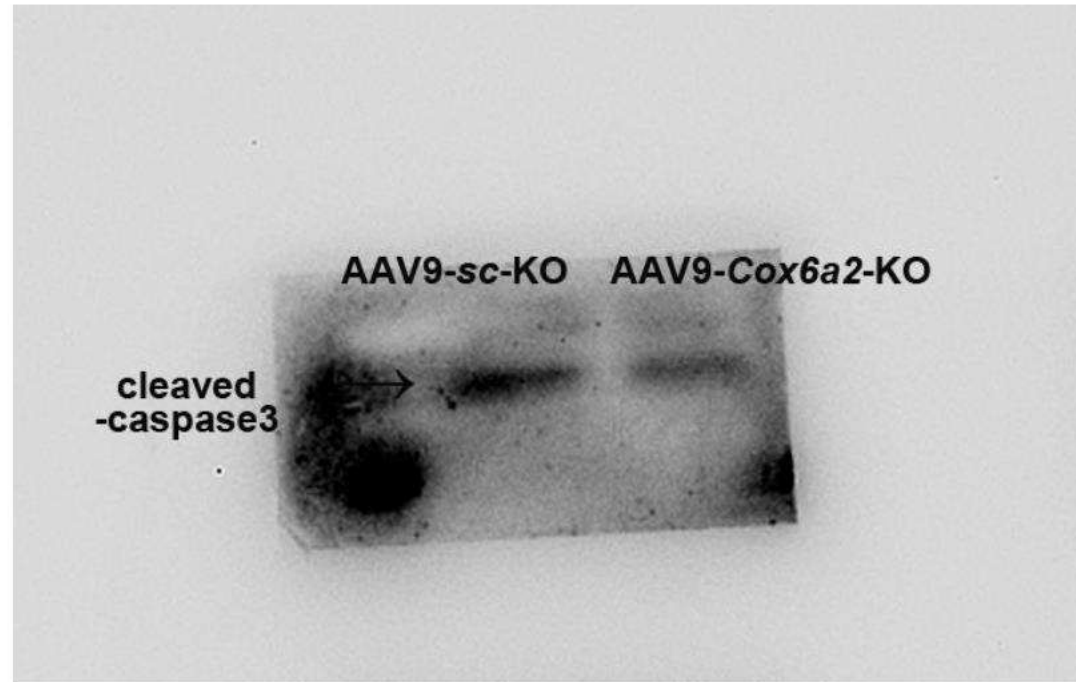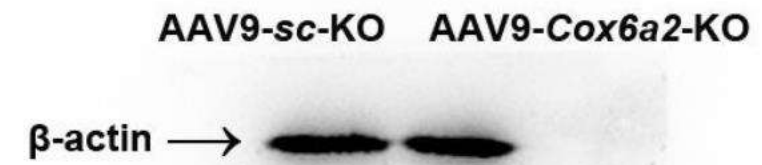

Fig. 2A

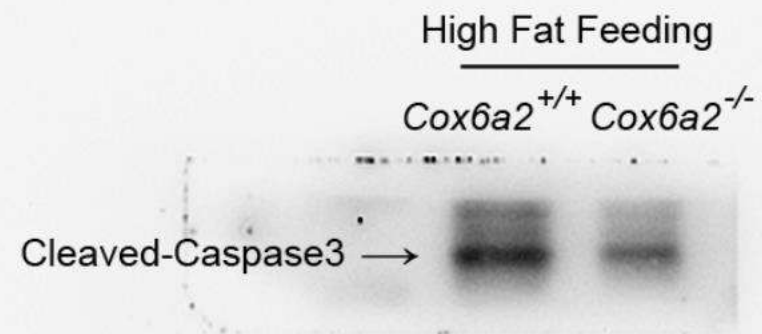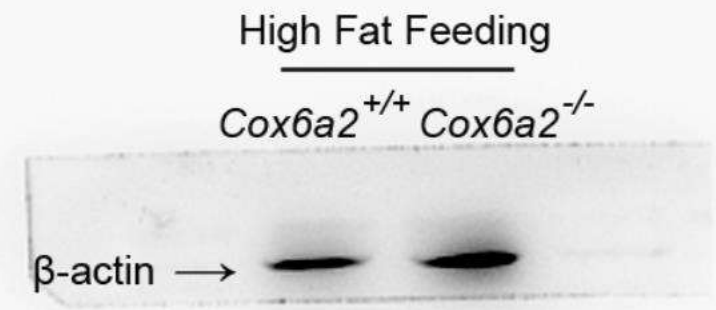

Fig. 3B

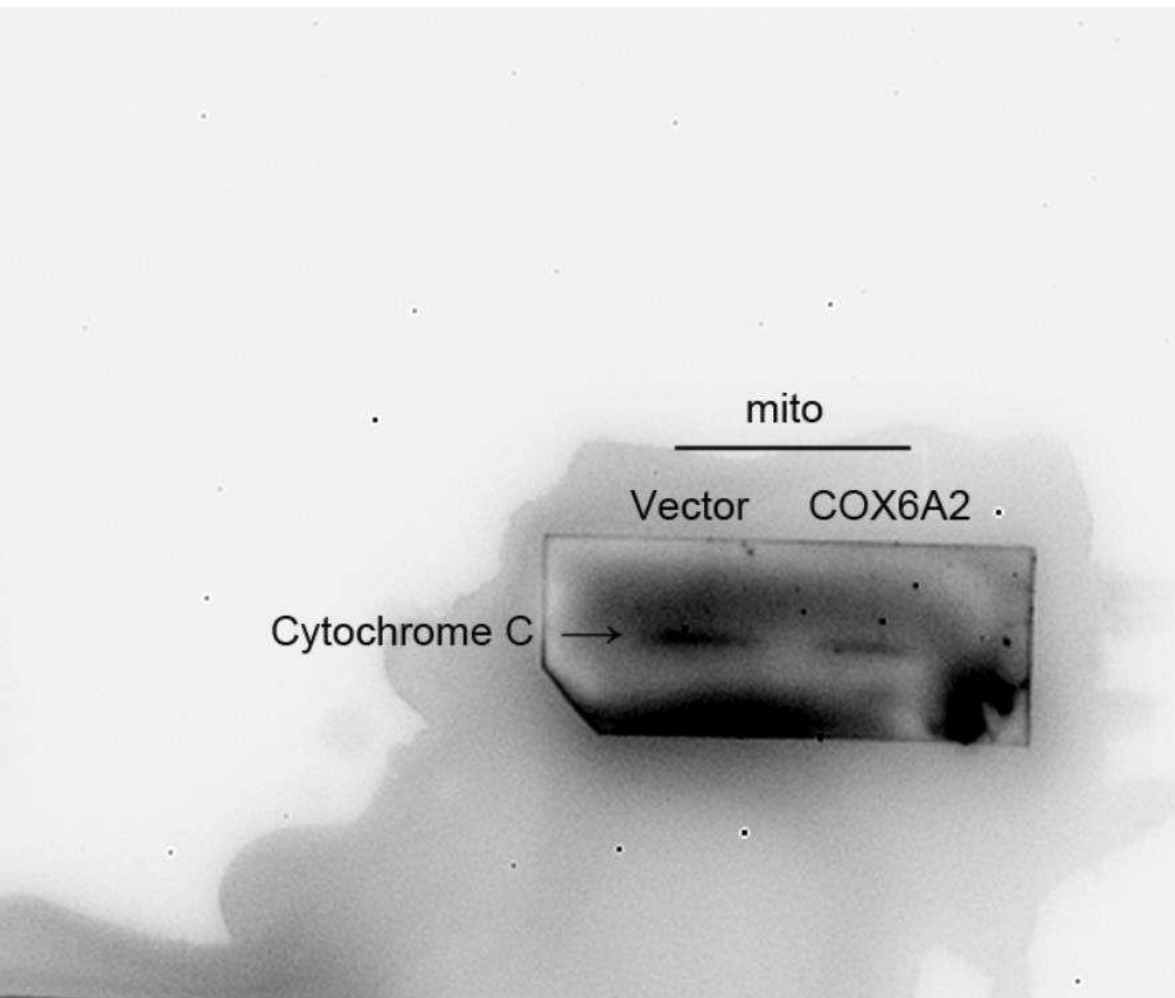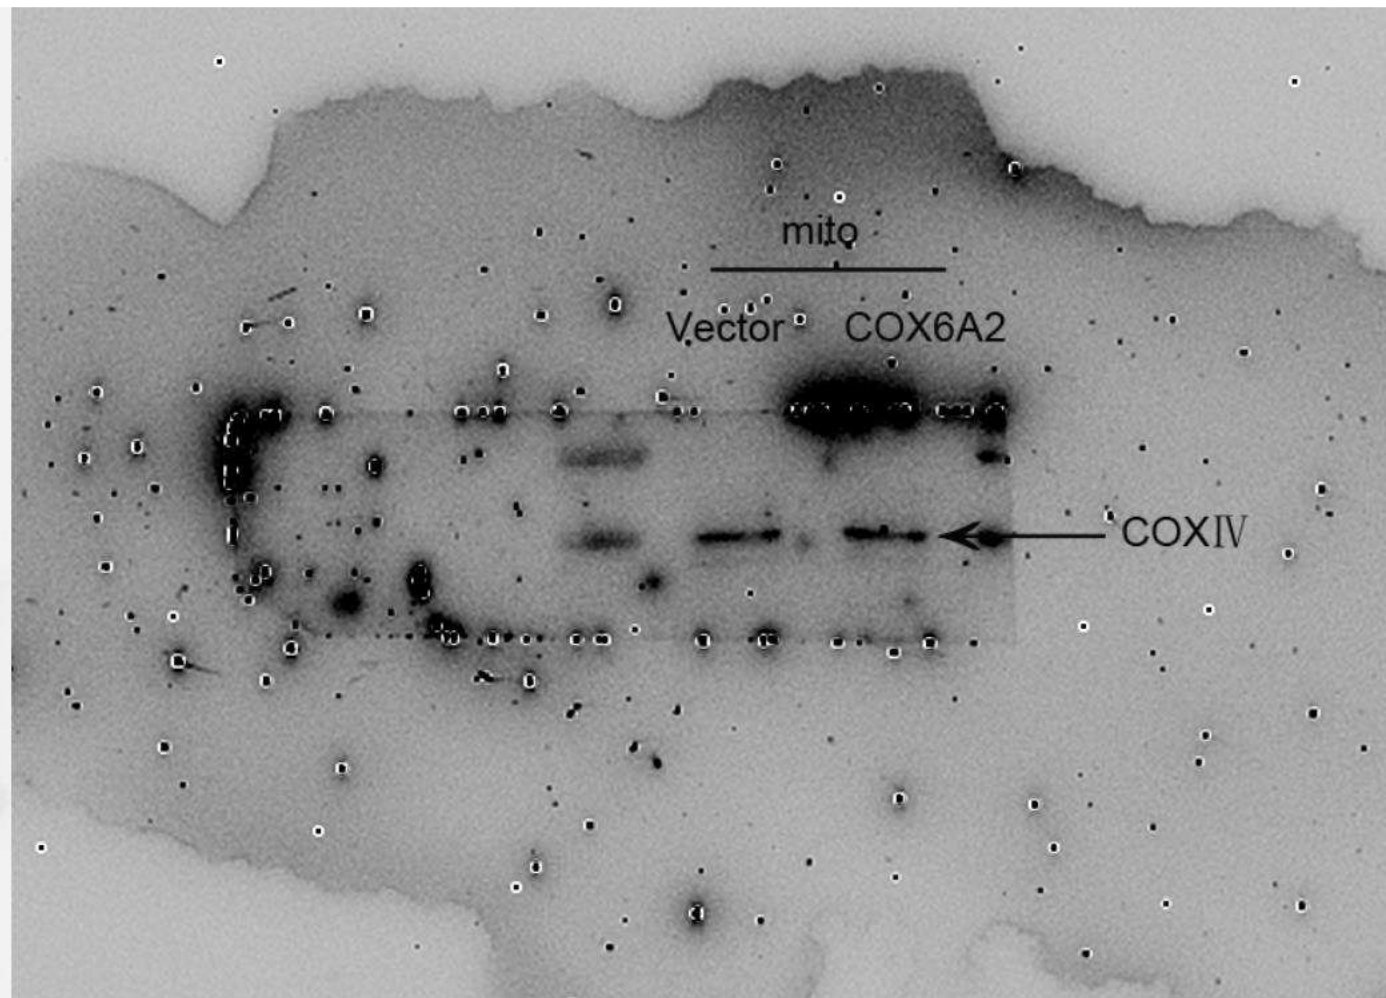

Fig. 3B

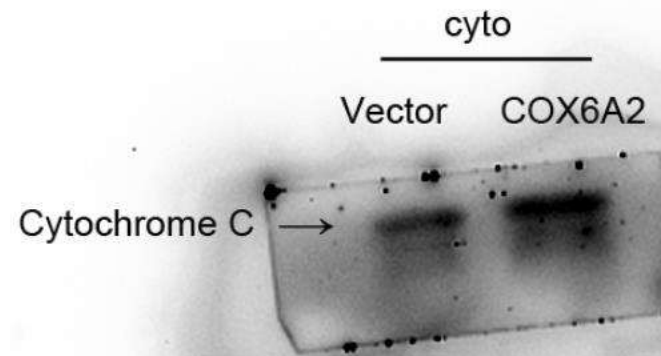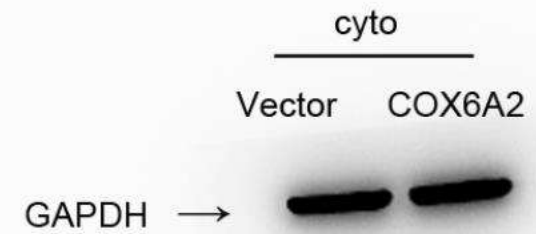

Fig. 3C

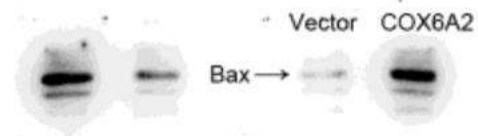Fig. 3C

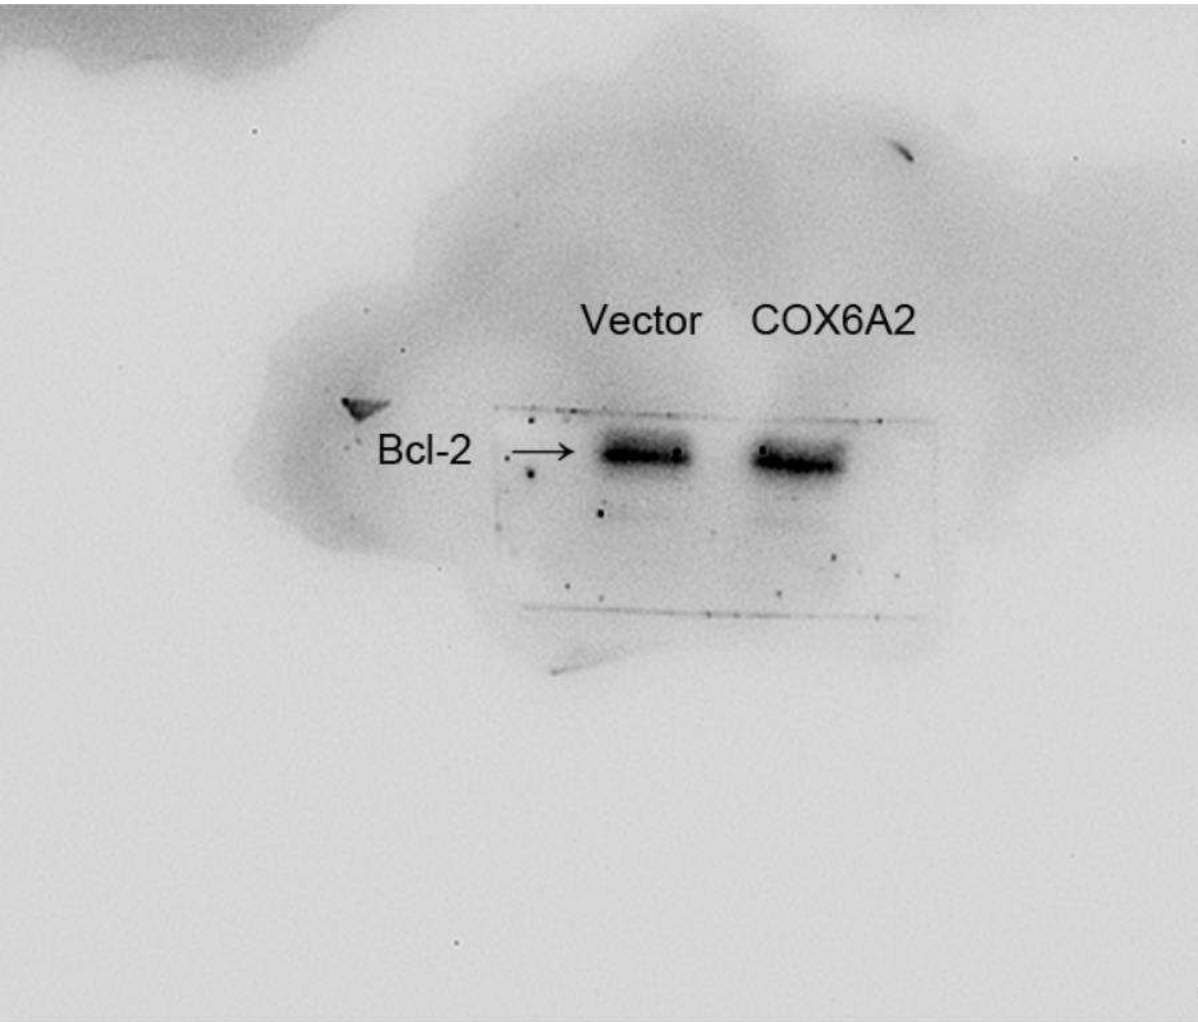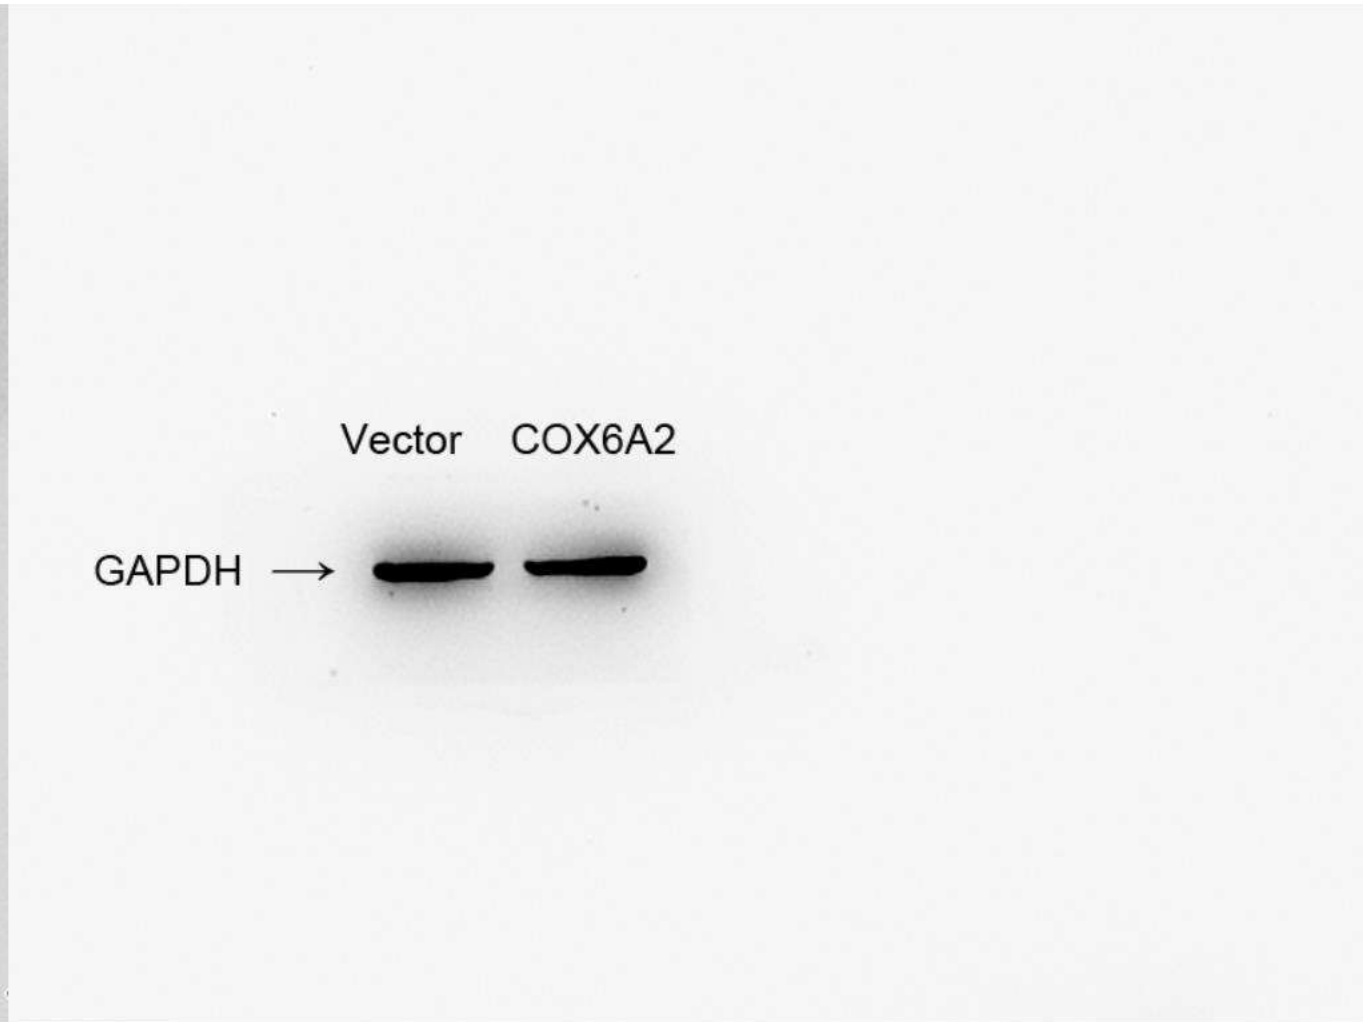

Fig. 3D

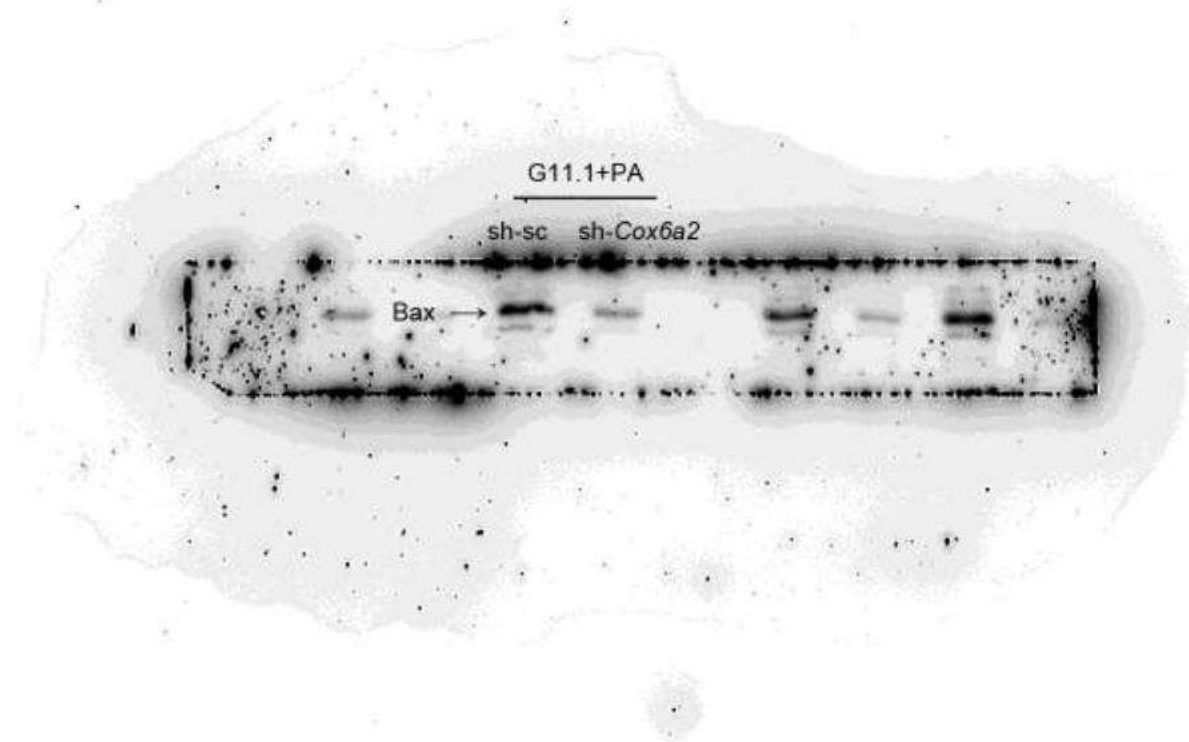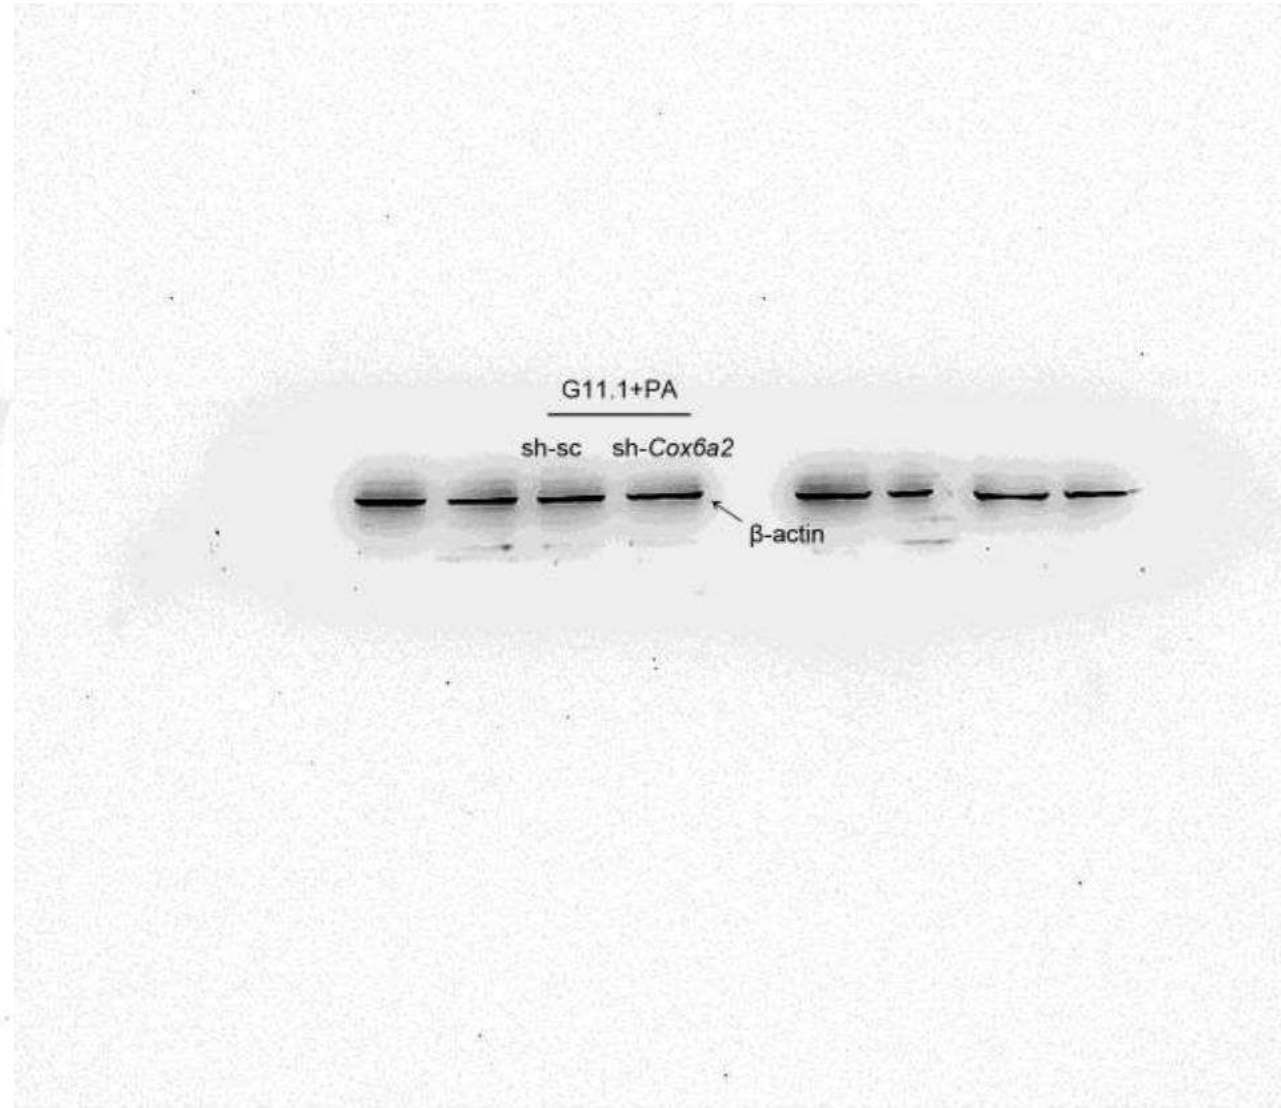

Fig. 3D

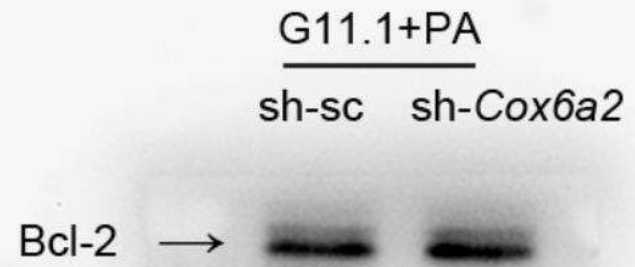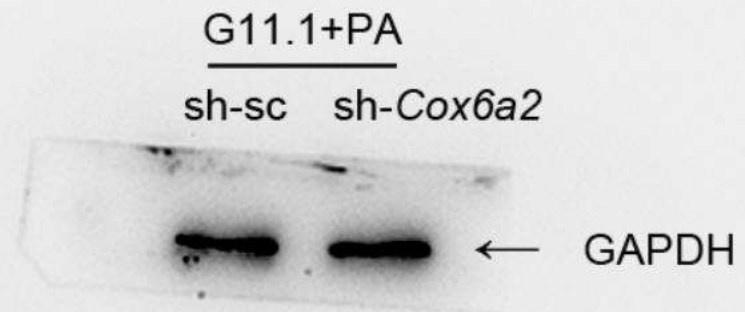

Fig. 3E

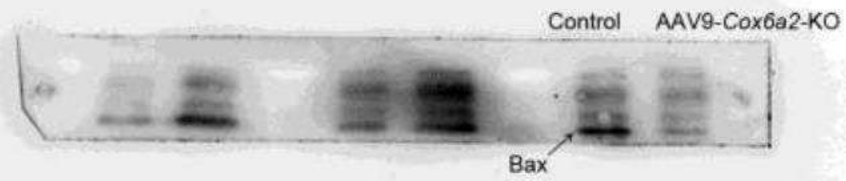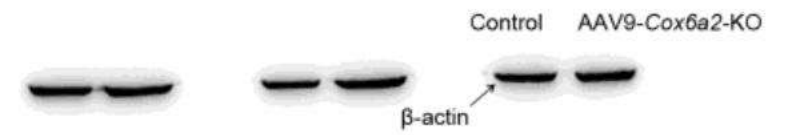

Fig. 3F

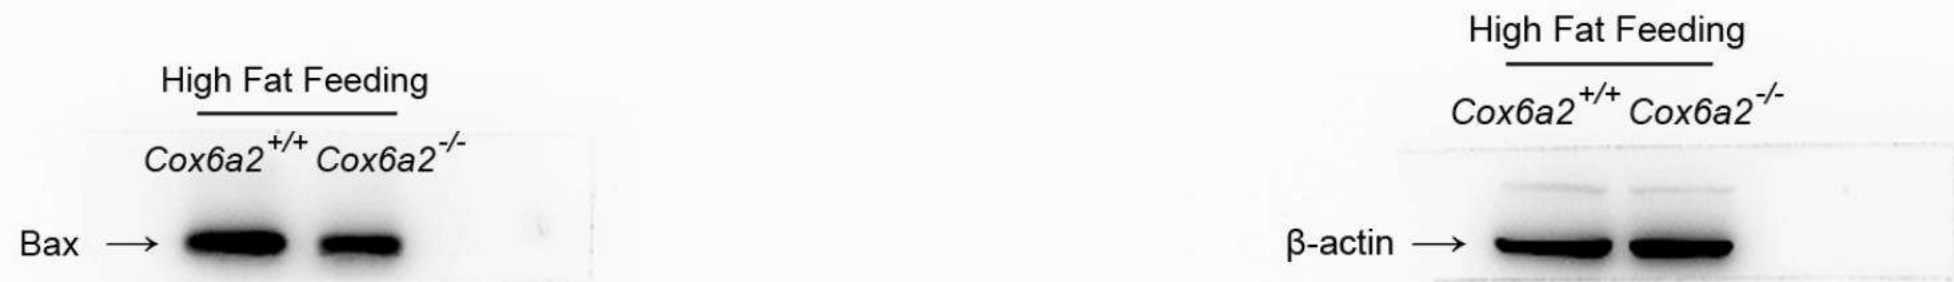

Fig. 3G

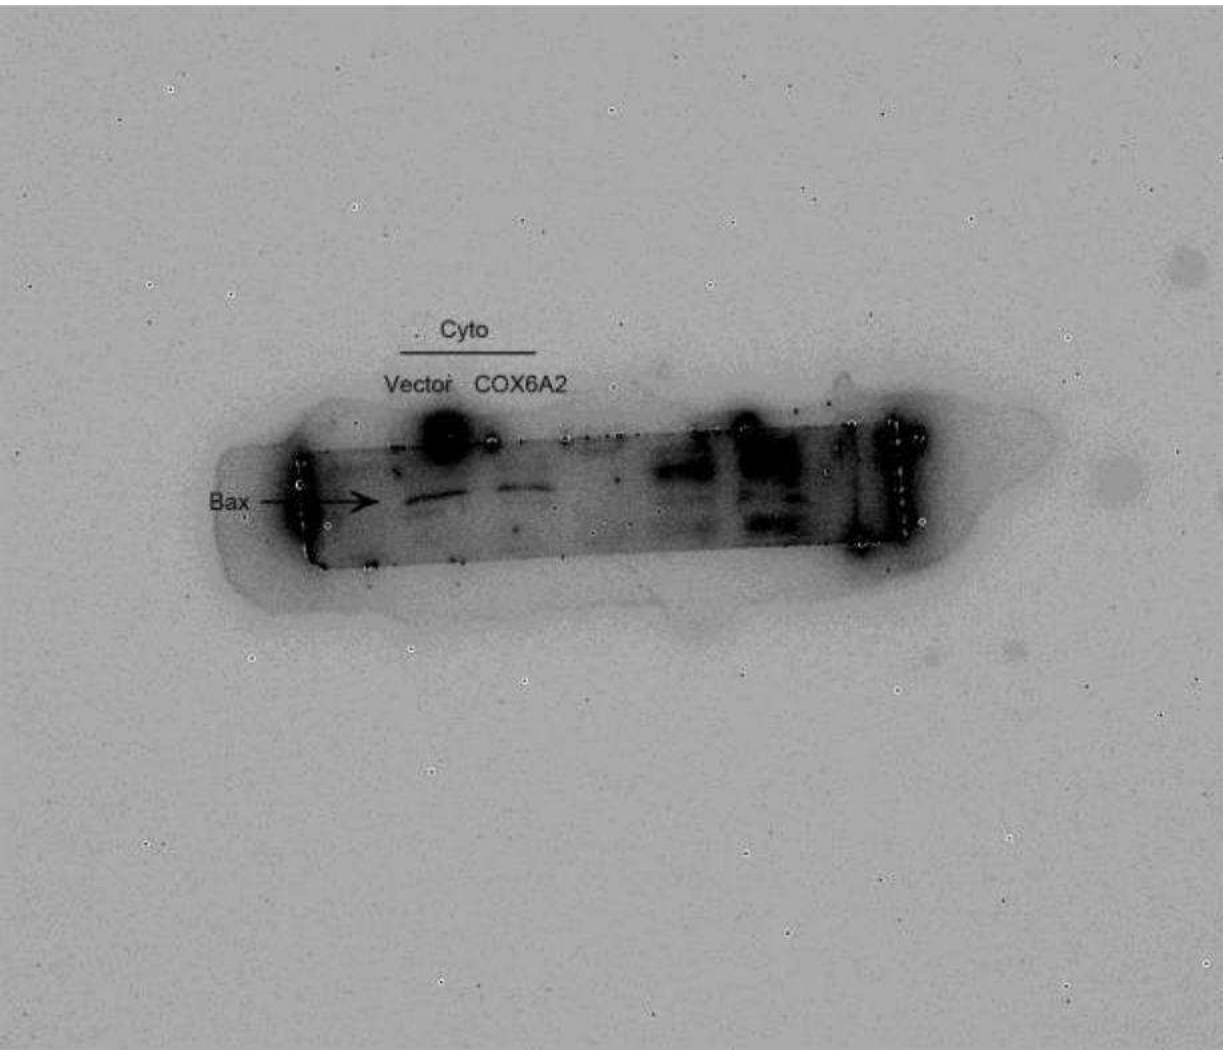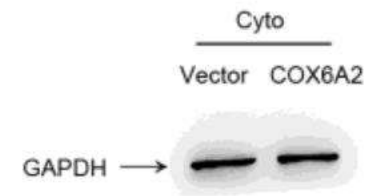

Fig. 3G

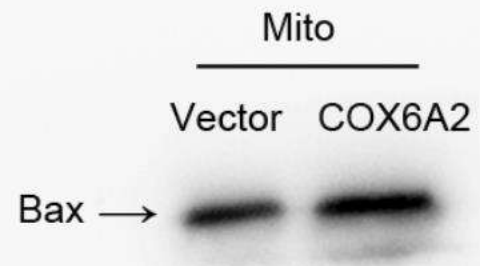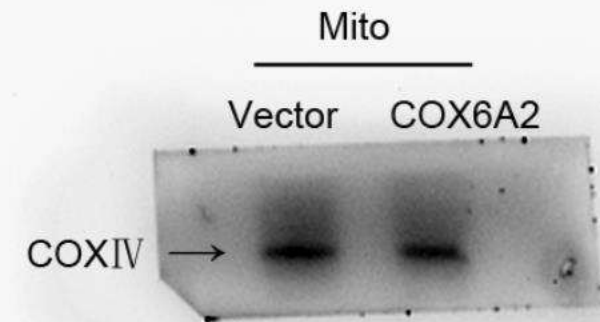

Fig. 4B

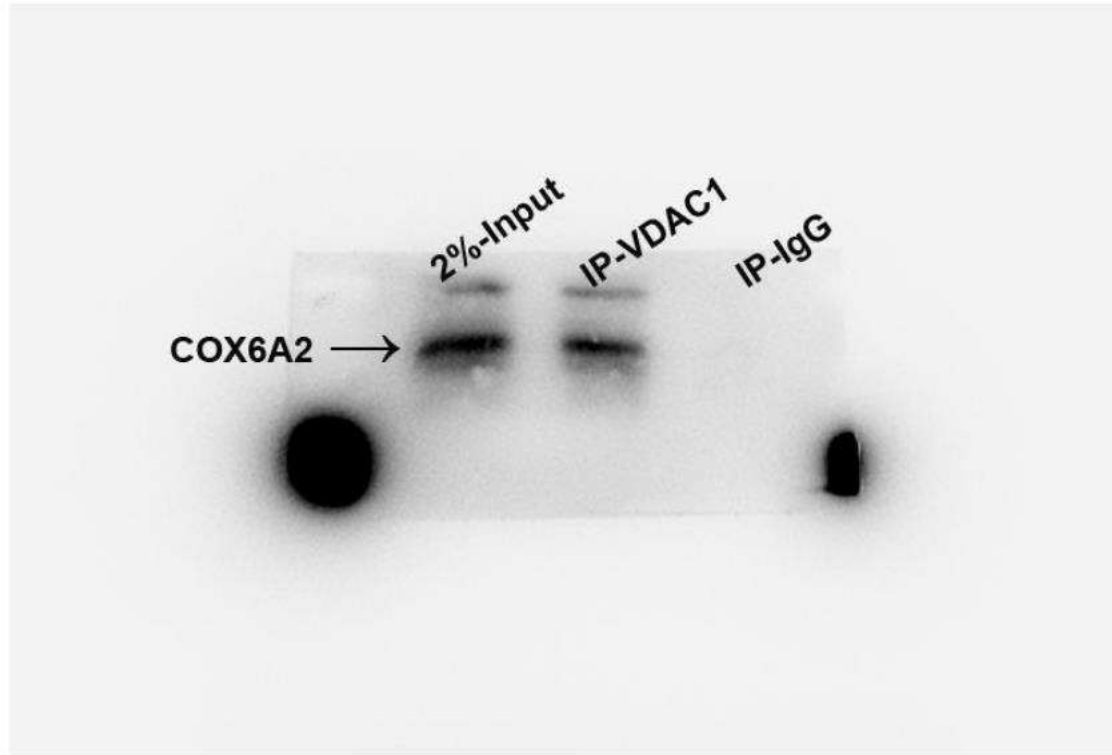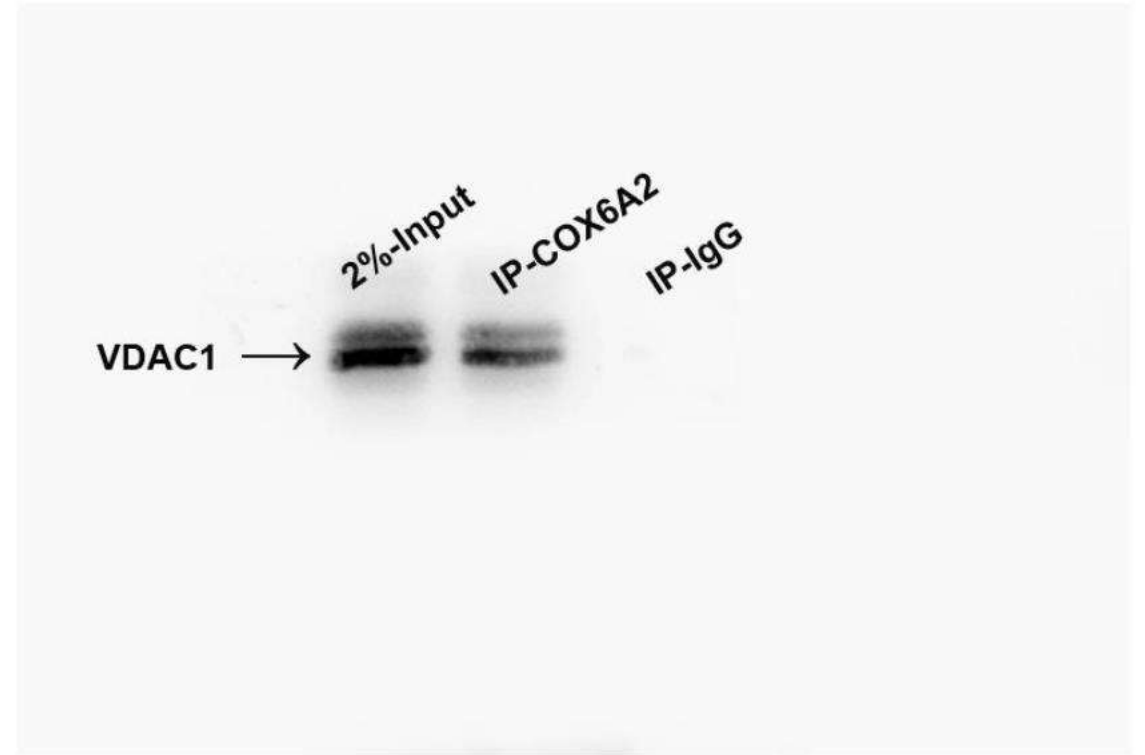

Fig. 4C

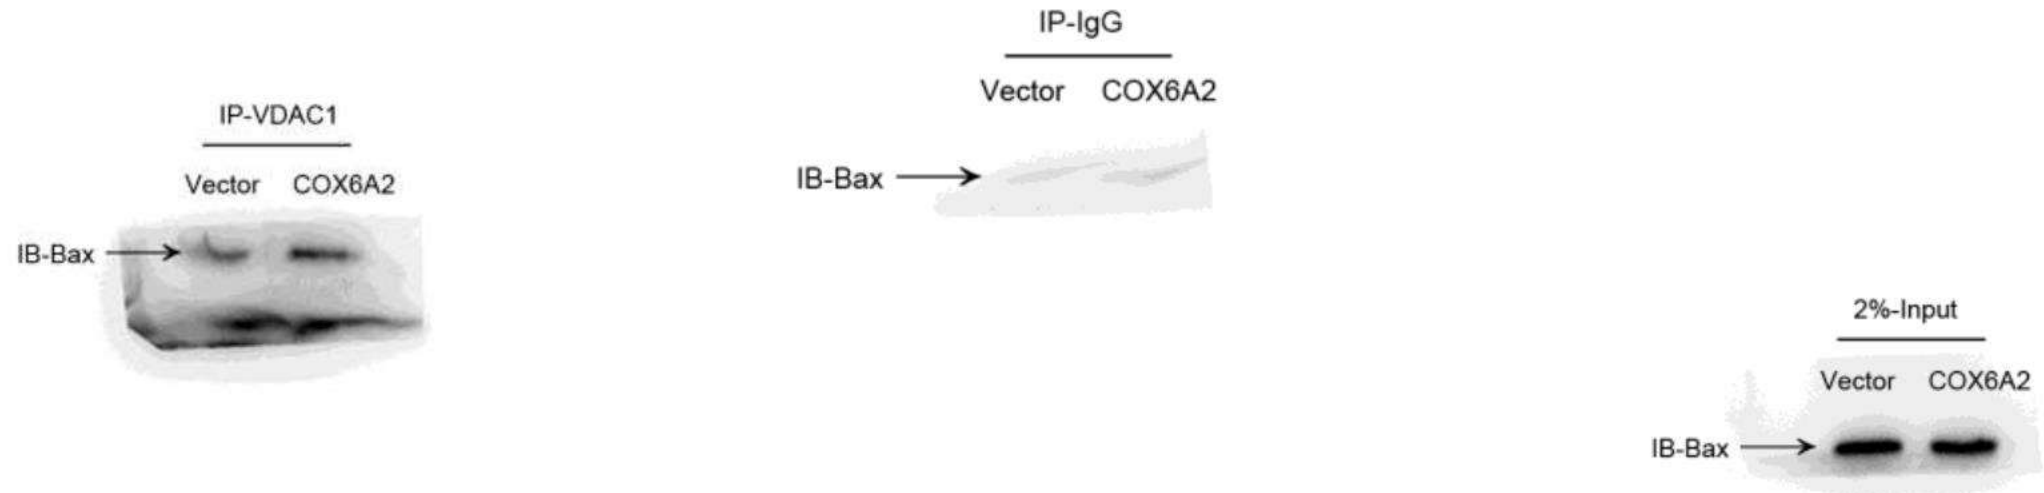

Fig. 4C

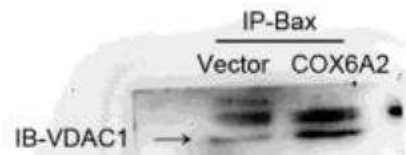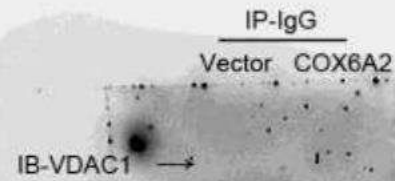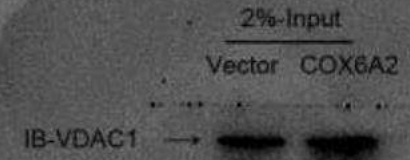

Fig. 4D

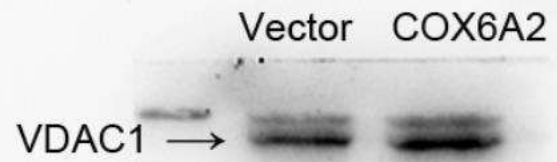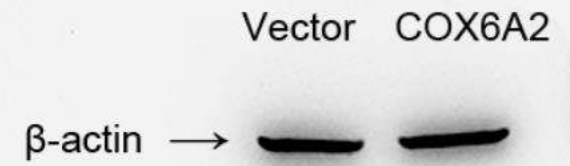

Fig. 4D

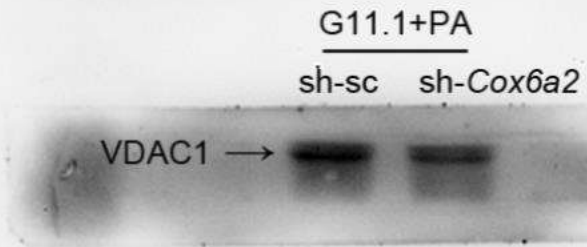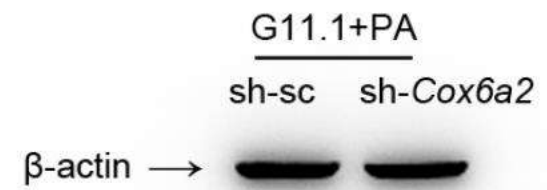

Fig. 4E

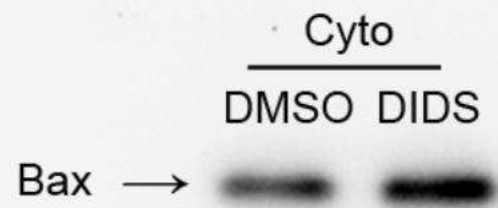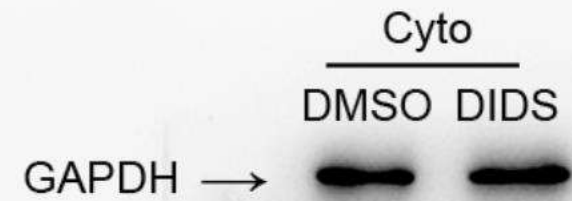

Fig. 4E

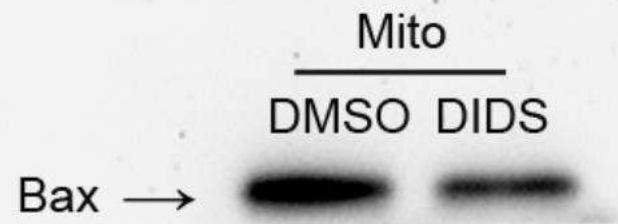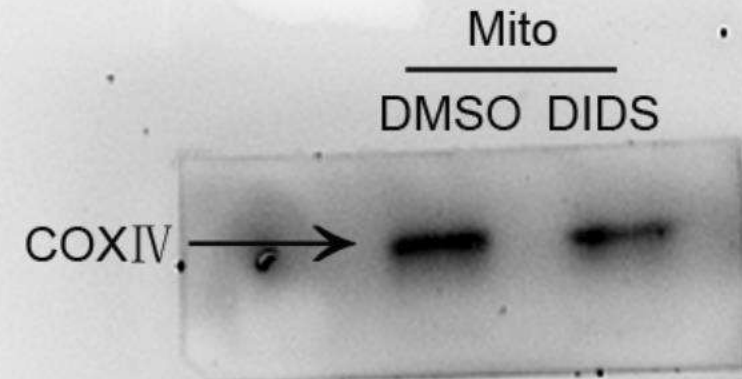

Fig. 4F

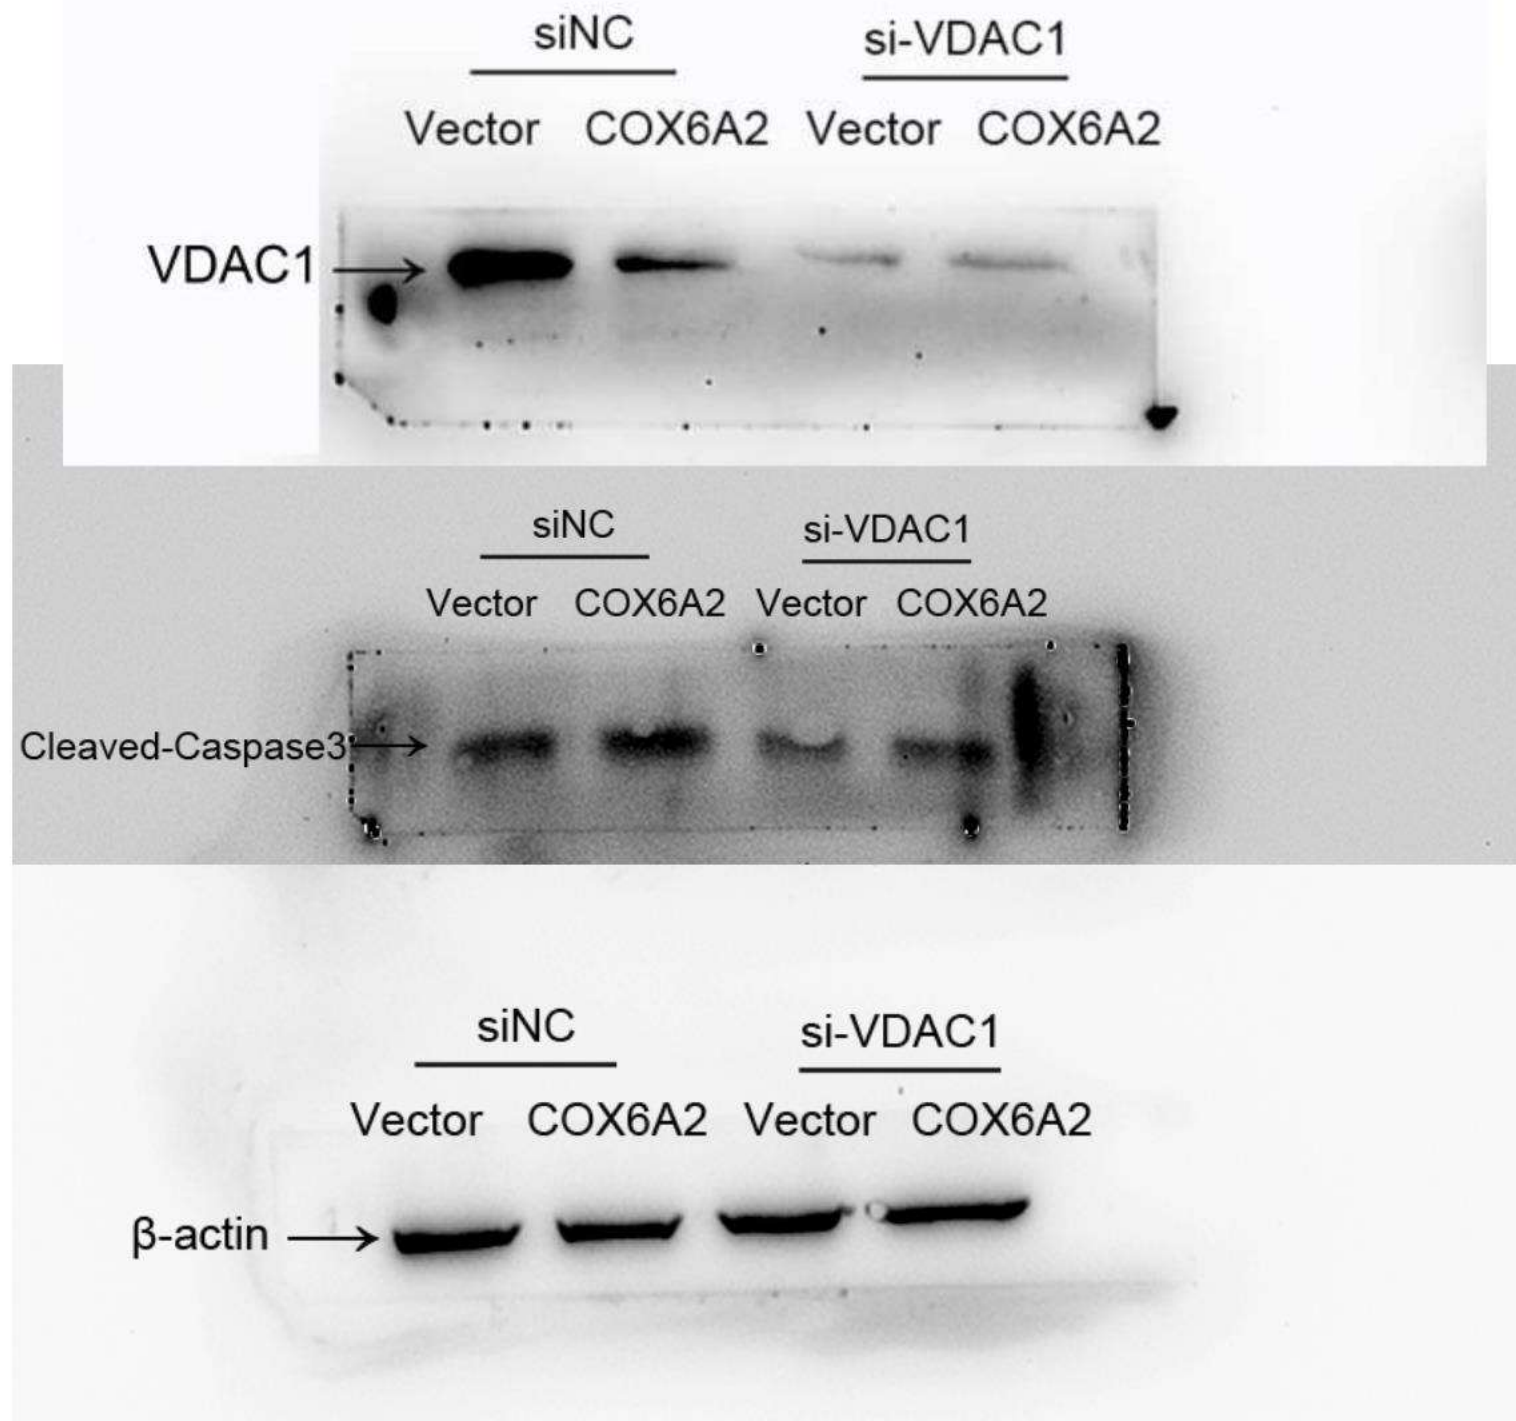

Fig. 4G

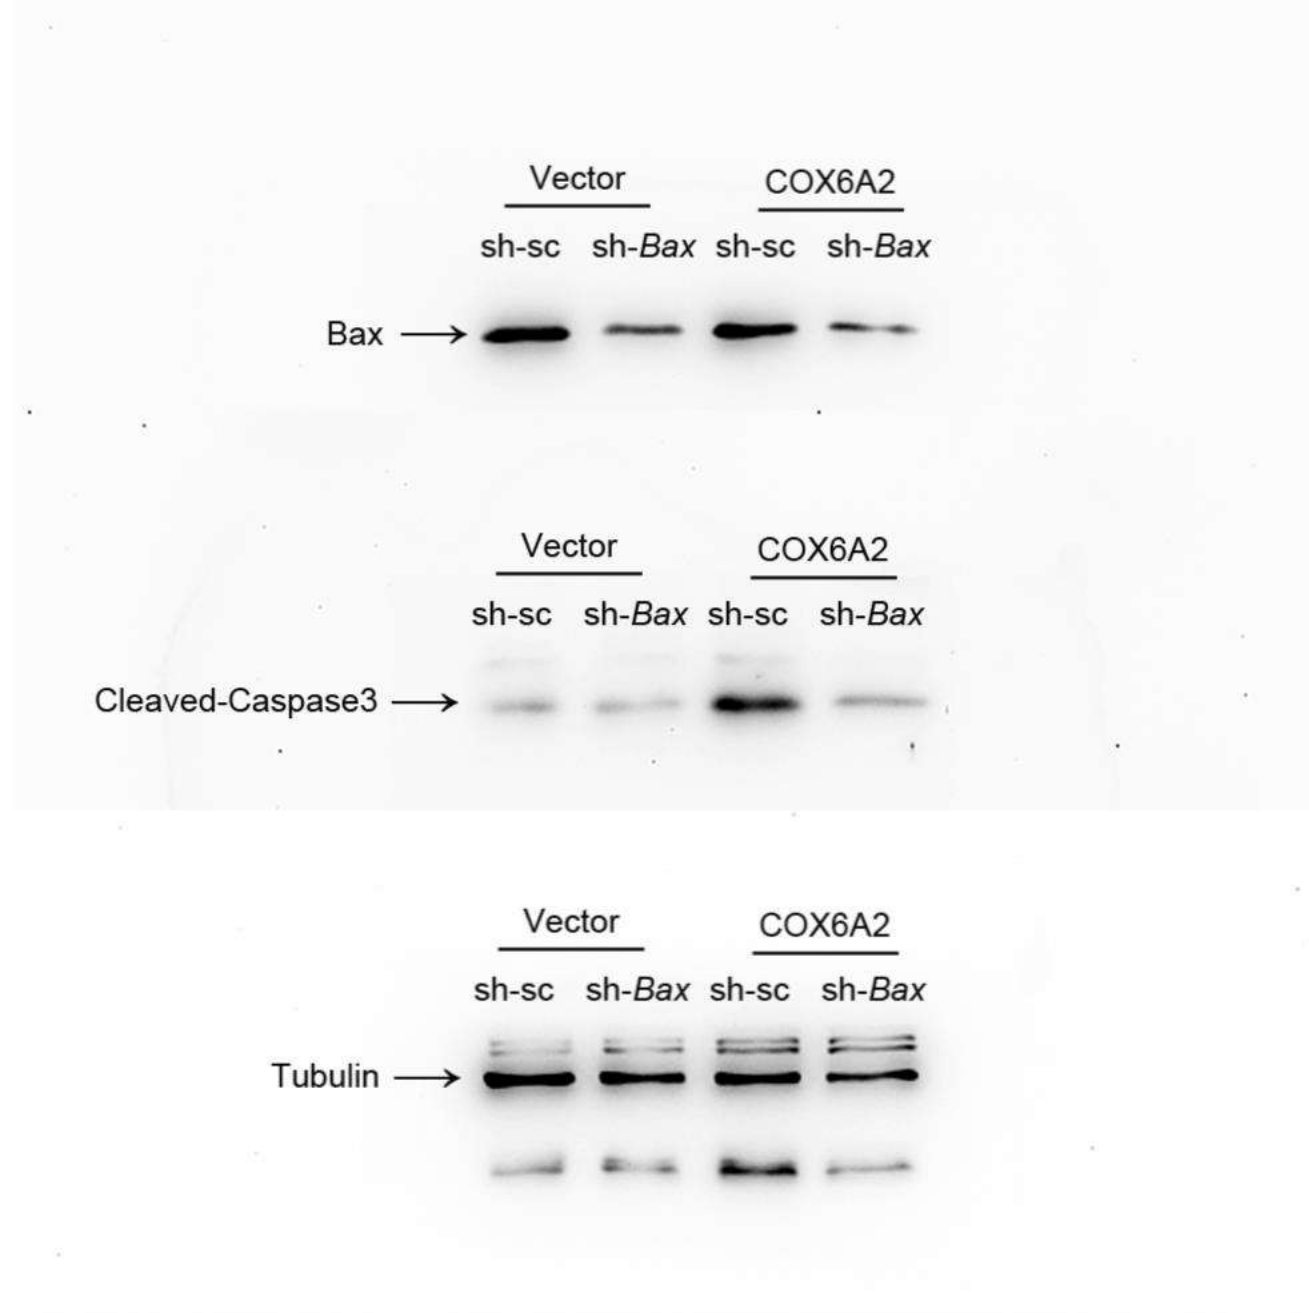

Fig. 5D

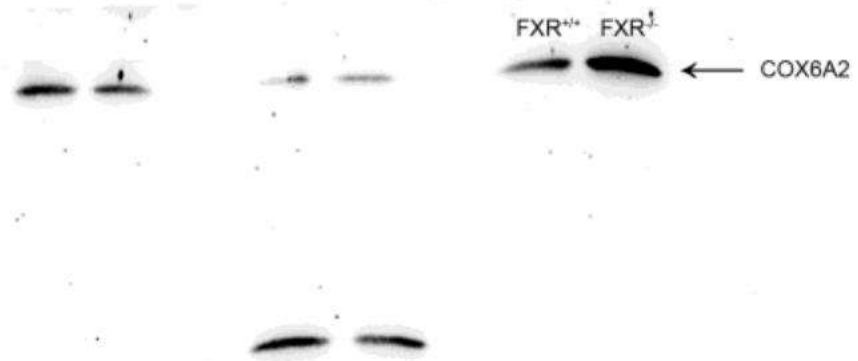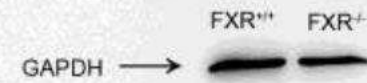

Fig. 5F

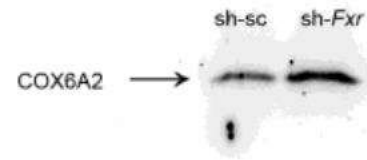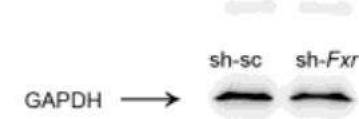

Fig. 5G

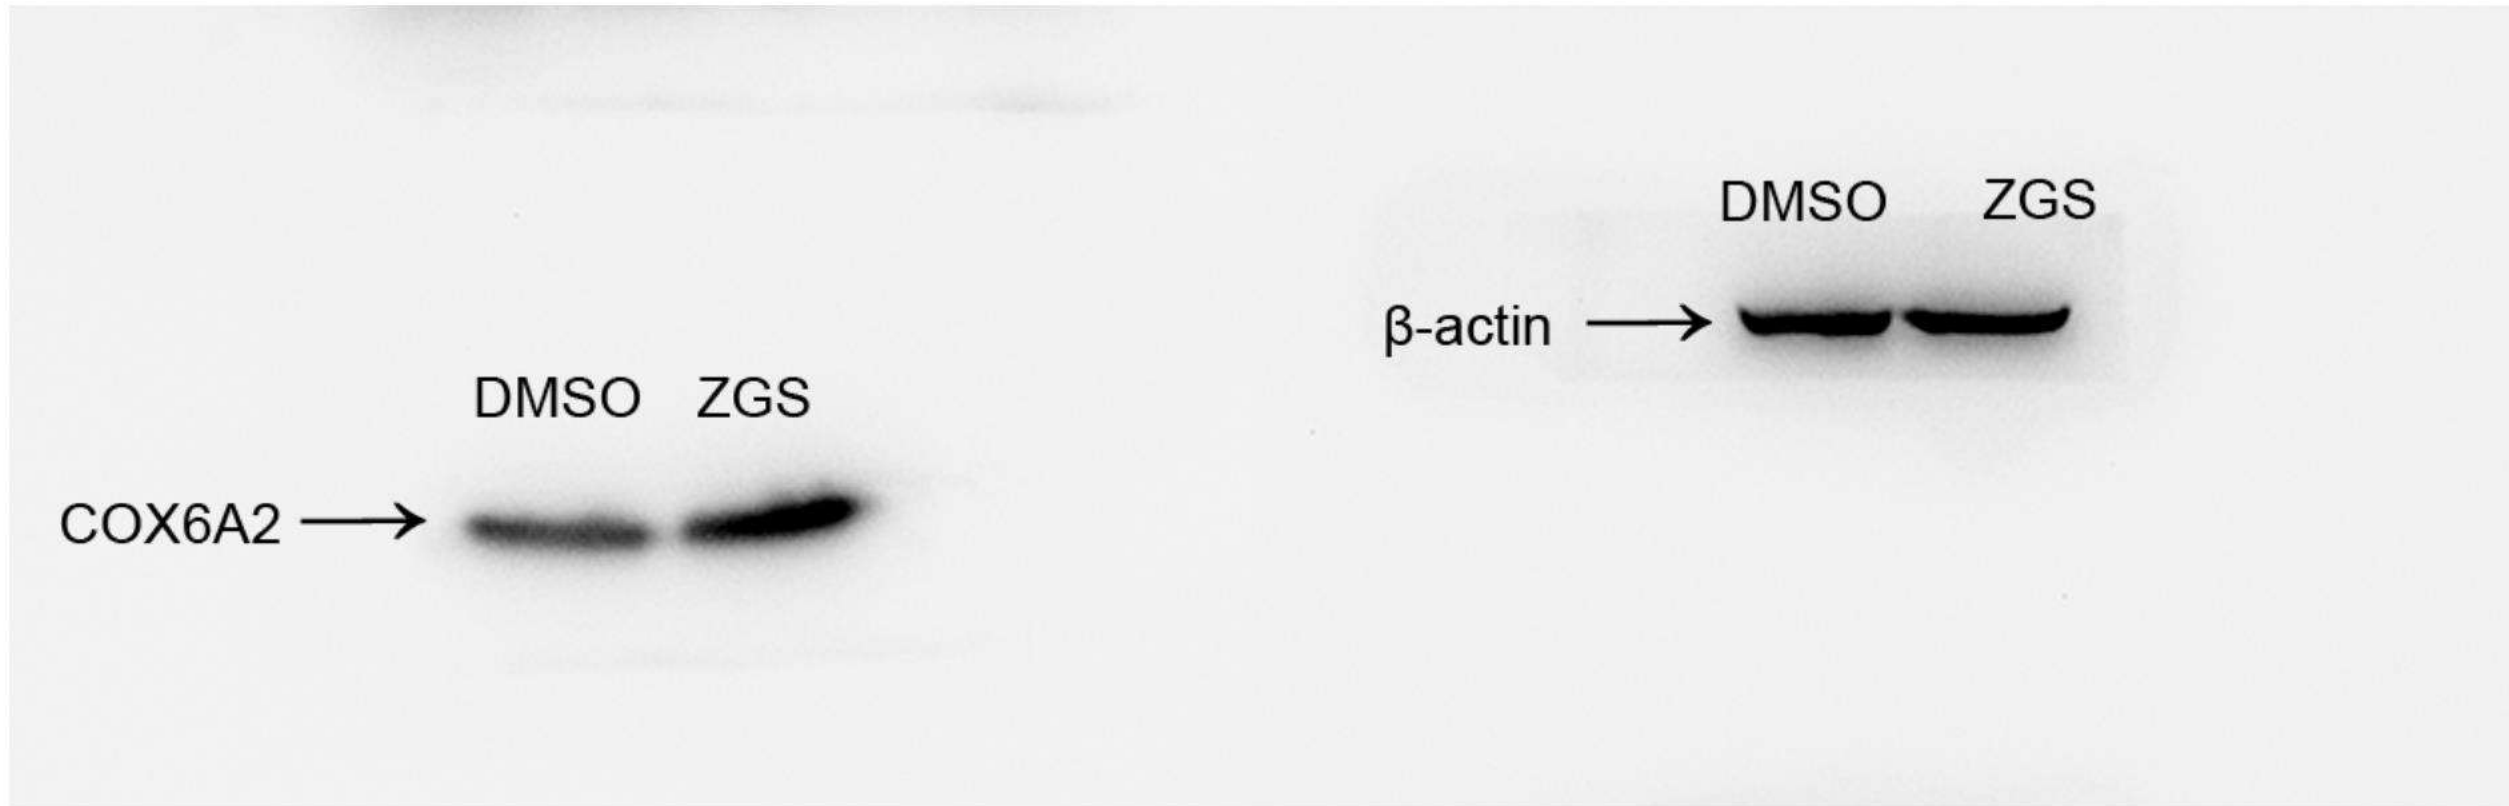

Fig. 5I

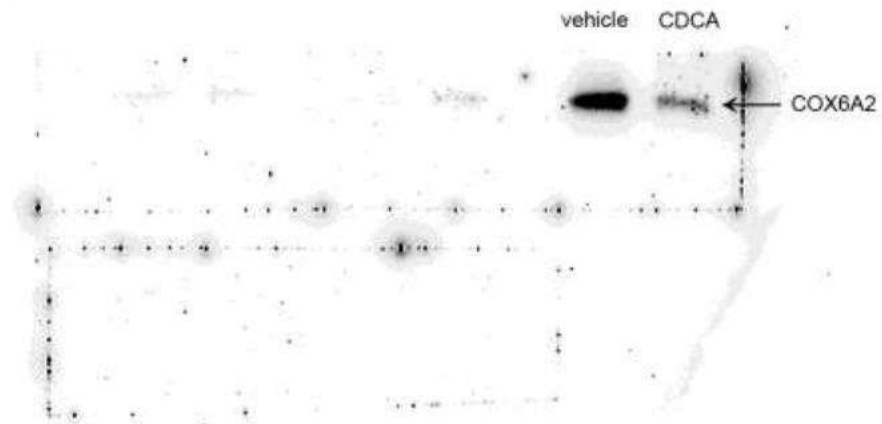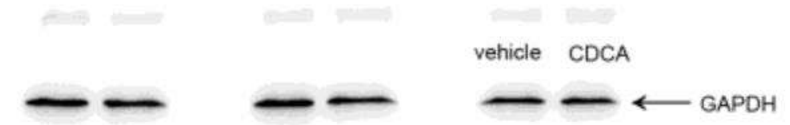

Fig. 6A

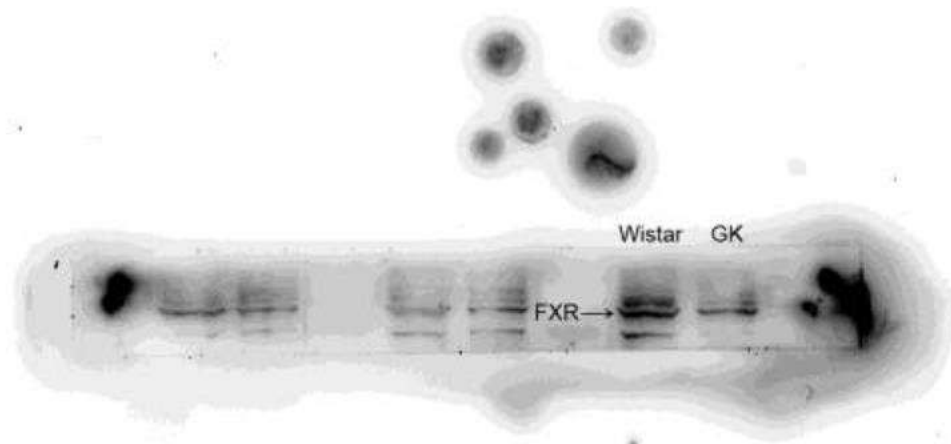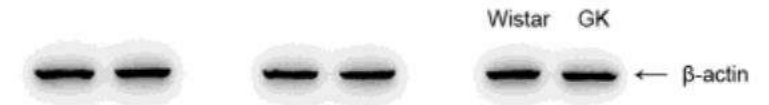

Fig. 6B

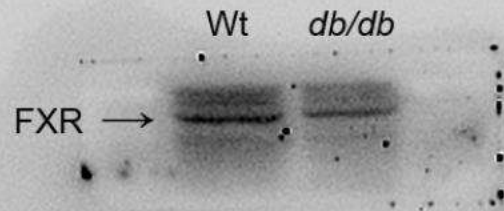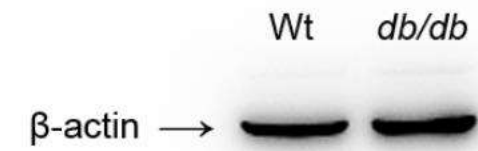

Fig. 6C

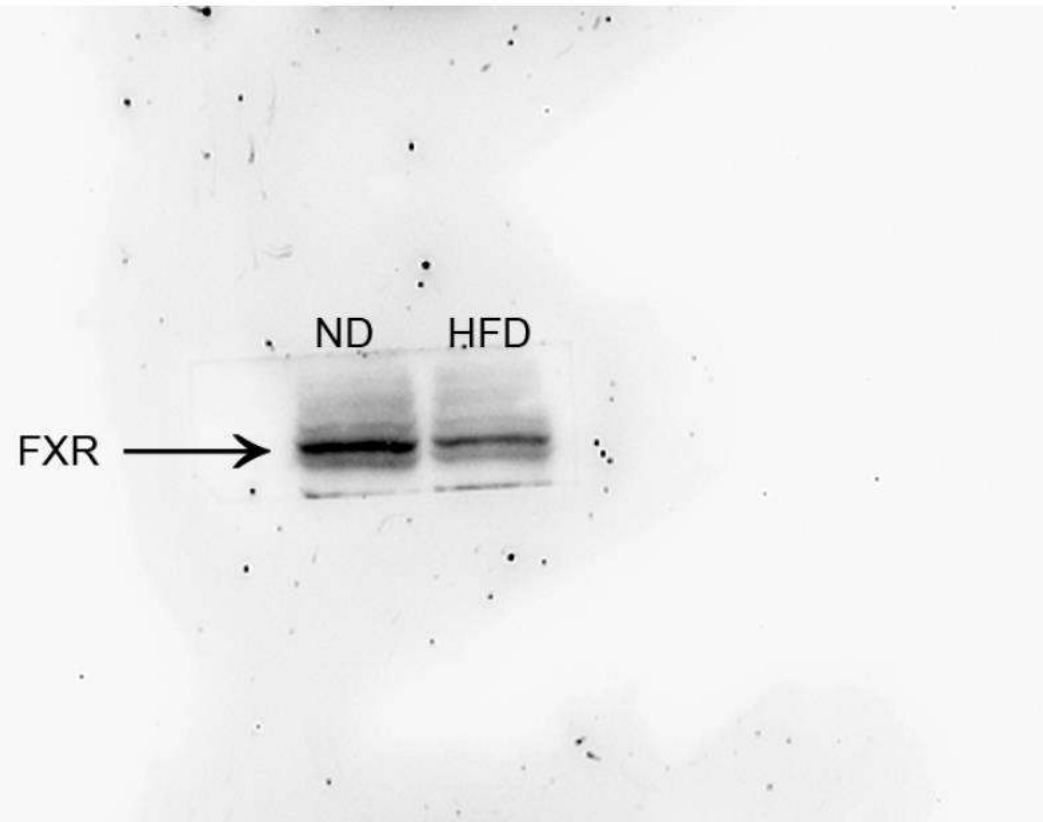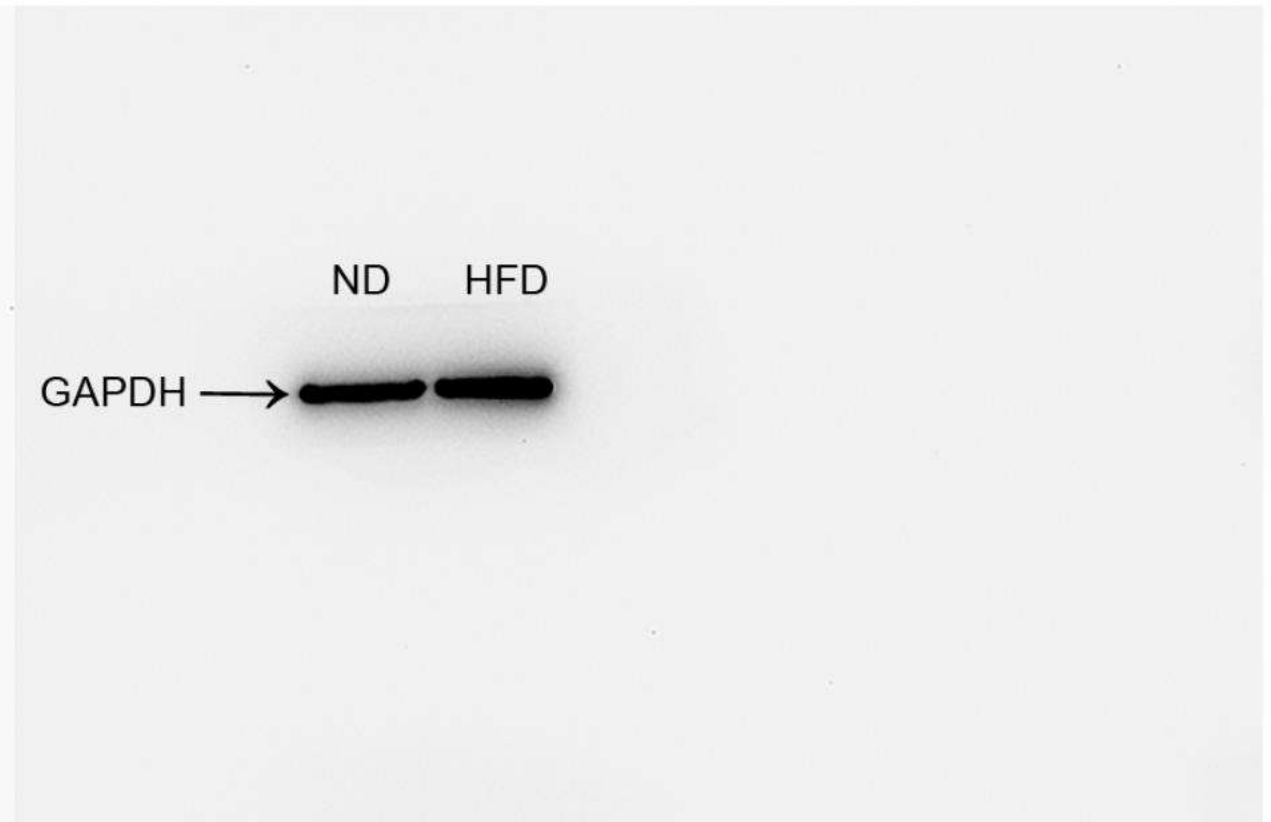

Fig. 6D

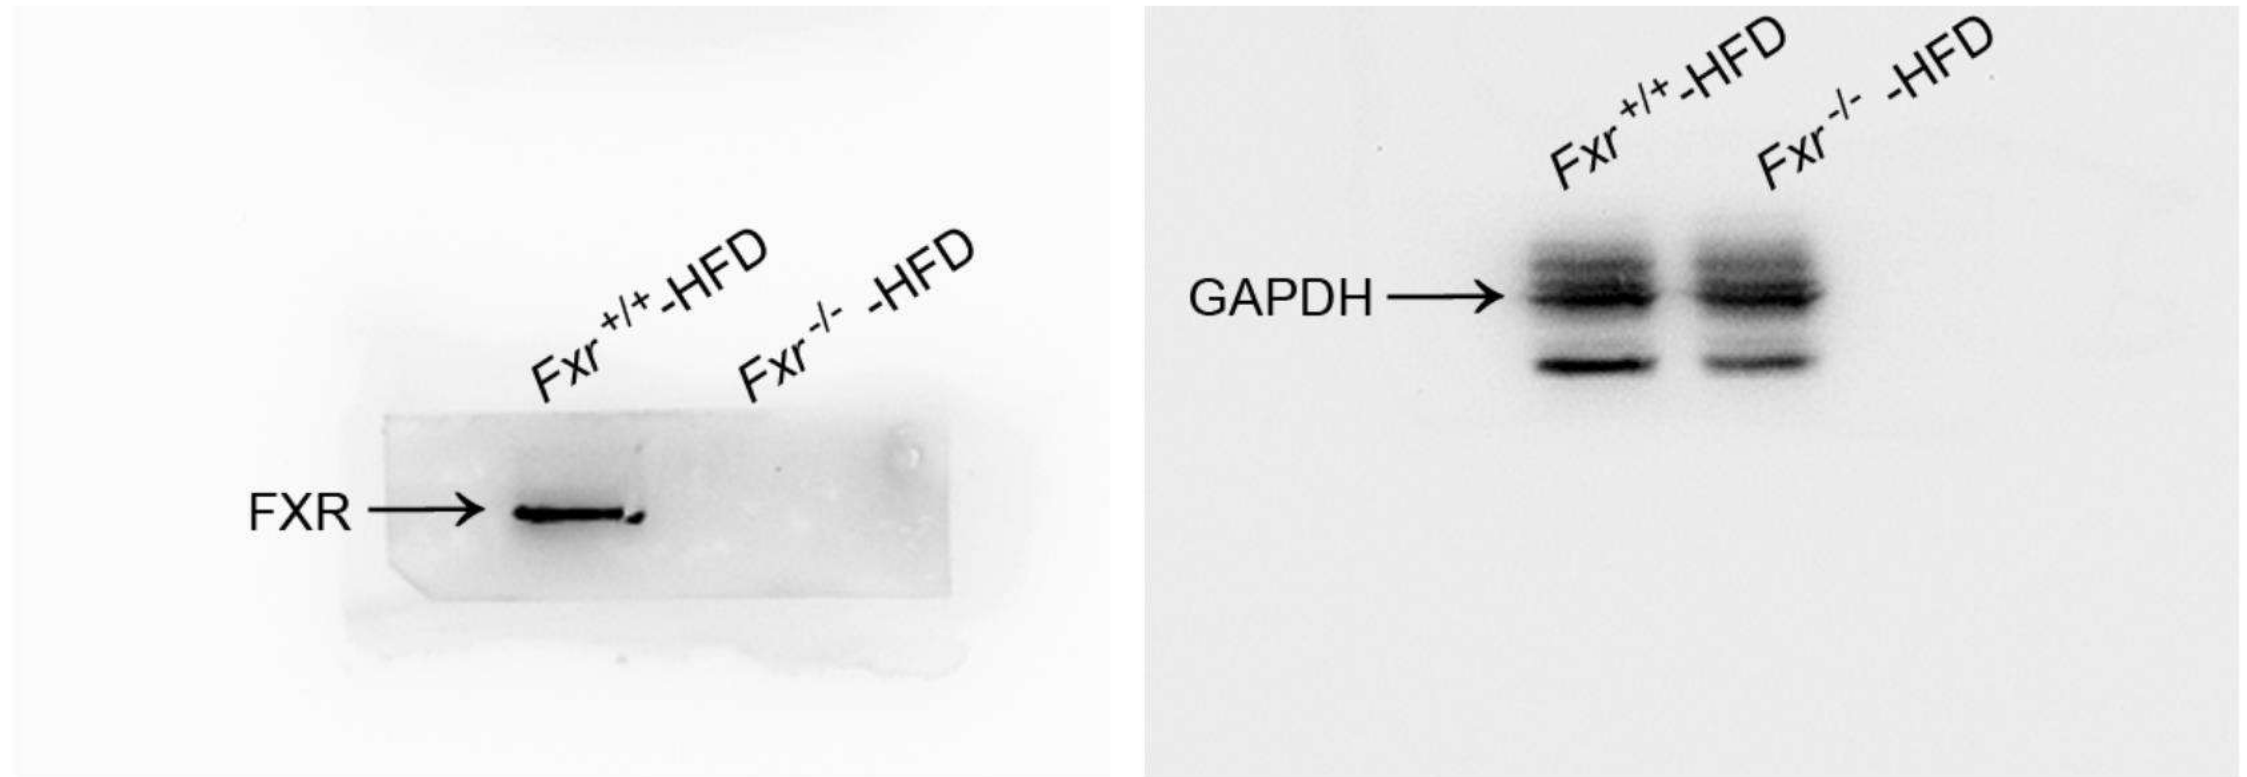

Fig. 6F

cleaved  
-caspase3

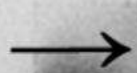

$Fxr^{+/+}$ -HFD

$Fxr^{-/-}$ -HFD

$\beta$ -actin

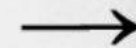

$Fxr^{+/+}$ -HFD

$Fxr^{-/-}$ -HFD

Fig. 6M

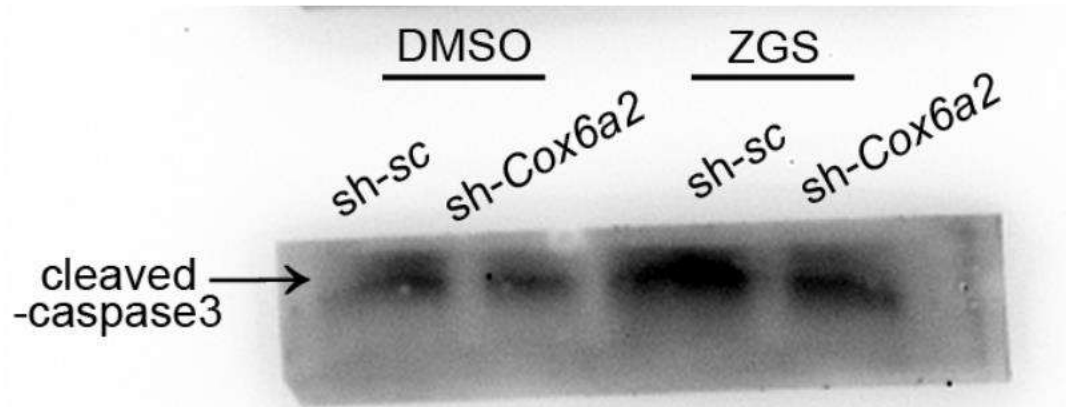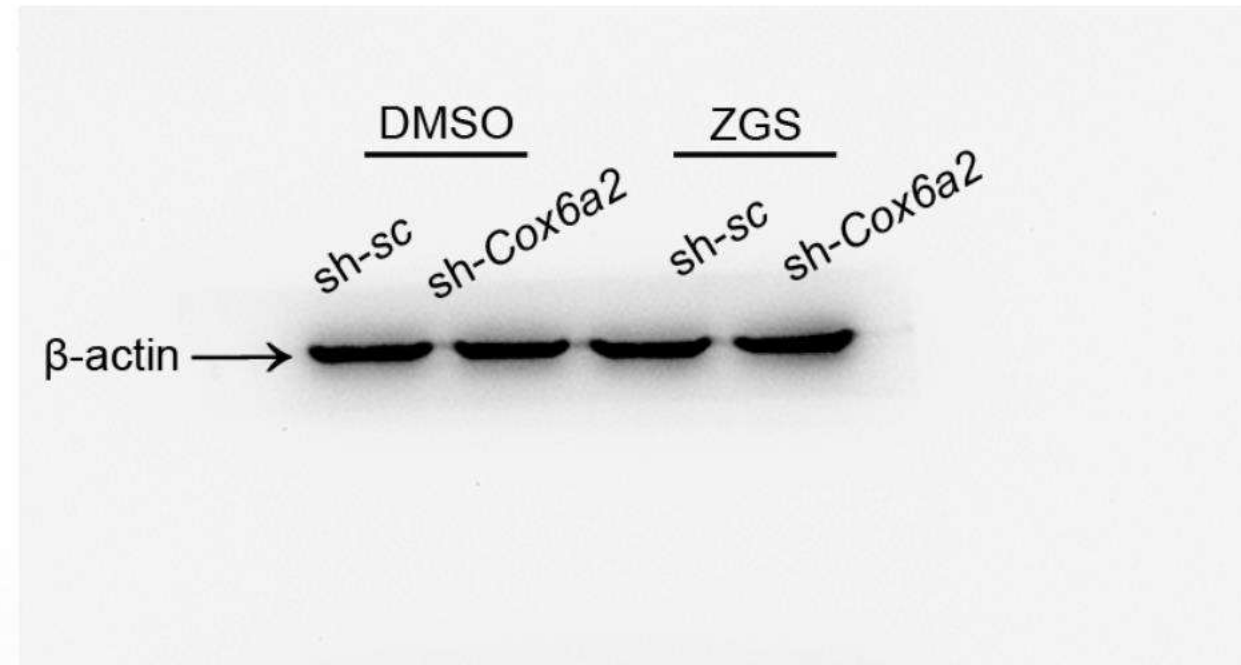

# Supplementary Fig. S1

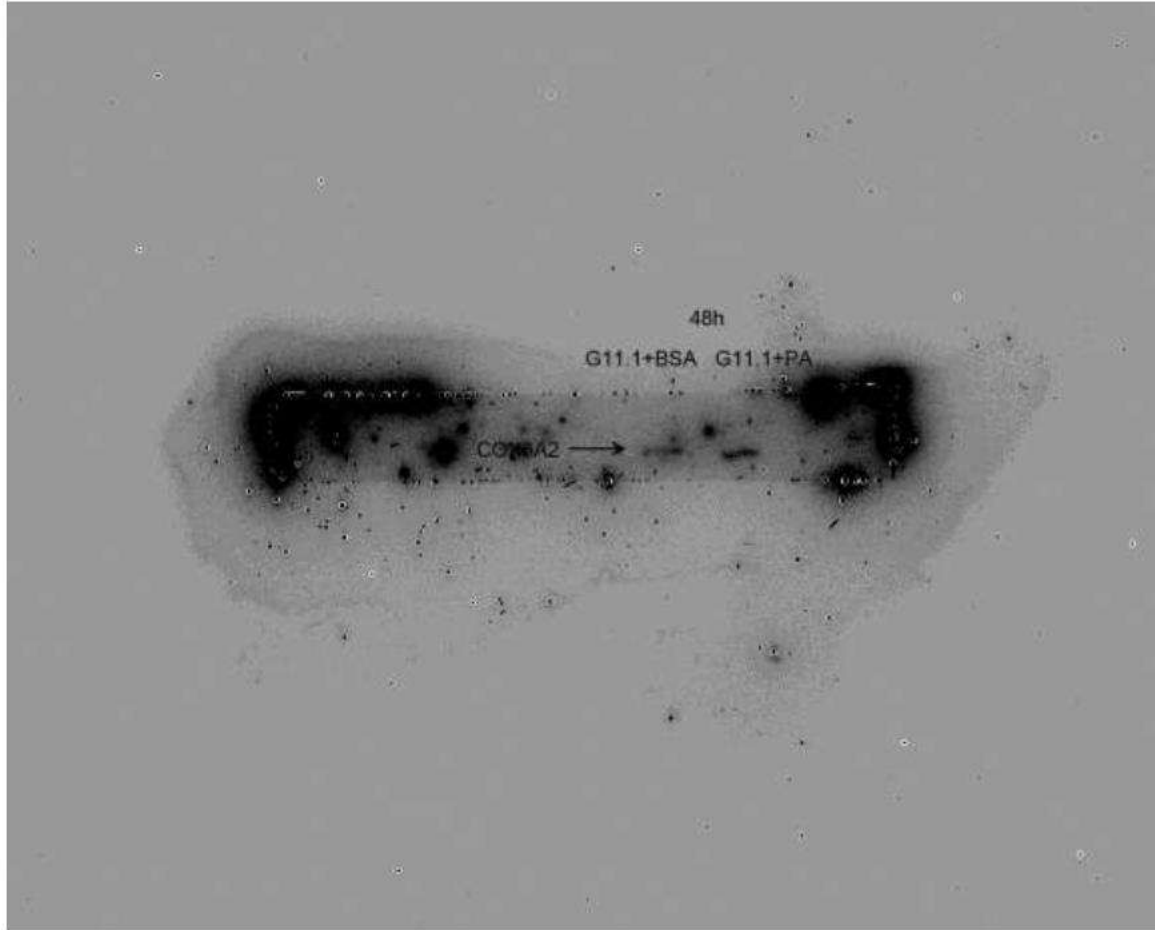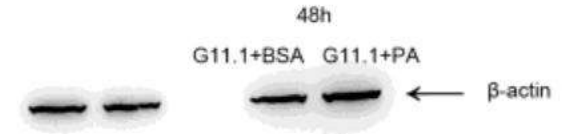

# Supplementary Fig. S2A

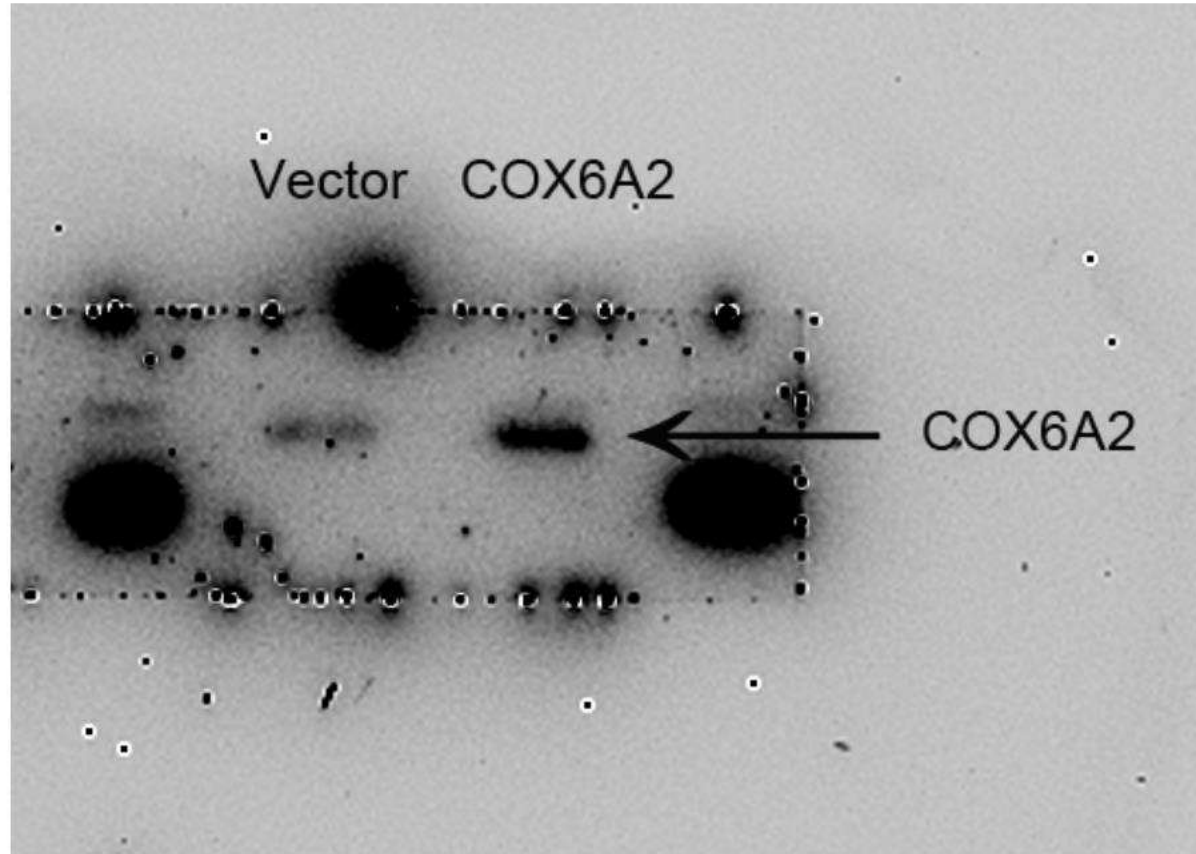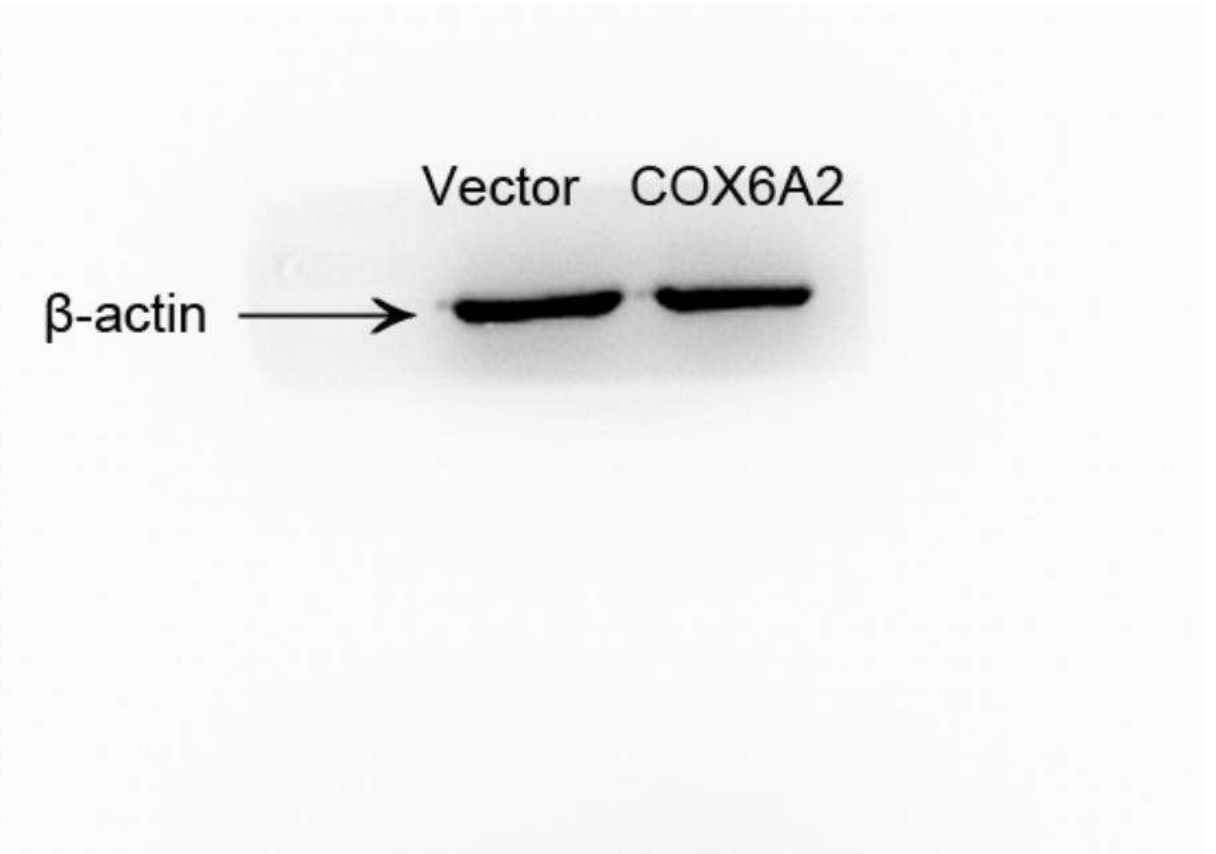

# Supplementary Fig. S2B

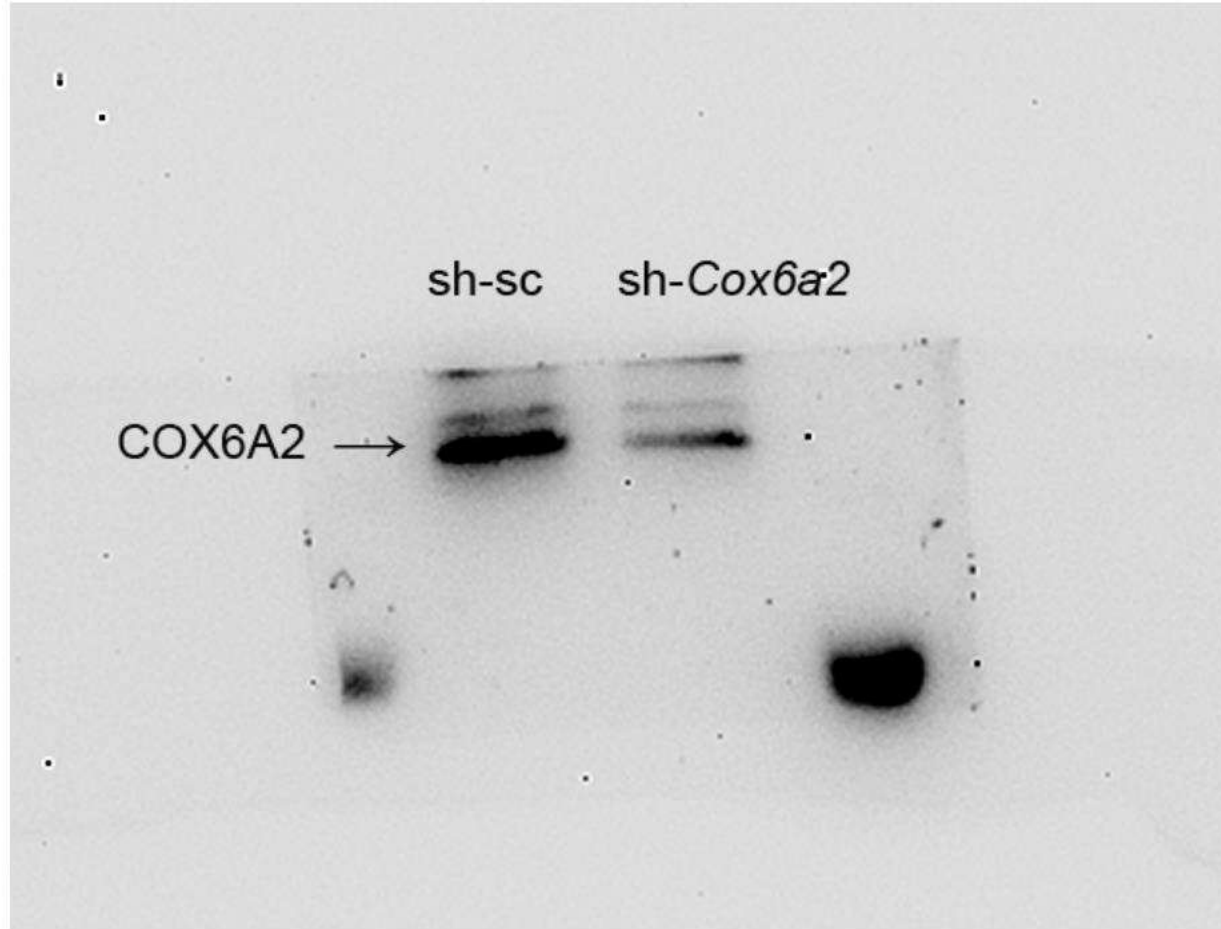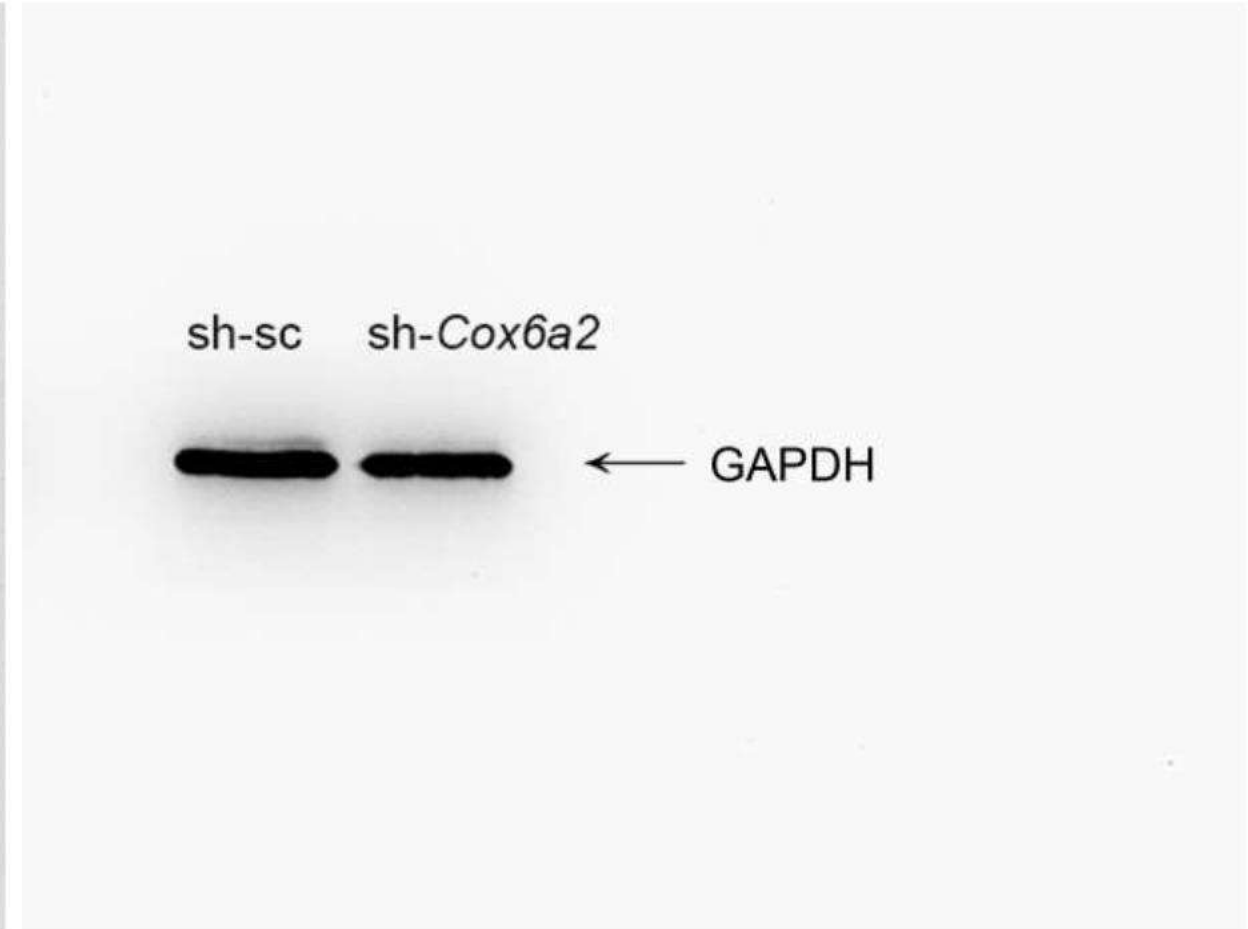

# Supplementary Fig. S2C

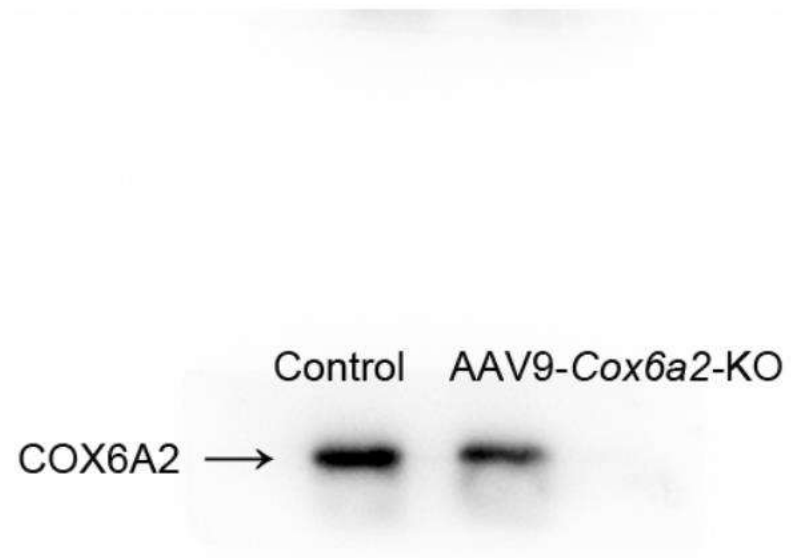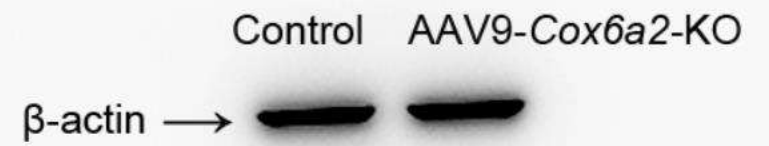

# Supplementary Fig. S2D

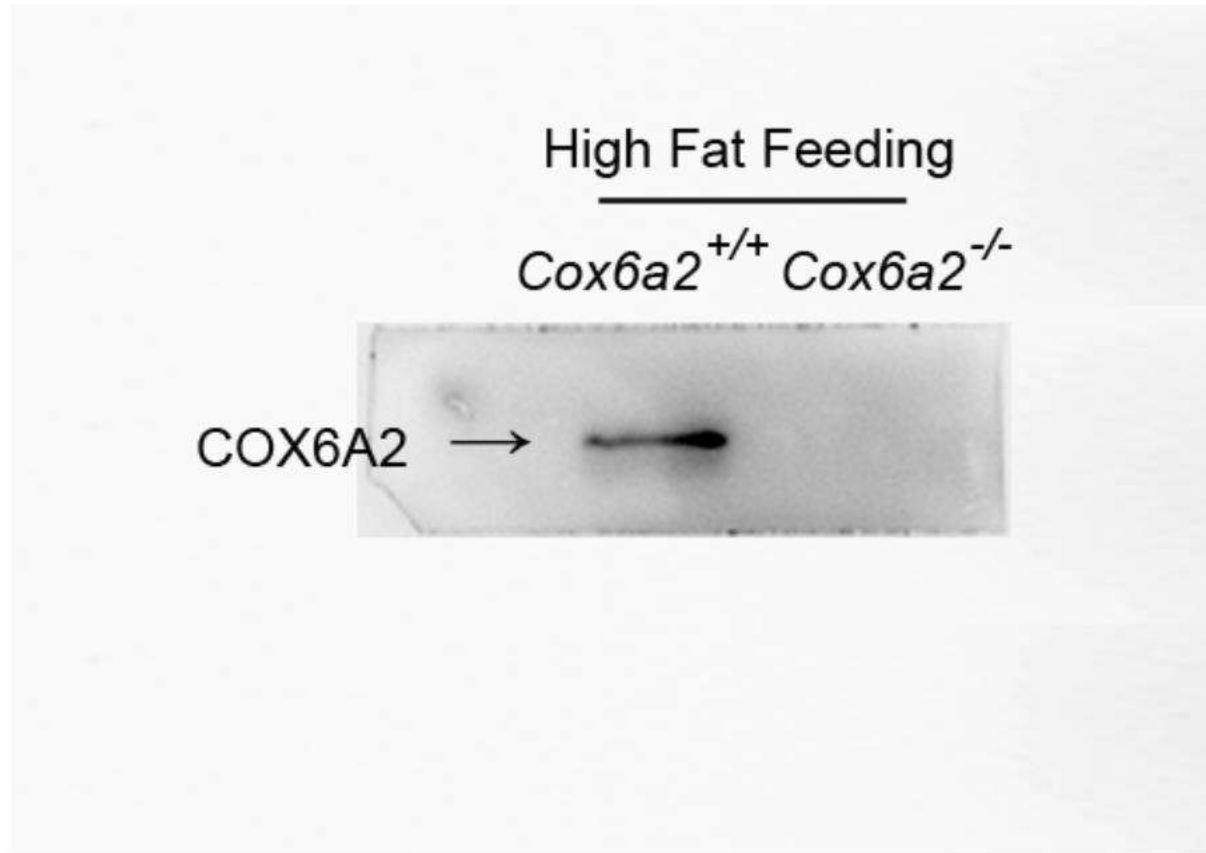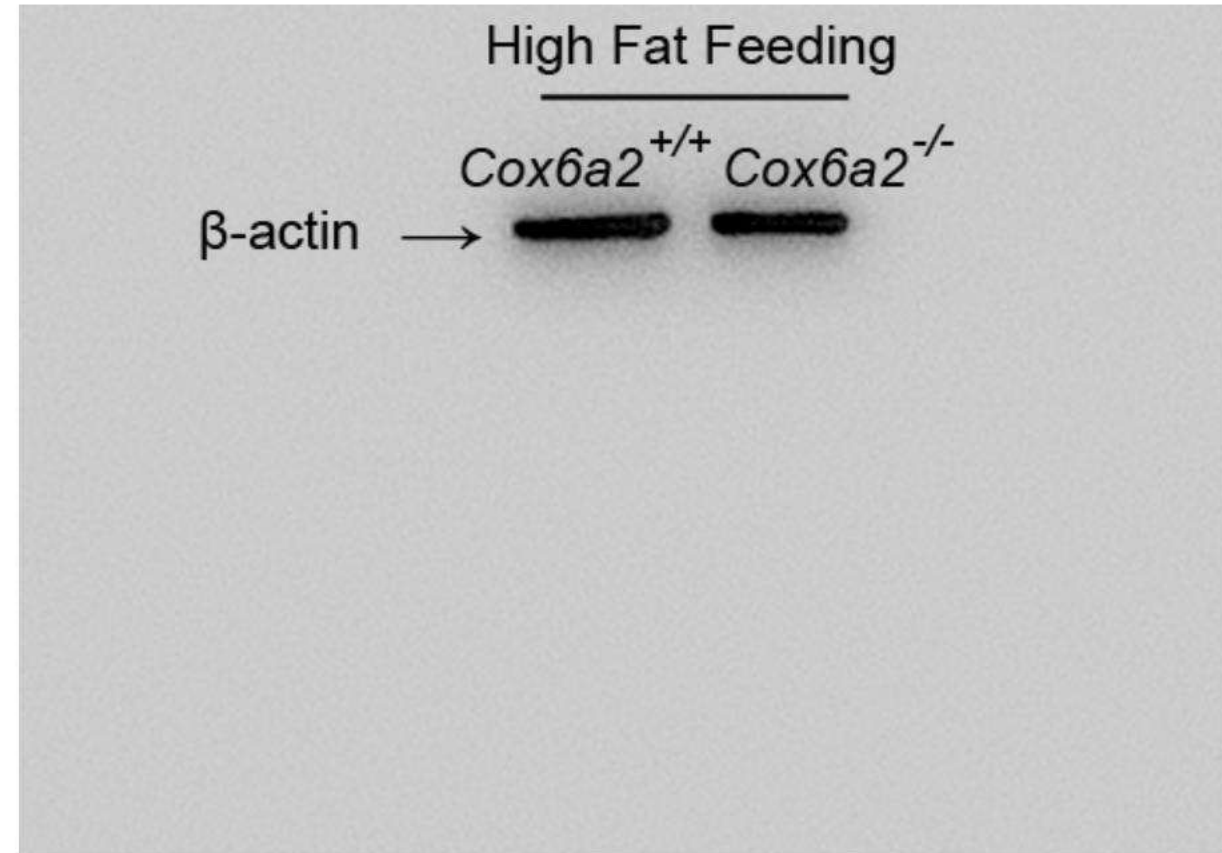

# Supplementary Fig. S4

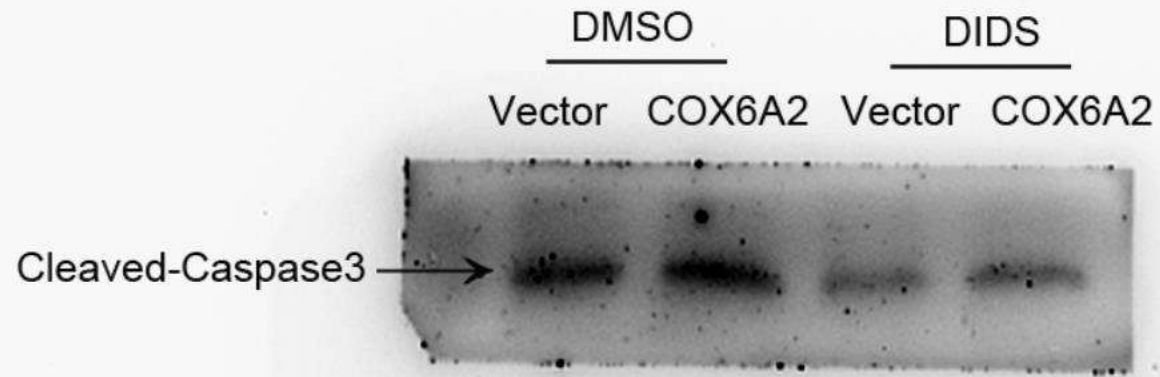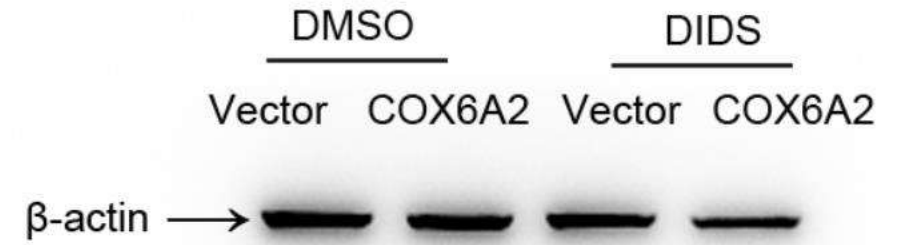

# Supplementary Fig. S5B

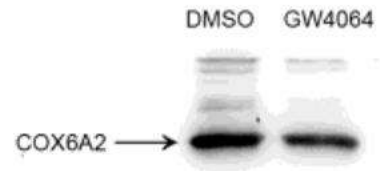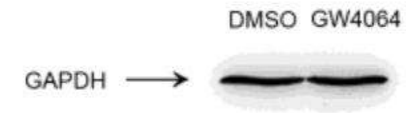

# Supplementary Fig. S6B

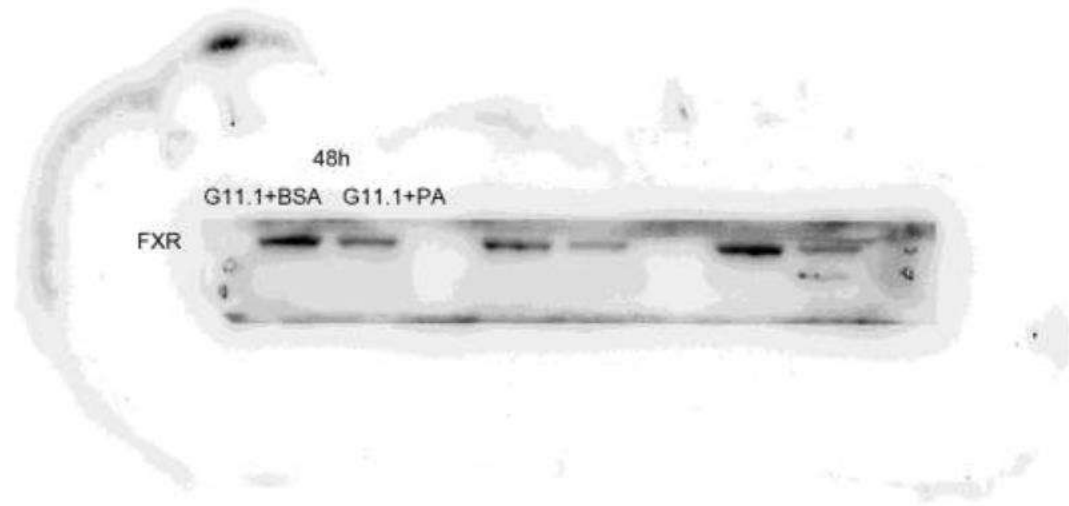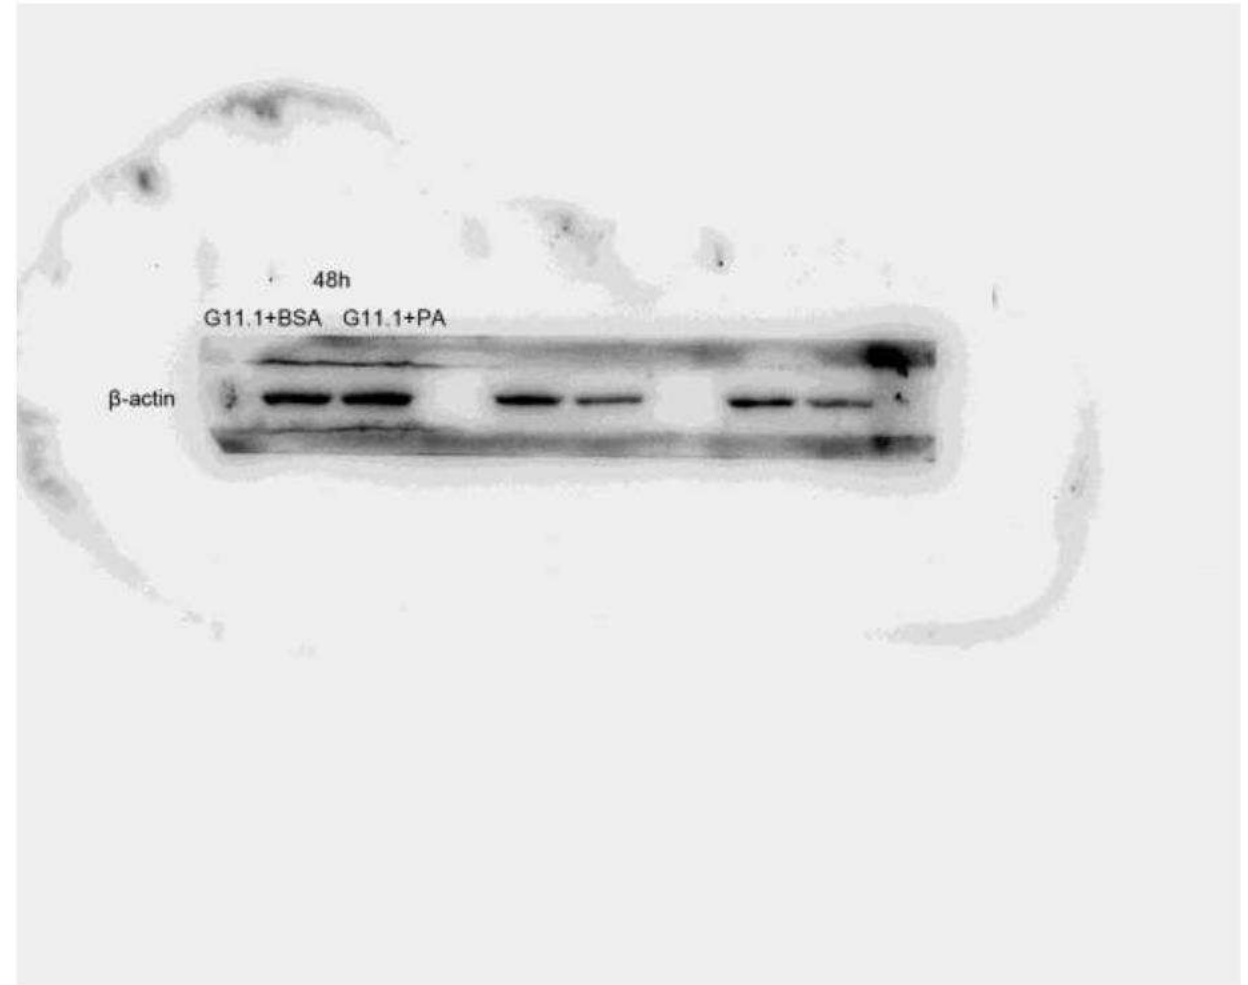

# Supplementary Fig. S7A

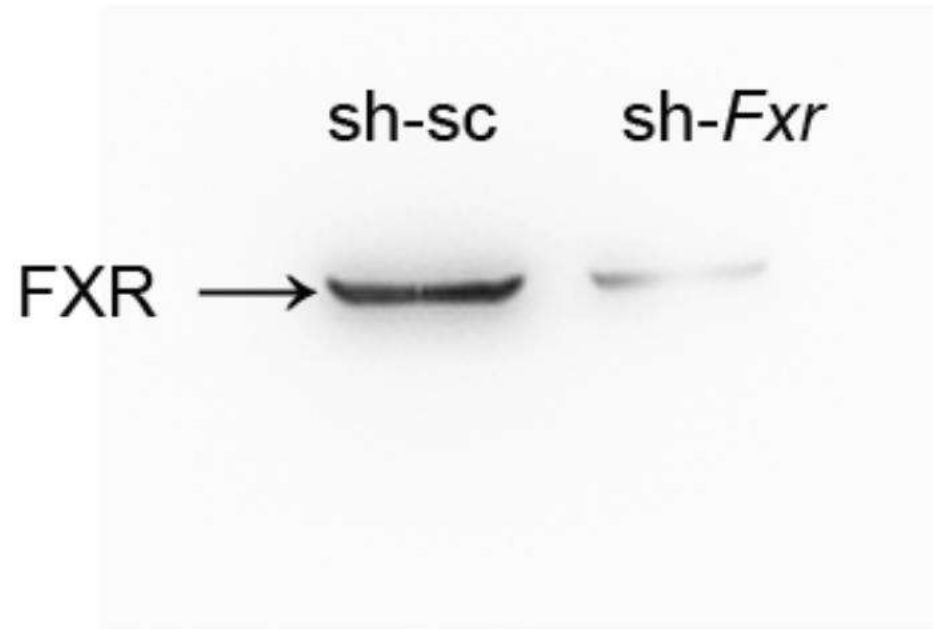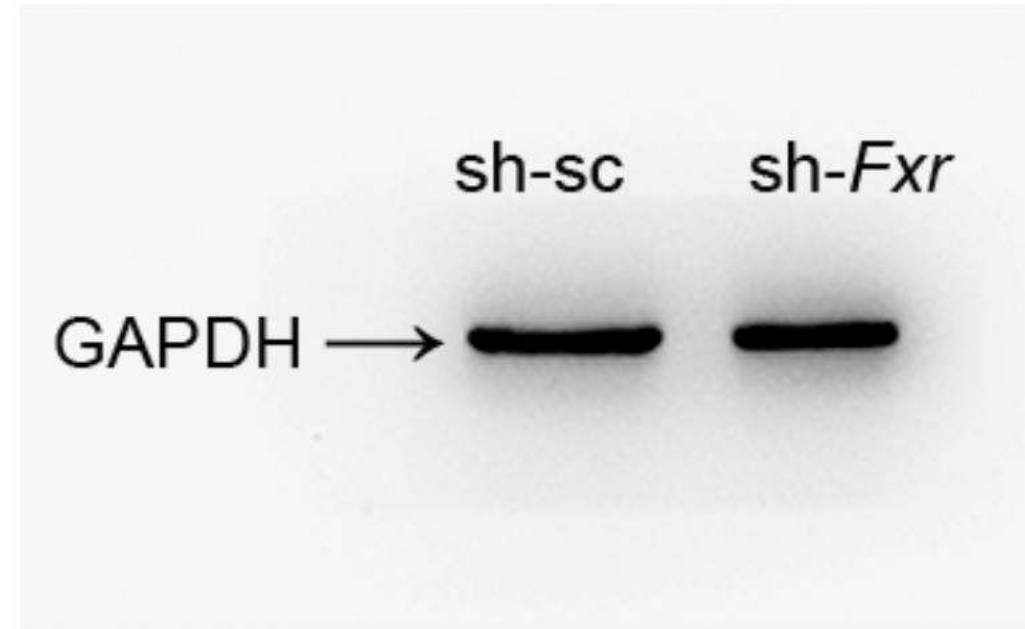

## Supplementary Fig. S7B

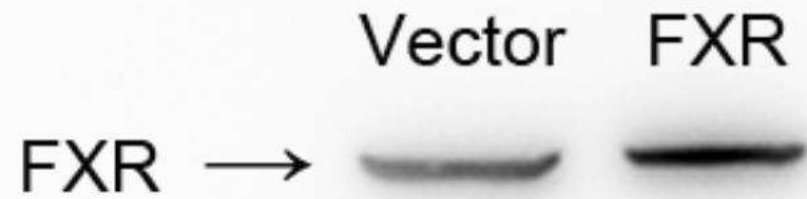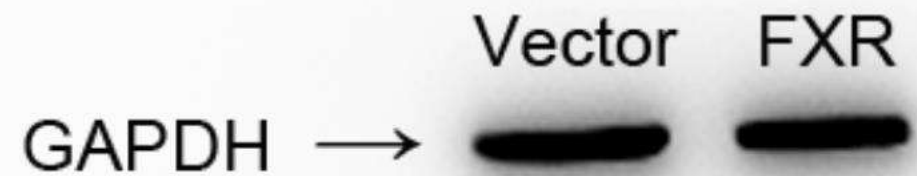

# Supplementary Fig. S8A

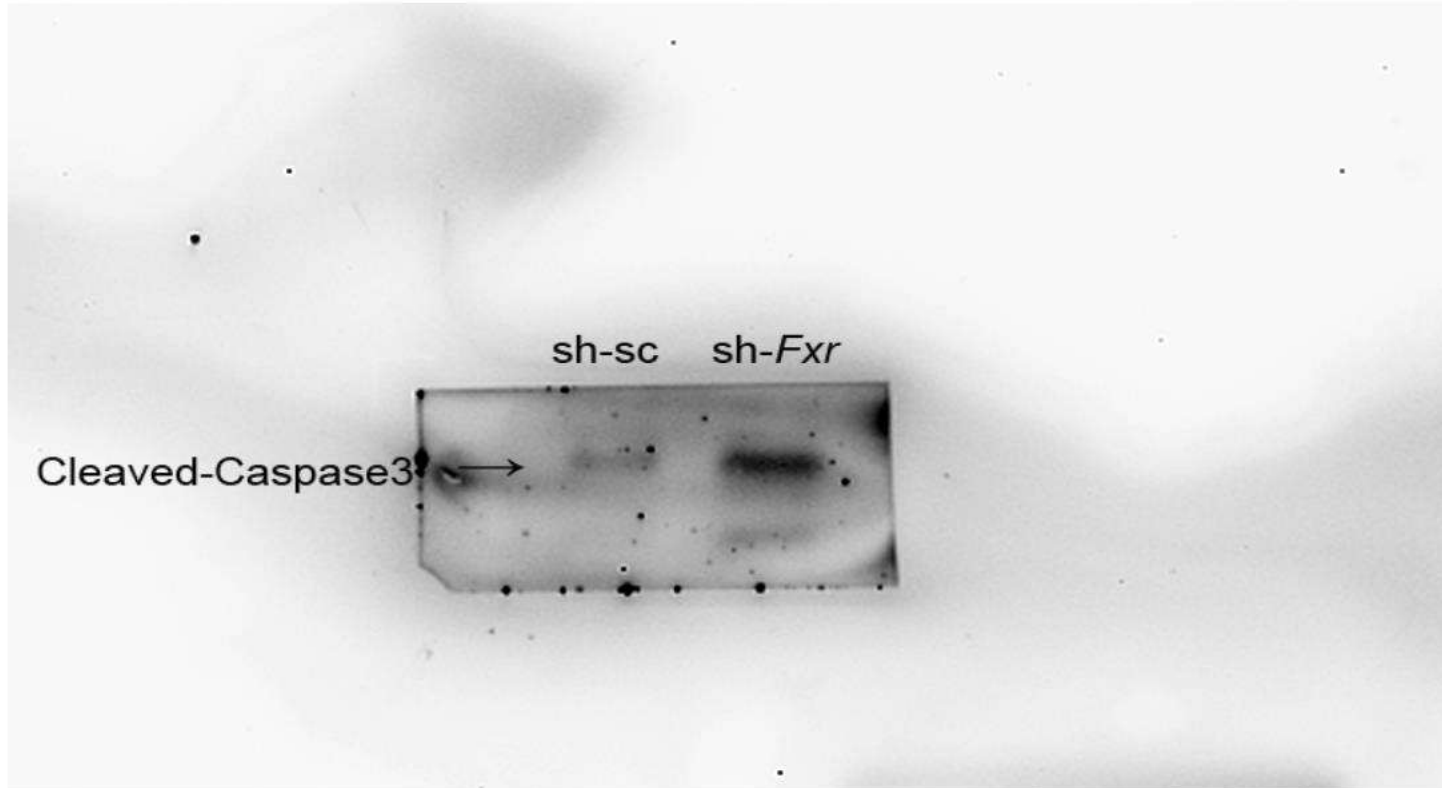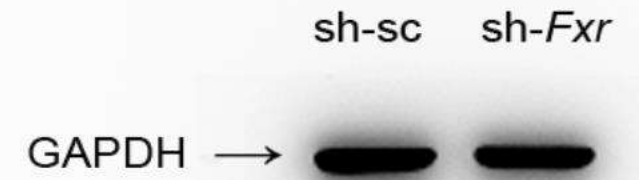

# Supplementary Fig. S8C

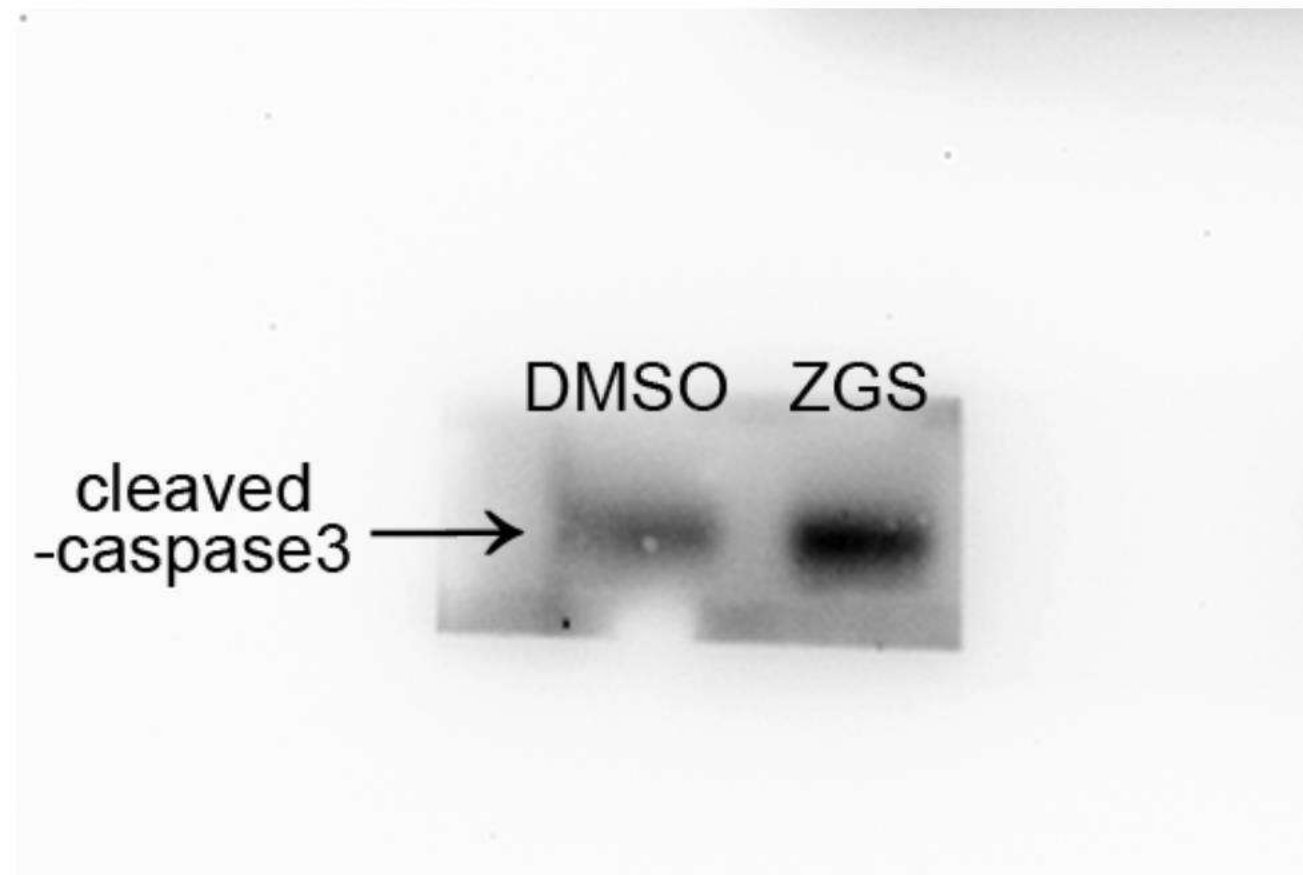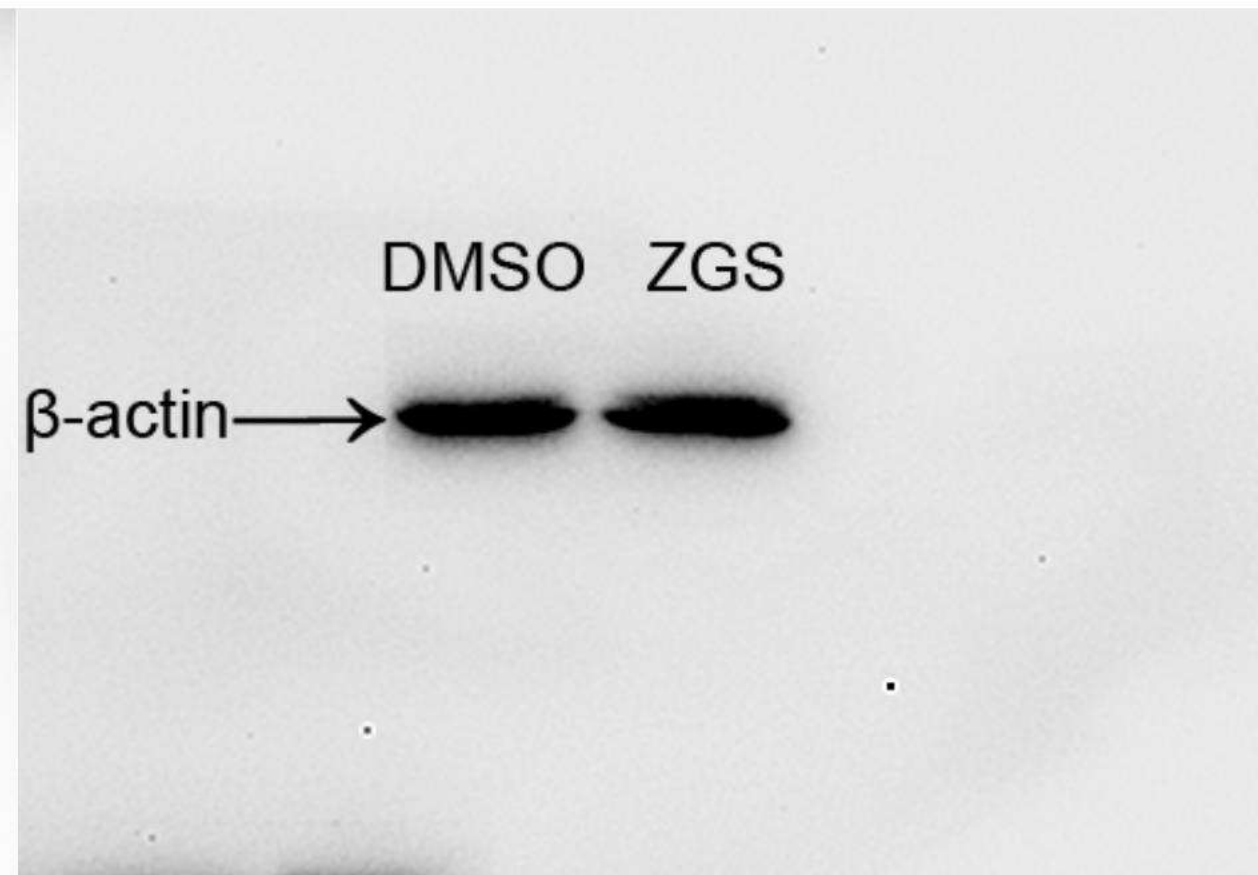

# Supplementary Fig. S8D

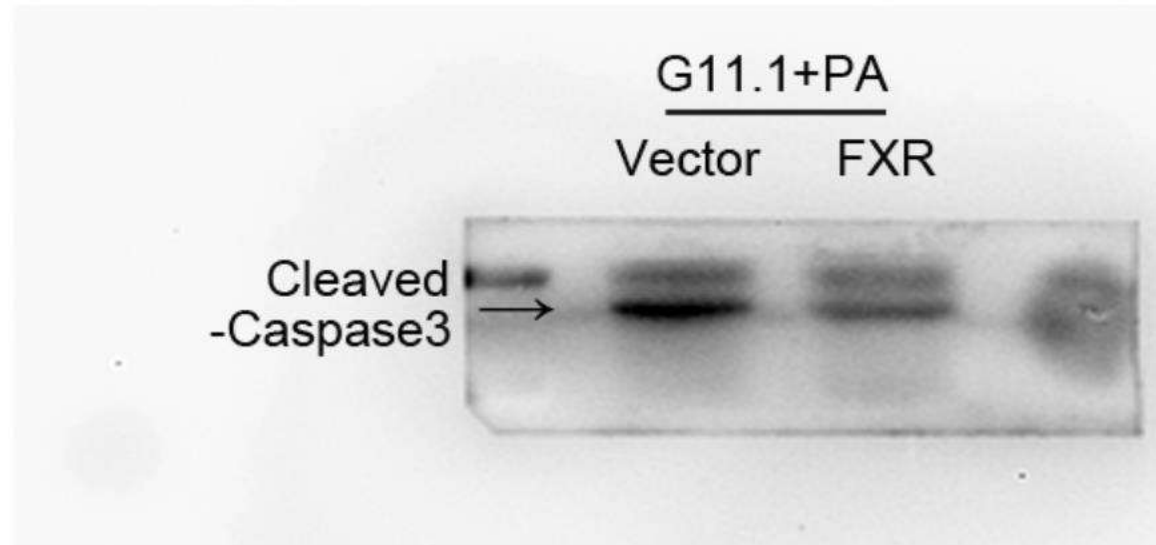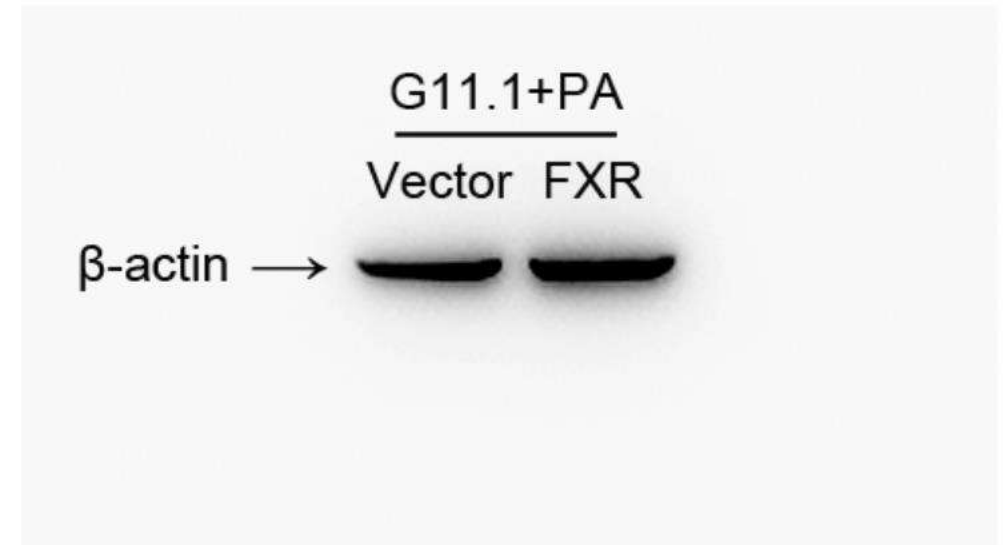

# Supplementary Fig. S9

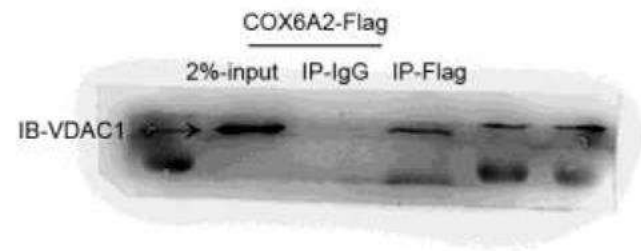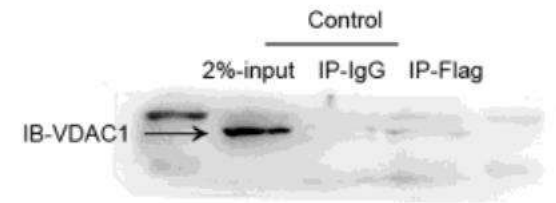

# Supplementary Fig. S9

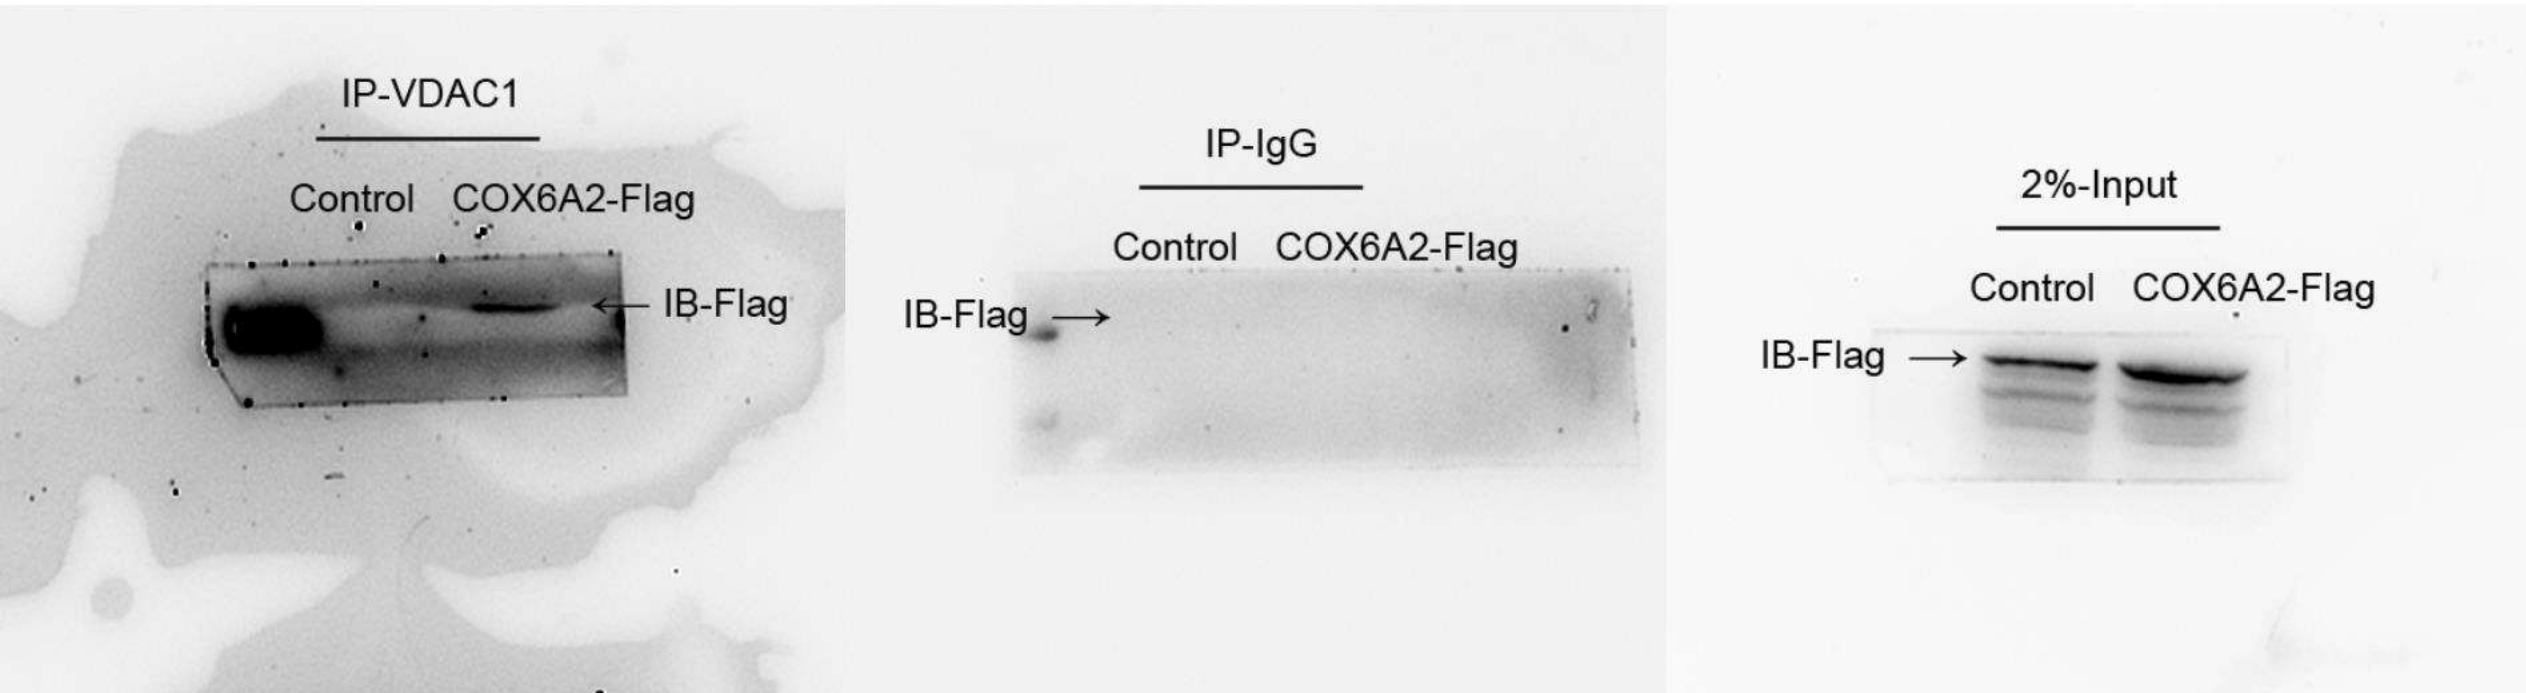

**Supplement:** Supplementary file 11 — Supplemental Material 2

# Supplementary material for: FXR-regulated COX6A2 triggers mitochondrial apoptosis of pancreatic β-cell in type 2 diabetes
**Source:** Cell Death Dis. 2024 Dec 20;15(12):920. doi: 10.1038/s41419-024-07302-4
**Supplement:** Supplementary file 13 — Supplementary Table 1

**Table 1. List of primers used for real-time PCR**

| Gene | Primers |  |
| --- | --- | --- |
| *Bax* | Forward 5’-GCAAACTGGTGCTCAAGG-5’  Reverse 5’-GGTCCCGAAGTAGGAAAGG-3’ | |
| *Vdac1* | Forward 5’- CTTGGCTATGAGGGTTGG -3’  Reverse 5’- CCTGATACTTGGCTGCTATT -3’ | |
| *Cox6a2*  *Gapdh* | Forward 5'- TGACCTTTGTGCTGGCTCT -3'  Reverse 5'- GAAGGGCTTGGTTCGGAT -3'  Forward 5'- CCTTCATTGACCTCAACTAC -3'  Reverse 5'- TCGCTCCTGGAAGATGGTGAT -3' | |
| *Actin*  (beta) | Forward 5'-GTAAAGACCTCTATGCCAACA-3'  Reverse 5'-GGACTCATCGTACTCCTGCT-3' | |

# Supplementary material for: FXR-regulated COX6A2 triggers mitochondrial apoptosis of pancreatic β-cell in type 2 diabetes
**Source:** Cell Death Dis. 2024 Dec 20;15(12):920. doi: 10.1038/s41419-024-07302-4
**Supplement:** Supplementary file 14 — Supplementary Table 2

**Table 2. List of primers used for ChIP assay**

| Gene | Primers |  |
| --- | --- | --- |
| *Cox6a2 promoter* | Forward 5’-ACACGATGGCGGTAGAGG-3’  Reverse 5’-GATGGCTCAGCGGTAAGG-3’ | |

How the deposited data were processed for this re-analysis (not part of the article)

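RNA-seq of islets from FXR+/+ and FXR-/- mice was re-analysed. The genotype, sex and age of the 6 libraries were taken from the sample labels, and the names of the genotypes from the paper. Each genotype has a female 1, a male 1 and a male 2. The paper's text gives no method for the RNA-seq, so how reads were trimmed, aligned and assigned is not known here.

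The authors deposited counts per gene as whole numbers, without normalization, for 19342 genes listed by NCBI gene identifier, of which 31 are listed by a transcript identifier. No column of values per sample was left unused, and no line without a gene was found. The authors also deposited counts per exon, whose positions are those of GRCm38. The start and end of 86.7% of the 139263 exons are those of an exon in GENCODE vM21. The exon counts sum to 32.3% to 36.6% of the gene counts, by a rule that is not stated. The authors deposited a comparison of the genotypes made with DESeq, in which the signal is the mean over the libraries of counts divided by size factors, the log2 fold change is that of FXR-/- over FXR+/+, and the p-value and q-value are the authors' own. The deposited mean was computed again from the gene counts for 100% of genes. The deposited log2 values were within 0.01 of DESeq2 with a genotype term alone for 53.5% of genes without shrinkage of fold changes and for 20.7% with it, so the authors' exact procedure is not identified here. In the deposited table the q-value is exactly 1 for 7744 genes, of which 17 have a p-value under 0.001.

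The gene counts were tested in R 4.3.3 with edgeR 4.0.16, using filterByExpr with the genotype as group (minimum count 10, minimum total 15), TMM normalization and glmQLFit with its current dispersion estimates and glmQLFTest, with terms for sex and genotype. All 6 libraries entered the fit. With 3 residual degrees of freedom, the prior degrees of freedom were 4.43. The p-values were adjusted by the method of Benjamini and Hochberg, and genes with an adjusted p under 0.05 were called changed, with or without an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were taken from the F statistic. For the highest counts, *Ins1* and *Ins2*, the standard errors of this fit are inflated by the trend of the prior variance, and they are not printed. CPM values are counts scaled to library size after TMM normalization. Exons were tested with the same model, over 26998 of the exons. The permutation tests used log2 CPM with 0.01 added, over all 20 relabellings of 3 libraries against 3, and were two-sided. A fold against a group at or under 3 counts per library is a lower bound computed from 3 counts.

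Gene lists were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01 and with fry. Of 19 lists, 16 had at least 3 tested genes: complex IV subunits, mitochondrial apoptosis, FXR target genes, beta cell, alpha cell, delta cell, acinar, ductal, endothelial, stellate and fibroblast, macrophage, B cell and lymph node, striated muscle, Y-linked, immediate early and stress, and unfolded protein response. A further 3 lists, of interferon-stimulated genes and of clock genes in the phase of *Arntl* and in the opposite phase, were added after the values were seen. The share of changed genes within 20 Mb of *Nr1h4* was compared with that of all other genes by Fisher's exact test, with positions of RefSeq in GRCm38 for 19276 genes. *Nr1h4* itself was left out of that count, a choice made after the count with it was seen. A model with an interaction of genotype and sex was fitted as well.

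The alternatives were a fit without sex, a fit with the replicate number as a block, males alone, DESeq2 1.42.0, edgeR's legacy dispersion estimates, other scalings (DESeq2's size factors, upper quartile, library size alone), other filters on low counts (none, or at least 10 counts in every library), the exon counts summed per gene, counts without the 20 most abundant genes, a term for acinar RNA, and each library left out in turn. The robust prior of edgeR, its combination with legacy estimates and DESeq2 without sex were added after the values were seen. The replicate numbers were checked for pairing: the deviations of same-numbered libraries from the means of their genotypes correlated at 0.361 (female 1), 0.367 (male 1) and 0.323 (male 2) across genes, while those of libraries with different numbers and genotypes correlated at 0.0200 or below. The pairing comes from the numbers in the labels, and whether it marks litters, batches or days is not stated. Deviations within a genotype cancel out, so positive correlations of same-numbered libraries by themselves lower the others. By log2 CPM, male 1 of FXR-/- correlated more with male 1 (0.983) than with male 2 (0.963) of FXR+/+. Male 2 of FXR-/- correlated more with male 1 (0.987) than with male 2 (0.981), so the pairing of the males is uncertain. No pair of libraries differed by as little as sampling noise.

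The genes named in the text are every gene the paper names that was counted, every gene in the authors' filtered comparison, the 10 with the largest change among those with an adjusted p under 0.05 and the same direction in all 3 pairs (0 genes met this), and members of reported lists. Other genes are named as chosen after their values were seen. Some results that entered the counts given here are not reported here one by one. The mitochondrially encoded *mt-Co2* was not analysed here. The scripts were tested on simulated counts drawn from the means and depths of the real libraries, with 200 genes changed by a log2 fold change of 1. A list of 20 changed genes had a p-value of 9.12e-36 by camera and 3.18e-06 by fry, and a list of 20 unchanged genes had 0.441 and 0.221. Each simulated gene was drawn independently, without variation shared between genes. Depth limits the values of rare transcripts most: *Trpa1* had 1.14 ± 0.572 CPM (SD, n = 3) in FXR+/+ and 1.04 ± 0.559 CPM (SD, n = 3) in FXR-/- islets.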

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

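The comparison of exons, the choice of the genes and exons treated in this part, the tests of exons near *Nr1h4* and of *Fgd6*, the scan of windows, the counts near *Nr1h4* by the replicate block and by DESeq2, the choice to leave *Nr1h4* out of the count of genes near it, the test of interferon-stimulated genes in males alone and the limits that decided between explanations were chosen only after the values were seen. The tests of *Gas2l3*, of clock genes, of all interferon-stimulated genes and of macrophage genes were written down after the genes had been noticed but before their own values were seen. The lists of clock and interferon-stimulated genes were added after the values of the noticed genes were seen. Their results are therefore not predictions set before the data were examined.

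The exon counts, which the paper does not report on, had 5 of 26998 exons with an adjusted p under 0.05 in edgeR's test, and 4 of them lie on chromosome 10 around the targeted gene. The last exon of *Nr1h4* had 210 counts over the FXR+/+ libraries and 0 over the FXR-/- libraries (edgeR adjusted p = 0.00641). The last exon of *Gas2l3*, the neighbour 10253 bases away, rose by a log2 fold change of 2.63 (standard error 0.270, edgeR adjusted p = 0.0105). The last exon of *Fgd6* changed by −1.73 (standard error 0.165, edgeR adjusted p = 0.00764) and that of *Ndufa12* by −2.89 (standard error 0.313, edgeR adjusted p = 0.0107). Leaving *Nr1h4* out, 3 of the 4 exons lie within 20 Mb of it, where 2.06% of the tested exons lie (Fisher's exact test, two-sided, p = 3.44e-05). The test was chosen after these exons were seen, and *Fgd6* and *Ndufa12* lie close to each other, so it decides nothing about chance, which stays open.

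Genes near the targeted gene were compared with all others as well. Within 20 Mb of *Nr1h4*, 13 of 293 genes (4.44%) had an unadjusted p under 0.01 in edgeR's test, against 332 of 14302 elsewhere (2.32%; Fisher's exact test, two-sided, p = 0.0293), and with *Nr1h4* counted 14 of 294 (p = 0.0173). The rule written down took a p above 0.05 as chance, but the p was 0.0318 within 10 Mb and 0.191 within 40 Mb. By adjusted p, edgeR's test with a term for sex called 0 genes within 20 Mb. The replicate block pairs libraries by the numbers in their labels. It called 3 of 293, *Gas2l3*, *Fgd6* and *Lingo3*, against 20 of 14302 elsewhere (Fisher's exact test, p = 0.0105). DESeq2 called 7 against 169 (Fisher's exact test, p = 0.0923). Both of these counts were chosen after the values were seen, and neighbouring genes are not independent, so chance remains open. Without the genes within 1 Mb of *Nr1h4* 11 of 282 had an unadjusted p under 0.01 (Fisher's exact test, p = 0.106), so whether the excess is limited to immediate neighbours cannot be told apart from too few genes. In a scan of 144 windows of 20 Mb, the window of *Nr1h4* had rank 2 (Fisher's exact test for an excess, p = 0.0106, Benjamini-Hochberg adjusted p = 0.741). No window had a lower adjusted p, so none stood out.

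A candidate explanation for *Fgd6* and *Ndufa12* is sequence of another mouse strain carried along with the targeted allele, which could lower the reads assigned to an exon that differs from the reference. The last exon of *Fgd6* moved by −1.30 (standard error 0.218) relative to its large early exon, so the gene's exons moved apart, but an allele with another transcript end would move them apart as well, and these cannot be told apart without the reads. For *Gas2l3*, a candidate explanation is transcription that runs on from *Nr1h4*, whose last exon is lost. The first exon of *Gas2l3* had 7 counts over the FXR-/- libraries and 0 over the FXR+/+ libraries. Spliced RNA that runs on could skip this exon and unspliced RNA would cover it, so these few counts decide nothing. A change of *Gas2l3* through FXR stays open, untested. *Gas2l3* as a gene rose from 0.713 ± 0.251 to 4.64 ± 0.309 CPM (SD, n = 3), a log2 fold change of 2.71 (edgeR adjusted p = 0.129, with the replicate block 0.0248, and from 3.33e-10 to 0.650 over the alternatives). The 0.650 was the lowest adjusted p of any gene in its fit.

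Among the genes that the authors' deposited table marks and the paper does not discuss, *Oas2* had a log2 fold change of 1.85, *Slc41a3* 1.77, *Nebl* −1.50, *Spp1* 1.08, *Npas2* 3.31 and *Relt* 1.19 in edgeR's fit, with adjusted p from 0.129 to 0.287. *Oas2*, *Cmpk2* and *Rsad2* are interferon-stimulated, and the latter pair was chosen after the values were seen. With the replicate block the edgeR adjusted p was 0.0173 for *Oas2* and 0.0437 for *Cmpk2* and for *Rsad2*. Over the alternatives it reached 0.650, the lowest of any gene in that fit, for each of these genes. A general interferon response may raise them. As written down after *Oas2*, *Cmpk2* and *Rsad2* had been noticed, the other interferon-stimulated genes rose, 17 of 18 with a median log2 fold change of 0.48. This rise rests on the female pair: *Irf7* had 19.8 CPM in female 1 of the FXR-/- islets and at most 6.00 CPM in the other libraries. In males alone *Oas2*, *Cmpk2* and *Rsad2* rose by 1.66, 0.95 and 0.77, and the others went both ways, 8 of 18 higher with a median of −0.045, which decides nothing with 2 libraries per genotype. In the females there is 1 library per genotype. A general response therefore cannot be told apart from an effect of the genotype on these genes. The macrophage list, 8 genes of which 0 are in another list and all 8 have at least 1 CPM in each FXR+/+ library, rose by a median of 0.34. Its most abundant gene, *C1qa*, had 68.5 ± 7.92 CPM in FXR+/+ and 82.0 ± 7.22 CPM in FXR-/- islets (SD, n = 3). Its largest rise was 0.50 (standard error 0.270), for *Cd68*. This argues against more macrophages as the cause for *Oas2*, at 1.85 (standard error 0.174). For *Cmpk2*, at 0.81 (standard error 0.108), and *Rsad2*, at 0.85 (standard error 0.169), the list cannot decide, since *Cd68* is not clearly below them. An effect of FXR on these genes stays open as a hypothesis. For *Slc41a3*, *Nebl*, *Spp1* and *Relt* no explanation was tested.

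*Npas2* and *Arntl* (log2 fold change 2.43, chosen after the values were seen) belong to the circadian clock. If islets of the genotypes were collected at different times of day, clock genes of the opposite phase would fall. They did in the fit: 10 of 10 were lower in FXR-/- islets, with a median log2 fold change of −0.93. The fall did not hold in each pair. In the female pair *Dbp* (15.0 to 20.3 CPM), *Hlf* (8.44 to 10.9), *Per2* (28.7 to 33.5) and *Bhlhe41* (71.0 to 72.1) were higher in FXR-/- islets. The others of the list were lower there. *Per1* was higher in the male 1 pair and *Nr1d1* in the male 2 pair. The unadjusted p of this list from limma's fry was 0.0938. A difference in the time of collection, which the paper's text does not give, could give the fall seen in the fit. A shift of the clock through FXR could do so equally, and the test does not separate them. The same genes differed by sex. In DESeq2's model with an interaction of genotype and sex, 3 genes had an adjusted p under 0.05, *Per3* with a log2 difference of the FXR effect in females against males of 2.09, *Tef* with 1.63 and *Nr1d2* with 1.17. In edgeR's test 0 genes were called (217 at an unadjusted p under 0.05). There is 1 female per genotype, so a single library decides: *Per3* had 20.0 CPM in female 1 of the FXR+/+ islets, against 55.8 and 65.6 CPM in its males and 9.62 to 17.8 CPM in FXR-/- islets. *Arntl* had 10.7 CPM in that library, between the 2.30 and 3.57 CPM of the FXR+/+ males and the 22.1 to 30.2 CPM of the FXR-/- islets. A time of collection of that library unlike that of the FXR+/+ males may account for this, and a sex difference stays open, untested beyond this fit.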

How the results depend on the processing

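The alternatives in this part were set before the data were examined, except the robust prior of edgeR, alone or with legacy dispersion estimates, and DESeq2 without sex, which were chosen after the data were seen. Leaving *Nr1h4* out of the count of genes near it, and naming *Gas2l3*, *Fgd6*, *Cmpk2* and *Rsad2*, were also chosen then. With 1 female left out, the fits with a term for sex take the genotype from the males alone, so the fits without either female and the fit of males alone are not separate evidence.

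*Cox6a2* was higher in FXR-/- islets under all 22 alternatives, with log2 fold changes from 0.93 to 1.29, and *Nr1h4* lower under all 22, from −1.78 to −0.94. With each library left out in turn the log2 fold change was from 0.93 to 1.22 for *Cox6a2* (edgeR adjusted p from 0.160 to 0.650) and from −1.23 to −0.94 for *Nr1h4* (edgeR adjusted p from 0.160 to 0.650). The 0.160 and the 0.650 were the lowest adjusted p of any gene in their fits, so they are not particular to *Cox6a2* and *Nr1h4*. Both passed an adjusted p of 0.05 under the replicate block (1.11 and −1.08), DESeq2 (1.11 and −1.08) and the added DESeq2 without sex (1.13 and −1.07), and *Cox6a2* passed it also with the term for acinar RNA (1.29). The calls of that last fit are uncertain: its lowest adjusted p, 0.0117, went to *H2-Ea-ps* with a log2 fold change of 14.8, where the main fit gave 1.84 (standard error 1.67, edgeR adjusted p = 0.673). The cause was not tested.

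The number of genes with an adjusted p under 0.05 was 0, with 1513 at an unadjusted p under 0.05. It was 24 under the replicate block, 177 with DESeq2, 4 with the exon counts summed per gene, 5 with the term for acinar RNA, 134 with the added DESeq2 without sex and 1 with the added legacy estimates and robust prior. Those with an absolute log2 fold change of at least 1 numbered 0, and 11, 26, 4, 3, 21 and 1 in the same settings. Both counts were 0 in all other settings, among them each of the 6 fits without 1 library (from 0 to 0), with 862 to 2175 genes at an unadjusted p under 0.05. The cause was not tested. DESeq2 made 26 calls on simulated counts without changed genes, where edgeR made 0. Those genes were drawn independently of each other, so this does not calibrate the calls on the real libraries. Among the 30 other named genes followed across the settings the block newly called *Oas2*, *Gas2l3*, *Fgd6*, *Cmpk2*, *Rsad2* and *Nebl*. It changed no other call among these 30. It also newly called *Lingo3*, named above near *Nr1h4* (edgeR adjusted p = 0.0475, against 0.197 in the main fit).

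Of 16 gene lists, camera called 6, fry 0 and camera with an estimated correlation 0, so no call held under fry or an estimated correlation. Without 1 library camera called from 3 to 8, the fewest without male 1 of the FXR-/- islets. With the block complex IV subunits were not called (camera adjusted p = 0.107, from 0.00898 to 0.765 over the alternatives). The acinar, ductal, endothelial, stellate and fibroblast, and macrophage lists stayed called with it (camera adjusted p from 4.52e-07 for acinar to 0.00693 for ductal). Fry and the estimated correlation were used with the term for sex and not with the block, so they do not test these block calls. Over all alternatives 0 to 8 lists were called. For the interaction of genotype and sex DESeq2 called 3 genes and edgeR 0 with either filter (217 and 214 at an unadjusted p under 0.05). Near *Nr1h4*, itself left out, 0 genes were called by adjusted p, and 13 had an unadjusted p under 0.01. The replicate block called 3 there and DESeq2 7, counts that were added after the values were seen.

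For the 30 other named genes followed across the settings there were 655 values under alternatives. Of these, 609 kept direction and side of the threshold, 33 newly passed it and 13 changed direction, all 13 in genes with small changes. The log2 fold change of *Glp1r* was −0.10 in males alone, −0.093 with the exon counts and −0.10 without either female library, which comes down to the males alone since the fit has a term for sex, and from −0.10 to 0.26 across the fits without 1 library. *Gapdh* had −0.054 with library size alone, −0.0098 with the term for acinar RNA and −0.022 without male 2 of FXR+/+ (from −0.022 to 0.11 without 1 library). *Actb* had −0.067, −0.29 and −0.18 in those settings and −0.20 without male 1 of FXR-/- (from −0.20 to 0.22). *Ins1* had −0.082 without male 1 of FXR+/+ (from −0.082 to 0.33), and *Trpa1* 0.085 without male 2 of FXR-/- (from −0.38 to 0.085). Depth limits *Trpa1*, which had about 1 CPM.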

Differences from the paper's values

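No test in this part was chosen only after the result was seen, apart from DESeq2 without sex. The paper's volcano plot shows *Cox6a2* at a −log10 adjusted p of about 7.0 in Fig. 5B, read by eye, while edgeR's quasi-likelihood test gave 0.706. Of the alternatives set before the data were examined, only DESeq2 closed the gap, with 7.28. The others gave from 0.187 (without male 2 of the FXR-/- islets) to 1.89 (replicate block). DESeq2 without sex, chosen after seeing the values, gave 5.30, which narrowed it. The authors' deposited table gives a q-value of 9.48e-08 for *Cox6a2*.

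Fig. 5B marks *Cox6a2* as up-regulated. By edgeR's test its adjusted p was 0.197, and it passed 0.05 in edgeR's test only with the replicate block (adjusted p = 0.0128) and with the term for acinar RNA (adjusted p = 0.0330), and in DESeq2 with sex (adjusted p = 5.26e-08) and, chosen after seeing the values, without it (adjusted p = 4.97e-06). Its adjusted p over all alternatives ran from 5.26e-08 to 0.650, and the highest value was the lowest of any gene in its fit.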

Other observations

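The tests of *Cox6a2* against the share of beta cells, the scaling, the position of *Nr1h4*, *Itgad*, the time of collection and the summed muscle genes, and the tests of *H2-Ea-ps*, were chosen only after the result was seen.

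Technical explanations for the rise of *Cox6a2* in FXR-/- islets were tested. RNA from striated muscle was tested as a source, and the 5 tested genes of the muscle list had a median log2 fold change of 0.26, against 1.12 for *Cox6a2*, but with 3 of the 5 higher this median decides little. The sum of the 13 genes of the muscle list that were counted, of which 0 are in another list and 2 had at least 1 CPM in each FXR+/+ library, rose by only 2.51 CPM, where *Cox6a2* rose by 41.4 CPM. The most abundant of them, *Des*, had 3.01 ± 1.31 CPM in FXR+/+ and 5.06 ± 1.26 CPM in FXR-/- islets (SD, n = 3). A larger share of beta cells would raise their other genes as much. The 12 genes of the beta cell list went both ways (7 higher), from −0.40 for *G6pc2* (standard error 0.191) to 0.57 for *Mafa* (standard error 0.0880, edgeR adjusted p = 0.215), so none reached the 1.12 of *Cox6a2*, and 10 of the 12 were below it by more than 2 standard errors of the difference. With a term for acinar RNA the log2 fold change was 1.29, in a fit whose adjusted p is uncertain, and under the other scalings it was at least 1.02. *Cox6a2* lies on chromosome 7, not on that of *Nr1h4*. With each library left out it was at least 0.93. In the exons that the RefSeq annotation of *Itgad* does not reach, the log2 fold change was at least 0.96. These values argue against each of these explanations as the whole cause. A difference in the time of collection stays open: *Cox6a2* had 30.9 CPM in female 1 of FXR+/+, in which *Per3* was near the FXR-/- level and *Arntl* was not, and 1 library decides nothing. An effect of FXR on *Cox6a2* in islets remains a hypothesis that these libraries are consistent with.

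Other splits of the 6 libraries were compared with the genotypes. By adjusted p under 0.05 in edgeR's test the real split gave 0 genes, so all 10 splits gave as many, the others at most 3. Of the 10 splits into 3 and 3, 3 gave at least as many genes at an unadjusted p under 0.05 in edgeR's test, the real split included, and 2 gave as many by DESeq2. The largest other split set FXR+/+ female 1 and male 2 and FXR-/- female 1 apart and gave 2512 genes at an unadjusted p under 0.05 and 347 by DESeq2. These are the 3 libraries with the lowest acinar share (5.98%, 5.26% and 7.67%, against 9.54% to 15.2% in the others), so exocrine RNA may separate the libraries as strongly as the genotype does. With a term for acinar RNA edgeR called 5 genes. Of the 4 splits that part all 3 pairs, only the real one gave as many at an unadjusted p under 0.05 or by DESeq2, and 1 of 4 gave as many as the 24 genes of the replicate block, the real one, the others giving at most 1. The other 6 splits part 1 pair each. With 3 libraries against 3 no share under 0.1 can be reached, so chance cannot be told apart from the genotype by this count.

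*H2-Ea-ps*, noticed after its values were seen, had 1, 1 and 147 counts in the FXR+/+ libraries and 455, 0 and 153 in the FXR-/- libraries. *H2-Aa*, *H2-Ab1* and *H2-Eb1* had at least 32.7 CPM in each library, which argues against a lack of antigen-presenting cells. A candidate explanation is that the animals carry different alleles at this locus. The libraries with reads had at least 147 counts and the others at most 1, but this was noticed in the same values and cannot be told apart from other causes. If alleles differ, the genotypes may not be on a uniform background.

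The gene lists gave the following median log2 fold changes. The 6 lists called by camera were complex IV subunits (0.14), acinar (0.44), ductal (0.50), endothelial (0.51), stellate and fibroblast (0.76) and macrophage (0.34). The others were mitochondrial apoptosis (−0.03), FXR target genes (0.05), beta cell (0.03), alpha cell (0.14), delta cell (0.13), B cell and lymph node (−0.82), striated muscle (0.26), Y-linked (−0.31), immediate early and stress (0.18) and unfolded protein response (0.20). The lists added after the values were seen had medians of 0.54 (interferon-stimulated), 2.29 (clock, phase of *Arntl*) and −0.93 (clock, opposite phase). None of the lists had an adjusted p under 0.05 by fry. *Fos* ranged from 30.7 CPM in male 2 of FXR+/+ to 1256 CPM in male 1 of FXR-/- islets, and *Egr1* from 41.1 to 1296 CPM in the same libraries.

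In the authors' deposited table *Gas2l3* has a p-value of 2.41e-18 but a q-value of exactly 1, and it is not marked. It is 1 of 17 genes with a p-value under 0.001 and a q-value of exactly 1 in the authors' deposited table. *Fgd6* has a q-value of 7.02e-11 in the authors' deposited table, below that of *Cox6a2*, and is not marked, with a log2 fold change of −0.82 there.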
